# The matricellular protein Fibulin-5 regulates β-cell proliferation in an autocrine/paracrine manner

**DOI:** 10.1016/j.isci.2025.111856

**Published:** 2025-01-21

**Authors:** Tomoko Okuyama, Takahiro Tsuno, Ryota Inoue, Setsuko Fukushima, Mayu Kyohara, Anzu Matsumura, Daisuke Miyashita, Kuniyuki Nishiyama, Yusuke Takano, Yu Togashi, Makiko Meguro-Horike, Shin-ichi Horike, Tatsuya Kin, A.M. James Shapiro, Hiromi Yanagisawa, Yasuo Terauchi, Jun Shirakawa

**Keywords:** Cell biology, Functional aspects of cell biology

## Abstract

The matricellular protein Fibulin-5 (Fbln5) is a secreted protein that is essential for elastic fiber formation, and pancreatic islets are usually surrounded by the extracellular matrix (ECM), which includes elastic fibers. However, much uncertainty remains regarding the function of the ECM and its components in β-cells. Here, we describe the role of Fbln5 in β-cell replication. Fbln5 expression was increased upon glucose stimulation in β-cells of mouse and human islets. β-Cell-specific *Fbln5*-knockout (β*Fbln5*KO) mice exhibit significantly reduced β-cell proliferation *in vivo* but not *in vitro*. Secreted extracellular Fbln5 enhances β-cell replication. *Fbln5*-deficient β-cells exhibit the downregulated expression of the gene encoding Polo-like kinase 1 (PLK1), which is accompanied by ERK-mediated FoxM1 nuclear export. These data suggest that Fbln5 is secreted from β-cells in response to glucose and plays important roles in the appropriate maintenance of β-cell functions in an autocrine or paracrine manner.

## Highlights

• Fbln5 expression is upregulated by glucose in pancreatic β-cells
• β-cell-specific *Fbln5* knockout reduces β-cell proliferation *in vivo* but not *in vitro*
• Secreted Fbln5 enhances β-cell replication via an interaction with the extracellular matrix
• ERK contributes to Fbln5-mediated β-cell proliferation via FoxM1 and PLK1

## Introduction

Various extracellular matrix (ECM) proteins are present in the basement membrane of pancreatic islets that provide structural support, promote vascularity, and facilitate cellular functions. While the vital functions of key ECM proteins such as collagen, laminin, fibronectin, and heparan sulfate proteoglycans in β-cell proliferation and survival are widely recognized, the precise interactions between the ECM and islet cells remain ambiguous.^1^^,^^2^^,^^3^^,^^4^

We previously reported that the expression of the matricellular protein Fibulin-5 (Fbln5) was significantly upregulated in islets following stimulation with glucokinase and glucose through the Ca^2+^/calcineurin/NFAT signaling pathway.^5^ Glucose metabolism mediated by glucokinase, a key component of the glycolytic pathway, has been shown to be involved in the proliferation and survival of β-cells not only in mouse islets but also in human islets.^6^^,^^7^^,^^8^^,^^9^^,^^10^ However, the detailed molecular mechanisms underlying this phenomenon remain largely unknown.^11^ Fbln5 (also known as EVEC or DANCE), a secretory glycoprotein, is essential for elastic fiber development.^12^^,^^13^ *Fbln5*-deficient mice exhibit systemic elastic fiber defects, including loose skin, a tortuous aorta, emphysematous lungs, and genital prolapse.^13^^,^^14^ Fbln5 has nonelastogenic functions, such as the regulation of protease activity, cell adhesion, and intracellular signaling via its integrin-binding RGD domain.^15^^,^^16^^,^^17^^,^^18^^,^^19^ Therefore, Fbln5 plays critical roles in the proliferation, migration, and invasion of certain tumors and smooth muscle cells.^20^^,^^21^ Under normal chow-fed conditions, systemic *Fbln5*-knockout (*Fbln5*KO) mice presented normal glucose tolerance, comparable insulin secretion, and similar rates of β-cell proliferation to their wild-type littermates.^5^ In INS-1 β-cells, *Fbln5* overexpression increased glucose-stimulated insulin secretion but potentially decreased β-cell proliferation, and the expression of the secretory protein Fbln5 in β-cells may vary with age and the cell line used.^5^ Therefore, the expression and roles of Fbln5 in the function of β-cells remain unclear.

In this study, we generated β-cell-specific *Fbln5* knockout (β*Fbln5*KO) mice to investigate the expression and functions of Fbln5 in β-cells.

## Results

### Generation of mice with a tissue-specific deletion of Fbln5 in pancreatic β-cells

Using *Ins1*-Cre mice crossed with *Fbln5*-floxed mice, we generated β-cell-specific *Fbln5*-conditional knockout mice (Figure 1A). Compared with control (Fbln5-floxed) islets, islets from β*Fbln5*KO mice presented an approximately 50% reduction in *Fbln5* mRNA expression (Figure 1B), indicating that *Fbln5* is expressed in the β-cells of islets. Compared with that in control mice, *Fbln5* expression in the hypothalamus was not affected in β*Fbln5*KO mice (Figure 1C). Compared with islets isolated from global *Fbln5*KO mice, β*Fbln5*KO islets presented higher expression of *Fbln5*, suggesting that Fbln5 is expressed not only in β-cells but also in nonβ-cells in islets (Figure S1A). The extracellular tissue attached to the islets might account for higher *Fbln5* mRNA expression in β*Fbln5*KO islets than in systemic *Fbln5*KO islets, as we previously reported Fbln5 expression in interstitial endothelial cells or small vessels in the islets.^5^ The induction of *Fbln5* expression by GKA stimulation was also significantly attenuated in β*Fbln5*KO islets (Figure 1D). The expression of the Fbln5 protein was reduced in the islets from β*Fbln5*KO mice compared with those from control mice (Figures 1E and S1B).

**Figure 1:**
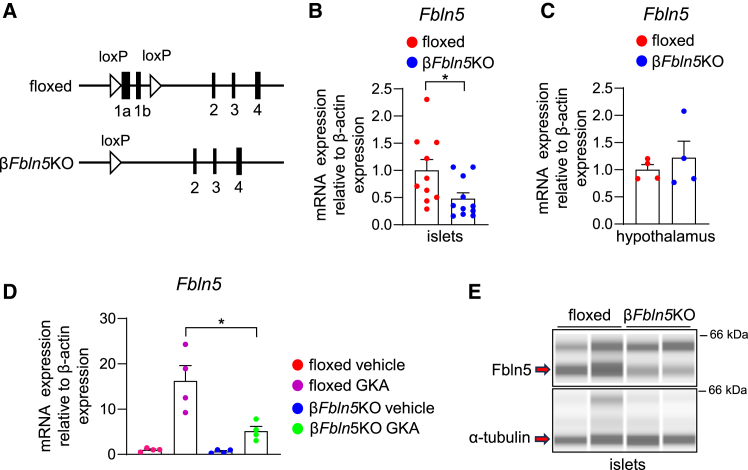
Generation of β-cell-specific *Fbln5*-knockout (β*Fbln5*KO) mice (A) Gene-targeting strategy and structure of the Fbln5-recombined alleles after Cre-dependent recombination. (B) *Fbln5* mRNA expression levels in islets isolated from 11-week-old β*Fbln5*KO and control mice (*n* = 11 mice in β*Fbln5*KO group, *n* = 10 mice in the control group). The data are presented as the means ± SEMs. ∗*p* < 0.05, Student’s t test. (C) *Fbln5* mRNA expression levels in the hypothalamus of β*Fbln5*KO and control mice (*n* = 4 mice per group). The data are presented as the means ± SEMs. (D) *Fbln5* mRNA expression levels in islets from 11-week-old β*Fbln5*KO mice and their control littermates after an incubation with 30 μM GKA CpdA for 24 h (*n* = 4 samples per group). The data are presented as the means ± SEMs. ∗*p* < 0.05, one-way ANOVA followed by the Tukey HSD post-hoc test. (E) Immunoblotting showing Fbln5 in islets isolated from 11-week-old β*Fbln5*KO mice and their control littermates.

### Localization of Fbln5 in the endocrine pancreas

We detected the localization of Fbln5 predominantly in insulin-positive β-cells but not in glucagon-positive α-cells in the islets of control mice (Figures 2A and 2B). Fbln5 fluorescence signals were not evident in the islets of systemic *Fbln5*-deficient mice (*Fbln5*KO) or β*Fbln5*KO mice (Figure 2A). In addition, Fbln5 expression was increased by treatment with a high level of glucose compared with treatment with a low level of glucose, in mouse islets (Figure 2B). As we previously revealed that Fbln5 expression decreases with age in mouse islets,^5^ immunofluorescence staining for Fbln5 seemed to be higher in postnatal Day 6 mouse β-cells (Figure 2C) than in adult mouse β-cells, as shown in Figure 2A. We further elucidated the localization of FBLN5 in human islets from a nondiabetic donor. FBLN5 expression was also more dominant in β-cells than in α-cells in human islets, and the signal was enhanced by a high level of glucose (Figures 2D and S2). Although Fbln5 is a secreted extracellular matrix protein and we previously reported its localization around interstitial tissue,^5^ we did not observe Fbln5 expression in the interstitium or extracellular matrix of isolated islets, possibly because extracellular Fbln5 was washed out by the process of culture and deparaffinization. We examined the costaining of Fbln5 with Lamin β1, integrin β1, and CD31 in mouse pancreas sections and revealed that Fbln5 did not localize with those ECM proteins in islets (Figure S3). We also confirmed that the expression of those ECM proteins was not inhibited in β*Fbln5*KO islets (Figure S3). On the other hand, in the analysis of single-cell RNA sequencing datasets for pancreatic islets from normal chow-fed and high-fat diet-fed mice,^22^ we detected the coexpression of Fbln5 in CD31 (Pecam1)- or CD34-positive cells (Figure S4). These results indicate that Fbln5 is expressed in endothelial cells, although it is not dominantly expressed in islets.

**Figure 2:**
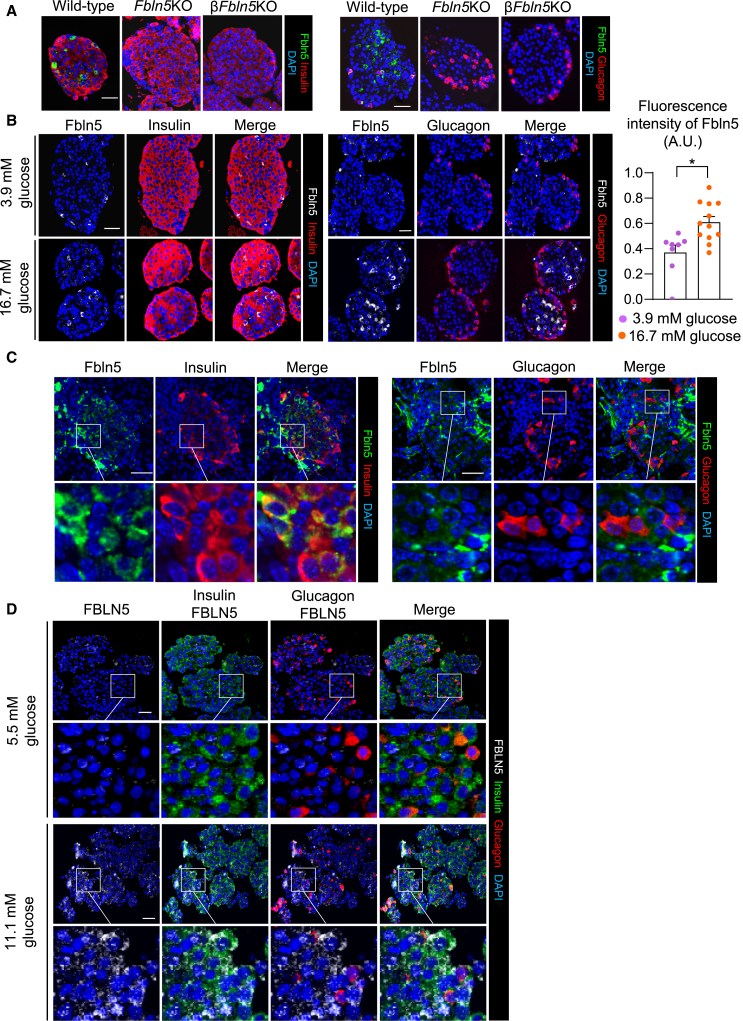
Fbln5 expression in mouse and human islets under low-glucose or high-glucose conditions (A) Representative pancreatic islet sections from 11- to 12-week-old wild-type, *Fbln5*KO, and β*Fbln5*KO mice stained with antibodies against Fbln5 (green), insulin (red in the left panels) and glucagon (red in the right panels) are shown. Nuclei are stained blue with 4′, 6-diamidino-2-phenylindole [DAPI]. The scale bar represents 30 μm. Islets were incubated for 24 h with 4.4 mM glucose before being embedded in agarose. (B) Isolated mouse islets were treated with 3.9 mM glucose or 16.7 mM glucose for 24 h. Representative islet sections from 14- to 16-week-old wild-type mice stained with antibodies against Fbln5 (gray), insulin (red in the left panels) and glucagon (red in the right panels) are shown. Nuclei are stained blue with DAPI. The scale bar represents 30 μm. The fluorescence intensity of Fbln5 normalized to that of insulin was calculated at 5 randomly selected areas per islet using densitometry (4–6 islets per mouse, 4 mice per group). The data are presented as the means ± SEMs. ∗*p* < 0.05, Student’s t test. (C) Representative pancreatic sections from postnatal Day 6 of wild-type mice stained with antibodies against Fbln5 (green) and insulin (red in the left panels) or glucagon (red in the right panels) are shown. Nuclei are stained blue with DAPI. The scale bar represents 20 μm. (D) Representative human islet sections stained with antibodies against FBLN5 (gray), insulin (green) and glucagon (red) are shown. Nuclei are stained blue with DAPI. The scale bar represents 50 μm. Islets were treated for 24 h with 5.5 mM glucose or 11.1 mM glucose.

### Detection of Fbln5 expression in islet β and nonβ cells by single-cell RNA sequencing

We reanalyzed existing islet single-cell RNA sequencing datasets from normal chow-fed mice and 8-week of high-fat diet-fed mice, as well as from wild-type mice and db/db mice, to explore Fbln5 expression in pancreatic islet β-cells and nonβ cells.^22^^,^^23^ Fbln5-positive cells were detected not only in β-cells but also in α-cells and nonβ islet endocrine cells (Figures 3A and 3B). Importantly, high-fat diet feeding increased the expression of Fbln5 in β-cells but not in α-, δ-, or PP-cells, and Fbln5 expression in β-cells was decreased in db/db mice^23^ (Figures S5A‒S5C). These results support the expression of Fbln5 in β-cells and its β-cell-specific induction by high-fat diet feeding, in which β-cell proliferation is reportedly promoted via glucose signaling. In addition, a pathway analysis of differentially expressed genes in Fbln5-positive β-cells from both normal chow-fed and high-fat diet-fed mice revealed pathways related to cell proliferation, such as cell-cell adhesion, epithelial cell proliferation, and developmental growth (Figure 3C). Next, we evaluated the expression of proliferative markers and integrin-related molecules in Fbln5-positive and Fbln5-negative β-cells in the islets of high-fat diet-fed mice or db/db mice (Figures S6A and S6B). The expression of proliferative markers, such as Ki67 and cyclin D1, and integrin-related molecules, such as integrin β1, ILK, and FAK, was not specifically altered in Fbln5-positive β-cells.

**Figure 3:**
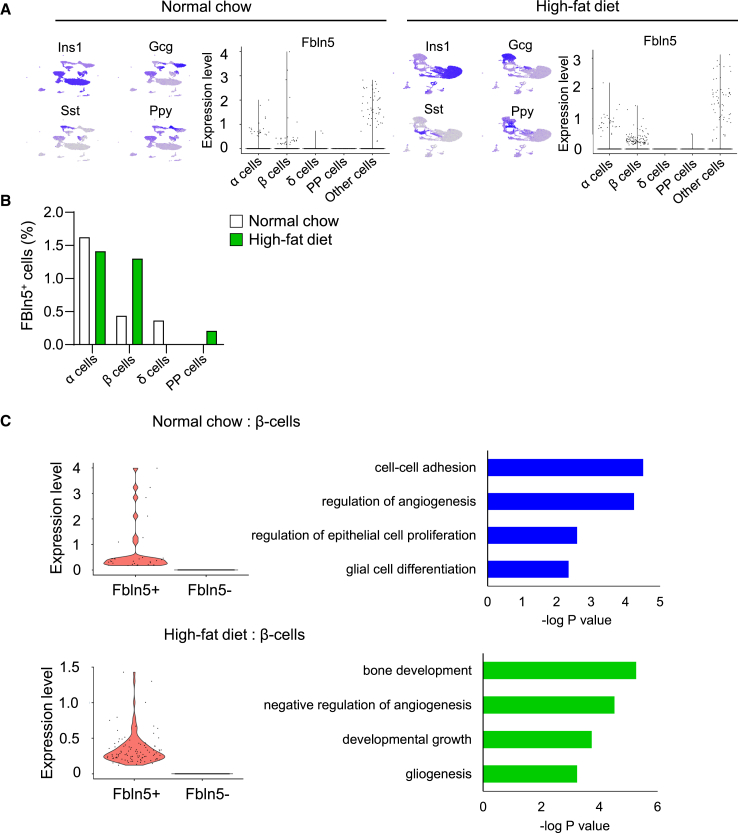
Single-cell RNA sequencing analysis of islets from normal chow-fed mice and high-fat diet-fed mice (A) Feature plot of endocrine hormones and violin plot of Fbln5 expression in each cell type in islets from normal chow-fed mice (left panel) and high-fat diet-fed mice (right panel). (B) The ratio of Fbln5-positive β-cells in normal chow-fed and high-fat diet-fed mice. (C) Enriched pathways of genes whose expression levels exhibited a fold change >2.5 and adjusted *p* value >0.05 between Fbln5-positive and Fbln5-negative β-cells from normal chow-fed (upper panel) and high-fat diet-fed (lower panel) mice.

### Impact of the β-cell-specific deficiency of Fbln5 on glucose intolerance

We performed an OGTT in 3-, 6-, and 12-week-old β*Fbln5*KO mice. *Fbln5* deletion in β-cells caused slight glucose intolerance in β*Fbln5*KO mice at 3 and 12 weeks of age (Figures 4A–4C) without impaired insulin secretion (Figures 4D–4F). No apparent difference in plasma insulin levels was observed between the 8- to 12-week-old β*Fbln5*KO mice and the control mice during the first and second phases of insulin secretion in response to glucose stimulation (Figures S7A–S7C). The degree of body weight gain did not differ significantly between the β*Fbln5*KO and control mice at 3 and 12 weeks of age (Figures 4A–4C). No changes were observed in glucose tolerance or insulin secretion during the glucose tolerance test in β*Fbln5*KO mice after 12 weeks of high-fat diet feeding (Figures S7D and S7E). Since some β-cell-specific Cre mice have altered glucose tolerance caused by the *hGH* gene,^24^ we evaluated the impact of *Ins1*-Cre on glycemic control in this study. However, no significant difference in glucose tolerance was observed between *Ins1*-Cre mice and control mice at 6–7 weeks of age (Figures S8A and S8B).

**Figure 4:**
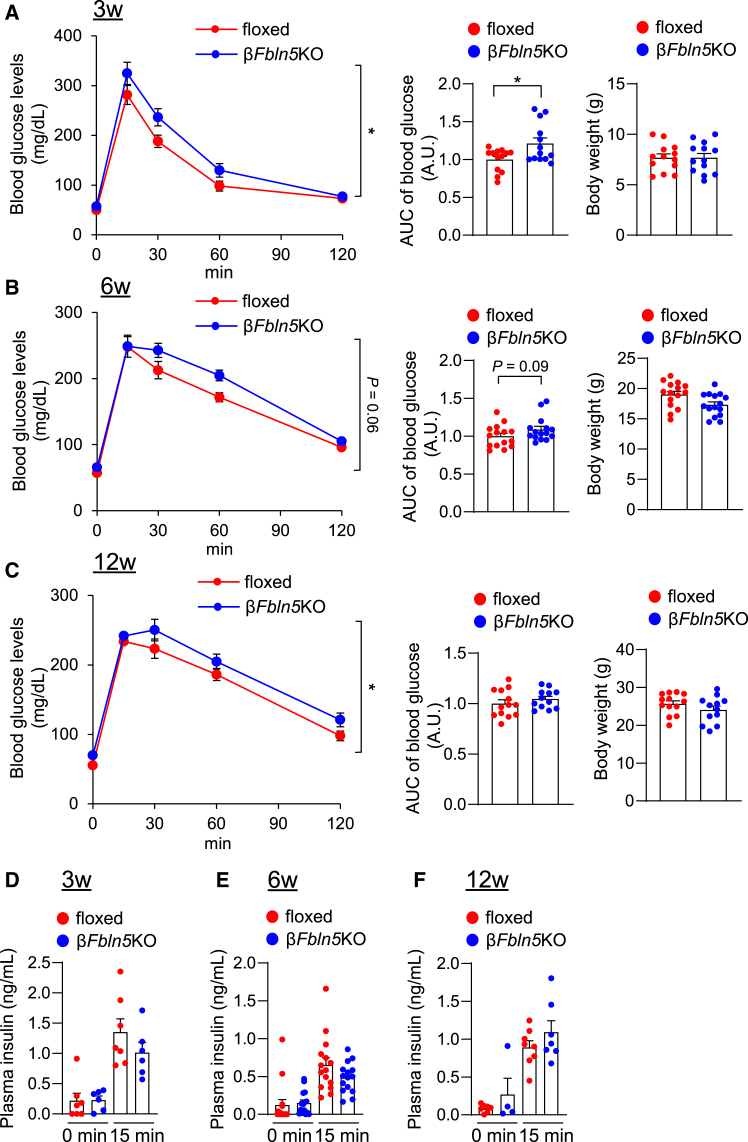
The loss of Fbln5 in pancreatic β-cells was associated with slight glucose intolerance (A–C) Blood glucose levels during an oral glucose tolerance test (OGTT) and body weight gains in 3-, 6-, and 12-week-old β*Fbln5*KO and control mice (*n* = 13 mice per group in Figure 4A; *n* = 15 mice per group in Figure 4B; *n* = 12–13 mice per group in Figure 4C). The AUC of blood glucose is shown in the middle graph, and the plasma insulin levels are shown in the right graph. The data are presented as the means ± SEMs. ∗*p* < 0.05, two-way ANOVA in the left graph and Student’s t test in the middle graph. (D–F) Plasma insulin levels in the OGTT at 0 and15 min. The data are presented as the means ± SEMs.

### Fbln5 deletion in β-cells allowed comparable insulin secretion in isolated islets

Next, we examined glucose-stimulated insulin secretion in islets isolated from β*Fbln5*KO and control mice after treatment with 10 mM and 16.7 mM glucose, sequentially (Figures 5A and 5B). Compared with control islets, islets isolated from β*Fbln5*KO mice presented no significant changes in insulin secretion or the insulin content (Figures 5A and 5B). GLP-1 receptor signaling and downstream cyclic AMP production play important roles in glucose-dependent insulin secretion.^25^^,^^26^ Since *Fbln5* expression in islets is induced by glucose stimulation, we next investigated the interaction between Fbln5 and GLP-1 signaling using liraglutide, a GLP-1 receptor agonist, and forskolin, an adenylate cyclase activator. No significant difference in the insulin secretory response to liraglutide stimulation was observed between the islets isolated from the β*Fbln5*KO mice and those isolated from the control mice (Figure S9A). The insulin content tended to be reduced in the islets isolated from the β*Fbln5*KO mice (Figure S9B). In addition, *Fbln5* mRNA expression in islets was significantly induced by treatment with forskolin (Figure S10A). Furthermore, the induction of *Fbln5* expression in islets by forskolin was reversed by treatment with a PKA inhibitor or an Epac2 inhibitor (Figure S10B), indicating that cyclic AMP possibly increases Fbln5 expression levels in islets.

**Figure 5:**
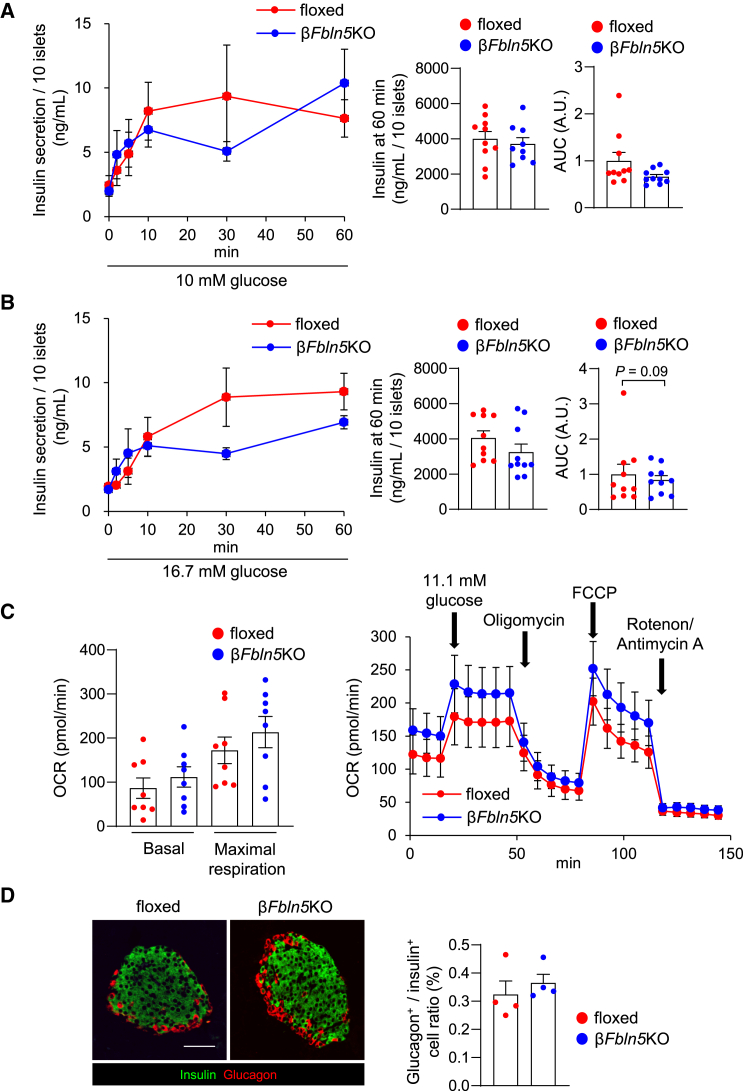
Time- and dose-dependent glucose-stimulated insulin secretion in isolated islets was not significantly attenuated in the islets from β*Fbln5*KO mice (A) Left panel: Glucose-stimulated insulin secretion (GSIS) in 10 isolated islets from 12- to 13-week-old β*Fbln5*KO mice and control mice (*n* = 10 per group). Insulin levels in the medium were measured at 0, 2, 5, 10, 30, and 60 min after 10 mM glucose stimulation. Middle panel: Insulin content after an incubation with 10 mM glucose for 1 h in 10 isolated islets from 12- to 13-week-old β*Fbln5*KO mice and control mice (*n* = 10 per group). Right panel: The AUC of the left graph is shown. The data are presented as the means ± SEMs. (B) Left panel: Glucose-stimulated insulin secretion (GSIS) in 10 isolated islets from 12- to 13-week-old β*Fbln5*KO mice and control mice (*n* = 10 per group). Insulin levels in the medium were measured at 0, 2, 5, 10, 30, and 60 min after stimulation with 16.7 mM glucose. Middle: Insulin content after an incubation with 16.7 mM glucose for 1 h in 10 isolated islets from 11-week-old β*Fbln5*KO mice and control mice (*n* = 10 per group). Right panel: The AUC of the left graph is shown. The data are presented as the means ± SEMs. (C) Islet respirometry. Twenty islets isolated from 11-week-old β*Fbln5*KO mice and control mice were seeded onto an XF96 spheroid plate, and maximal respiration (followed by 11.1 mM glucose, 4 μM oligomycin and 1 μM FCCP) was measured (*n* = 8 per group). The data are presented as the means ± SEMs. (D) Left panel: Immunohistochemical staining for insulin and glucagon. Paraffin-embedded pancreas sections from 11-week-old mice were stained with antibodies against insulin (green) and glucagon (red). The scale bar represents 50 μm. Right panel: The ratio of α-to β-cells in islets from 11-week-old control mice and β*Fbln5*KO mice (*n* = 4 per group). The data are presented as the means ± SEMs.

No significant difference in the maximal respiration measured through respirometry using an extracellular flux analyzer was observed between islets from β*Fbln5*KO mice and those from control mice (Figure 5C). In addition, the mRNA expression levels of genes related to mitochondrial function, such as *Drp1*, *Tfam*, and *Opa1*, were not altered by the deletion of *Fbln5* in β-cells (Figure S11). These results suggest that normal mitochondrial functions are maintained in β*Fbln5*KO islets. No significant differences in the islet morphology, distribution, or in the proportion of α- or β-cells in the islets were observed between the control and β*Fbln5*KO mice (Figure 5D).

### Potential signaling pathways involved in the function of Fbln5 in β-cells

We analyzed a gene expression microarray of isolated islets and compared the results between β*Fbln5*KO and control mice to identify the molecules involved in the Fbln5-mediated regulation of β-cell functions. 

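Islet RNA from βFbln5KO mice and their controls at 11 weeks of age, with 150 islets in each extraction, was measured on 8 Agilent one-colour arrays, 4 per group, on 1 slide read in 1 scan. The authors deposited the processed signal of each of 62976 spots per array, an intensity after background subtraction and spatial detrending that is not normalized between arrays. The spots include 59305 that carry 56605 distinct probes and 308 negative controls, which match no mouse RNA. The signals were put on the log2 scale, and each array's 75th percentile was subtracted. Values that the scanner software marked as outliers were left out (1689 of 474440), and replicate spots of a probe were averaged. The groups were compared with limma, with a mean-variance trend and Benjamini-Hochberg adjustment. The software called 56.6% to 58.8% of the spots well above background on the control arrays (median 58.0%) and 52.6% to 56.6% on the βFbln5KO arrays (median 53.2%). Each genotype filled 1 of the slide's 2 rows of arrays, so slide row and genotype cannot be told apart. The number of arrays limits the precision, and the smallest two-sided p that an exact permutation test allows is 0.029.

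Fbln5 lies on chromosome 12 of GRCm38 from 101746565 to 101819119 and is measured by 1 probe, A_55_P2088615. Its log2 signal was −1.72 ± 0.31 (SD, n = 4) on the control arrays and −2.22 ± 0.59 (SD, n = 4) on the arrays labelled βFbln5KO. The log2 fold change was −0.50 (SE 0.29), with an adjusted p of 0.342 in limma, and 3 of 4 arrays labelled βFbln5KO were below every control array. The array labelled βFbln5KO replicate 4, at −1.37, lay within the control range of −2.05 to −1.32. The difference was within the spread between arrays (exact two-sided permutation test, p = 0.171). Without that array, the setting that moved it most, the log2 fold change was −0.78.

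**Figure D1:**
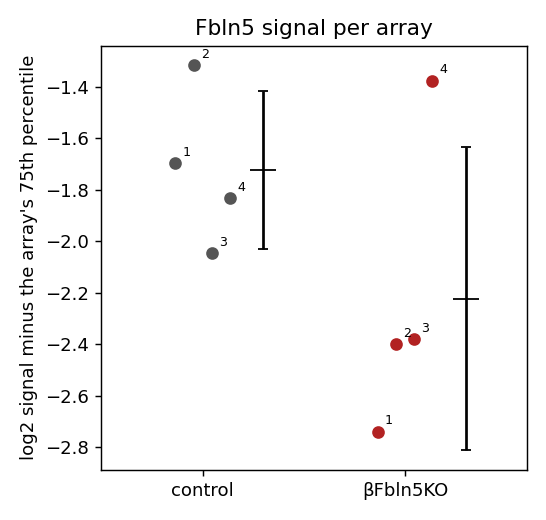
Fbln5 signal of each array (log2 minus the array's 75th percentile), with replicate numbers beside the points and bars for mean ± SD (n = 4). 3 arrays labelled βFbln5KO lie between −2.74 and −2.38, and replicate 4 lies at −1.37.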

The results revealed the significant upregulation of 312 genes and significant downregulation of 171 genes in β*Fbln5*KO islets (*p* < 0.05). 

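At an adjusted p under 0.05 in limma, 5 probes were higher and 1 was lower in βFbln5KO islets. They are 3 probes of Slc38a1, 1 of Slc38a2, 1 of Cd5l and the probe A_55_P2743005, which has no gene name in the reference. Cd5l and A_55_P2743005 were named after their values were seen. At an unadjusted p under 0.05, 11730 probes were higher and 2246 lower, where chance gives 2830 in all. With a change of at least 2-fold as well, 729 probes were higher and 223 lower. Most of the higher probes were dim: 10829 of the 11730 were not well above background on any array. Among the 18859 probes of that kind the median log2 fold change was 0.47, and 232 were lower. The 11134 probes well above background on 1 to 7 arrays had a median of −0.13, with 674 higher and 571 lower. The 26612 probes well above background on all 8 arrays had a median of −0.025, with 227 higher and 1443 lower. The counts depend on how dim signals are treated: with a normexp background correction, 301 probes were higher and 3222 lower at an unadjusted p under 0.05. The adjusted counts were 11206 higher and 338 lower without the array labelled βFbln5KO replicate 4, and 6184 higher and 394 lower with eBayes without trend.

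**Figure D2:**
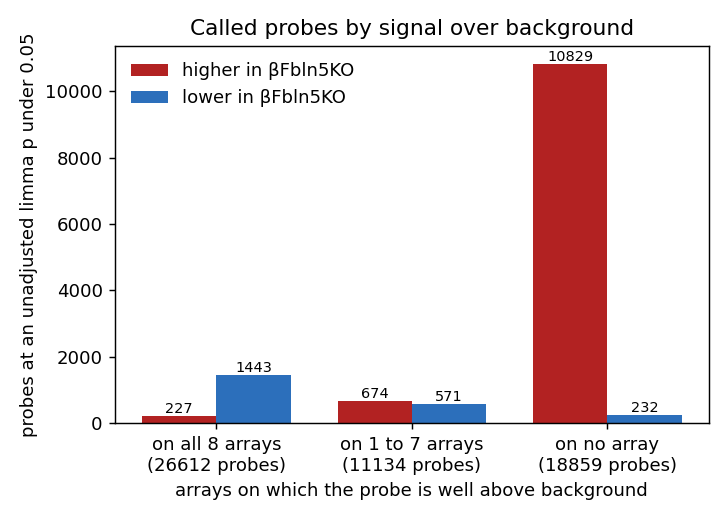
Number of probes at an unadjusted limma p under 0.05 (vertical axis), higher or lower in βFbln5KO, by the number of arrays on which the probe is well above background. Higher probes come mainly from those dim on all arrays (10829), and 1443 of the lower ones are well above background on all 8.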

The 20 genes whose expression was most upregulated or downregulated in the β*Fbln5*KO islets are shown in Tables 1 and 2. 

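Each gene of Tables 1 and 2 was taken by its brightest probe. For Table 1, 18 of 20 genes were higher in βFbln5KO, with a median fitted log2 fold change of 2.98 and a range from −0.46 to 5.62. Fitted values against a group at the floor are no folds and no bounds. With a group in which no array was well above background at the lowest detectable level of its arrays, which makes the fold a lower bound, the median was 0.99 over the 19 genes with a fold or a bound. An unadjusted limma p under 0.05 was reached by 17 of the 20 genes and an adjusted one by 1, Slc38a1. The probes of 16 Table 1 genes were not well above background on any control array. For Table 2, 16 of 20 genes were lower, with a fitted median of −1.28 and a range from −4.08 to 0.46, or a median of −0.38 with bounds over the 17 genes with a fold or a bound. Of the 20 genes, 10 were lower at an unadjusted limma p under 0.05 and 0 at an adjusted one. The probes of 7 Table 2 genes were dim on every βFbln5KO array and those of 2 on all 8 arrays. Adjusted over the list alone, 17 and 10 genes passed, which is not independent evidence, since the tables were chosen on these arrays. With signals below a common floor raised to it, the medians of the tables were 1.14 and −0.45.

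The probes of Table 1 lie mostly in the first spot rows of the array, and those of Table 2 lie in the last rows more often than random probes do, though most of them lie elsewhere. Of the probes with the largest change for each Table 1 gene, 15 of 20 lie in the first 16 spot rows, where 0.861 is the number expected for random probes (permutation test with 100000 draws, p = 1e-05, the smallest they can give). For Table 2, 9 of 20 lie in the last 16 rows, where 0.831 is expected (permutation test, p = 1e-05). With the brightest probes, these counts were 13 and 7. The width of 16 rows was chosen after the positions were seen. With 8 rows the counts were 12 and 9, and with 32 rows 15 and 9. The other Table 1 probes lie further in, and all 20 lie between rows 3 and 121.

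**Figure D3:**
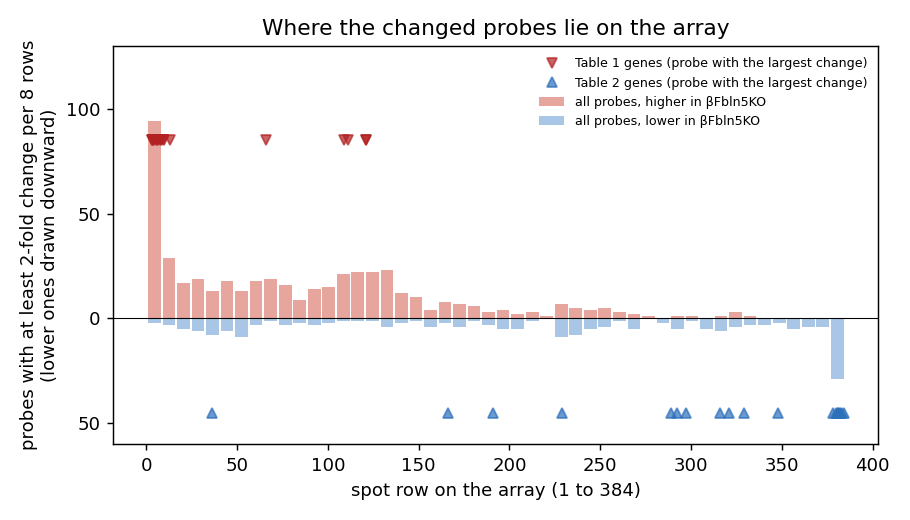
Number of probes per 8 spot rows (vertical axis) with a change of at least 2-fold at an unadjusted limma p under 0.05, among probes well above background on at least 1 array, by spot row (horizontal axis). The triangles mark the Table 1 and Table 2 genes' probes with the largest change, 15 of which lie in the first 16 rows and 9 in the last 16.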

Notably, the expression of solute carrier family transporters was altered by the deletion of *Fbln5* in β-cells. In addition, 6 genes encoding olfactory receptors and netrin 5 were among the 20 genes with the most upregulated expression, whereas the genes encoding *Sema3d*, *Gpr33*, and adenylate cyclase 10 were among the 20 genes with the most downregulated expression in β*Fbln5*KO islets. 

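The array measures 392 genes whose symbol names them as solute carriers. By each gene's brightest probe, 66 of them (16.8%) reached an unadjusted limma p under 0.05, 58 higher and 8 lower in βFbln5KO, against 19.5% of the other 22519 genes. The odds ratio was 0.835 (Fisher's exact test, two-sided, p = 0.198), so that solute carriers were not called more often than other genes. Of the 66, 43 of the higher ones were not well above background on any array. Among the 238 solute carriers well above background on all 8 arrays, 12 were called (7 higher and 5 lower), with an odds ratio of 1.25 (Fisher's exact test, p = 0.409). The setting that moved the ratio most was the common floor on dim signals, at 1.66, and it was also above 1 with quantile normalization, the filter on dim probes and the authors' deposited table. Genes past an adjusted p of 0.05 numbered 2, Slc38a1 and Slc38a2. The log2 signal of Slc38a2 was 2.06 ± 0.14 (SD, n = 4) in control and 1.08 ± 0.094 (SD, n = 4) in βFbln5KO islets, and it was lower on 4 of 4 βFbln5KO arrays.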

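All 6 olfactory receptor genes of Table 1 were dim on every control array and well above background on 2 or 3 of the 4 βFbln5KO arrays. Their signals were at least 3.47-fold higher for Olfr390, 3.20-fold for Olfr630, 3.18-fold for Olfr938, 2.56-fold for Olfr491, 1.89-fold for Olfr707 and 1.67-fold for Olfr1240. None passed an adjusted limma p of 0.05. The floor of dim probes was higher on the βFbln5KO arrays by 0.47 on the log2 scale, so that the dim arrays of these genes do not count towards a direction, and no permutation test is given. The bounds are taken against the control arrays' lowest detectable levels. Against the highest such level of the 8 arrays, −4.19, they are 2.15-fold for Olfr390, 1.98-fold for Olfr630, 1.96-fold for Olfr938, 1.58-fold for Olfr491, 1.17-fold for Olfr707, 1.03-fold for Olfr1240 and 1.02-fold for Ntn5. They also move with single arrays. Without 1 βFbln5KO array it fell to 2.07-fold for Olfr390, 1.97-fold for Olfr630, 1.22-fold for Olfr938, 2.01-fold for Olfr491 and 1.21-fold for Olfr707, and without βFbln5KO replicate 4 none could be given for Olfr1240. In the limma fit without the array labelled βFbln5KO replicate 4, Olfr630, Olfr491 and Olfr707 passed an adjusted p of 0.05 (adjusted p 0.00246, 0.0493 and 0.0475 in limma), and without βFbln5KO replicate 2, Olfr390 and Olfr491 did. Olfr390, Olfr630, Olfr938, Olfr491 and Olfr707 are measured in spot rows 5, 7, 6, 4 and 9, and Olfr1240 in row 111. The other probe of Olfr630, in row 335, was dim on all 8 arrays and differed by 0.48, as most dim probes did. Ntn5, which encodes netrin 5, was at least 1.66-fold higher, with 2 βFbln5KO arrays well above background, and is measured in row 13. Without βFbln5KO replicate 3 Ntn5 has no bound. Its other probe, in row 10, has no fold, because no array kept for it was well above background. Over the whole family, 575 of 1080 olfactory receptors were higher at an unadjusted limma p under 0.05 (53.2%, against 15.0% of the other genes; odds ratio 6.46, Fisher's exact test, p = 1.73e-175). Genes are not independent replicates in that test. Of the 575, 546 were not well above background on any array. Among the 52 olfactory receptors well above background on all 8 arrays, 0 were higher and 5 lower at an unadjusted limma p under 0.05. The odds ratio fell below 1 with the normexp correction (0.74), the floor on dim signals (0.82) and the filter on dim probes (0). It stayed above 1 after quantile normalization (1.88) and in the authors' deposited table (4.23, with 15 receptors higher), which holds no probe that is dim on every array.

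The probes that the reference names as Sema3d and Adcy10, which encodes adenylate cyclase 10, were not well above background on any array, so no fold is given, and the authors' deposited table does not hold them. Their log2 signals were higher by 0.46 and 0.45 in βFbln5KO, as for most dim probes, and lower with normexp. Gpr33 was at least 1.38-fold lower in βFbln5KO, with an adjusted p of 0.287 in limma. It was well above background on 3 control arrays, 1 of which was left out for it as an outlier, and on 0 βFbln5KO arrays, and lies in spot row 381. The bound rests on control replicate 4, without which none could be given, and was 3.85-fold without control replicate 3. Against the level of −4.19 it is 1.21-fold.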

Gene Ontology (GO) analysis revealed that several metabolic pathways, including steroid metabolism via cytochrome P450, nicotinate metabolism, and carboxylic acid transport, were related to the genes whose expression was upregulated in β*Fbln5*KO islets (Figure 6A). 

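Reactome gene sets whose names match the terms of Fig. 6, together with symbol families, were tested with camera and with fry, by each gene's brightest probe, and adjusted over 10 sets. Camera compares a set with the other genes, so it can place a set lower although the set's median is above 0. The cytochrome P450 family (99 genes) had a median log2 fold change of 0.48 and was higher in βFbln5KO (adjusted p 1.91e-04 with camera's preset correlation and 0.0247 with fry). With an estimated correlation the unadjusted camera p was 0.0233. In this family, 31 genes were higher and 0 lower at an unadjusted limma p under 0.05. The 24 of its genes well above background on all 8 arrays had a median of 0.063, with 3 called higher. Probes dim on every array had a median of 0.47, close to the family's 0.48. The settings that moved the family's median most, normexp and the filter on dim probes, both gave a median of 0.097. With the filter camera no longer passed (adjusted p 0.0678, and 1.10e-07 to 0.0046 in the other settings). The steroid hormone set (31 genes) had a median of 0.18 and passed with fry (adjusted p 0.0386) but not with camera (adjusted p 0.488). In it, 6 genes were called higher and 0 lower. The 15 steroid hormone genes well above background on all 8 arrays had a median of 0.019, with 1 called higher. The bile acid and bile salt set (41 genes) had a median of 0.25 (adjusted camera p 0.155), with 10 genes called higher and 0 lower. The 23 of its genes well above background on all 8 arrays had a median of 0.018, with 1 called higher. The whole set passed with camera in 7 of the other settings, normexp and the authors' deposited table among them. The nicotinate metabolism set (10 genes) had a median of 0.0073 and a mean of 0.023, while camera placed it lower (adjusted p 0.591), with 1 gene called higher and a direction that reversed with normexp, the filter, the floor on dim signals and the deposited table. No set of carboxylic acid transport was analysed here. For transport by solute carriers (251 genes) the median was 0.015 and the mean 0.13, camera again placed it lower (adjusted p 0.591), reversed with normexp and the floor, and 30 genes were called higher and 8 lower.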

GO analysis revealed biological functions such as epithelial cell development, the transport of small molecules, and the regulation of Polo-like kinase 1 (PLK1) activity during the G2/M transition among the activities of the downregulated genes (Figure 6B).

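The set on the regulation of PLK1 activity at the G2/M transition (79 genes) had a median log2 fold change of 0.0054 and a mean of −0.018. Camera with its preset correlation placed it lower than the other genes (p = 0.0208), but not with an estimated correlation (p = 0.190) or with fry (p = 0.685). The other genes include dim ones, and probes dim on every array had a median log2 fold change of 0.47. Of the set's genes, 74 were well above background on all 8 arrays, and 0 were called higher and 1 lower at an unadjusted limma p under 0.05. For Plk1 itself, the paper's abstract states lower expression in β-cells without Fbln5. On these whole-islet arrays its log2 fold change was 0.023 (SE 0.26, adjusted p 0.975 in limma), within the spread between arrays. Camera's direction reversed with the normexp correction, quantile normalization, the filter on dim probes and the floor on dim signals. The mitotic cell cycle set (392 genes) had a median of 0.0028 and a mean of 0.0044, while camera placed it lower (adjusted p 0.0325) and fry did not pass (adjusted p 0.913). In it, 5 genes were called higher and 7 lower, and its direction reversed in the same settings and in the authors' deposited table. The Seurat G2/M list (54 genes, from the package of that name) had a median of 0.080 and a mean of 0.13, while camera placed it lower with a p of 0.655. Camera placed it higher in the same settings and the deposited table, with a p of 0.0217 for normexp, 0.0948 for quantile normalization, 0.0399 for the filter, 0.186 for the floor and 0.0155 for the table. In it, 2 genes were called higher and 1 lower. No set of epithelial cell development was analysed here. The keratin family (54 genes) had a median of 0.0011 and a mean of −0.025 (adjusted camera p 0.770), with 14 genes called higher and 5 lower. With normexp, the filter, the floor and the deposited table camera passed, lower in βFbln5KO. The transport of small molecules set (508 genes) had a median of 0.017 and a mean of 0.11, with camera's direction lower (adjusted p 0.591) or, with normexp, quantile normalization, the filter and the floor, higher. In it, 62 genes were called higher and 14 lower. From the functions of the downregulated genes, the paper proposes an association of Fbln5 with cell proliferation. Its evidence also includes staining of proliferating β-cells in βFbln5KO mice and experiments with PLK1 and FoxM1 inhibitors, which were not analysed here.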

**Table 1:** Top 20 upregulated genes in β*Fbln5*KO islets revealed by the microarray analysis

FC	Gene Symbol	Gene Name
58.55	Slc38a1	Solute carrier family 38, member 1
17.66	Esp36	exocrine gland secreted peptide 36
15.38	Sft2d1	SFT2 domain containing 1
15.22	Olfr390	olfactory receptor 390
15.06	Jakmip2	janus kinase and microtubule interacting protein 2
14.75	Olfr630	olfactory receptor 630
14.28	Ccdc141	coiled-coil domain containing 141
13.75	Olfr938	olfactory receptor 938
11.19	Olfr491	olfactory receptor 491
9.66	Slco1b2	solute carrier organic anion transporter family, member 1b2
9.66	Cyp4a12a	cytochrome P450, family 4, subfamily a, polypeptide 12a
9.27	Tnfrsf22	tumor necrosis factor receptor superfamily, member 22
8.19	Olfr707	olfactory receptor 707
7.67	Ugt1a10	UDP glycosyltransferase 1 family, polypeptide A10
7.49	Olfr1240	olfactory receptor 1240
7.29	Ntn5	netrin 5
6.65	Cxcl9	chemokine (C-X-C motif) ligand 9
6.53	Chrnb4	cholinergic receptor, nicotinic, beta polypeptide 4
6.44	Uroc1	urocanase domain containing 1
6.26	Vmn1r223	vomeronasal 1 receptor 223

The top 20 upregulated genes according to the gene expression microarray analysis of islets isolated from β*Fbln5*KO and control mice are shown. FC, fold change.

**Table 2:** Top 20 downregulated genes in β*Fbln5*KO islets revealed by the microarray analysis

FC	Gene Symbol	Gene Name
19.04	Sema3d	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D
16.87	Krt13	keratin 13
11.90	Gpr33	G protein-coupled receptor 33
5.22	Slc5a2	solute carrier family 5 (sodium/glucose cotransporter), member 2
4.75	Rbbp8nl	RBBP8 N-terminal like
4.67	Wdsub1	WD repeat, SAM and U-box domain containing 1
4.32	Slc23a2	solute carrier family 23 (nucleobase transporters), member 2
4.21	Slc43a1	solute carrier family 43, member 1
4.10	Onecut1	one cut domain, family member 1
3.79	Pgbd1	piggyBac transposable element derived 1
3.74	Adgb	androglobin
3.61	Zcwpw1	zinc finger, CW type with PWWP domain 1
3.48	Olfr1294	olfactory receptor 1294
3.46	Adamts10	A disintegrin and metalloproteinase with thrombospondin motifs 10
3.38	Zfp12	zinc finger protein 12
3.30	Ppp1r12b	protein phosphatase 1, regulatory (inhibitor) subunit 12B
3.08	Adcy10	adenylate cyclase 10
3.06	Naip6	NLR family, apoptosis inhibitory protein 6
2.98	Krt2	keratin 2
2.93	Nup98	nucleoporin 98

The top 20 downregulated genes from the gene expression microarray analysis of islets isolated from β*Fbln5*KO and control mice are shown. FC, fold change.

**Figure 6:**
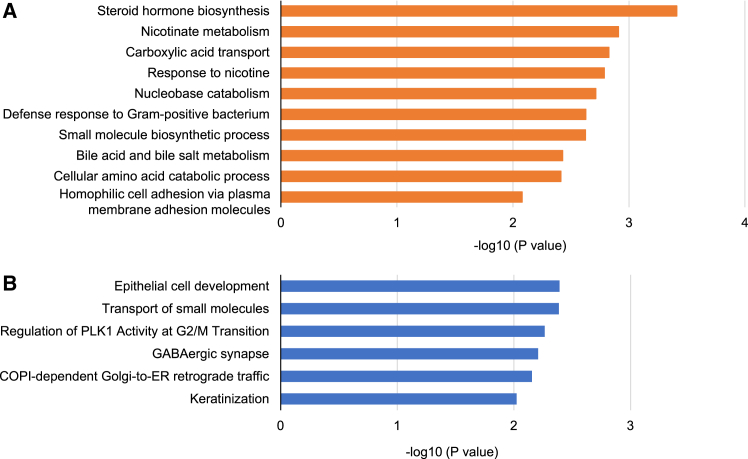
Gene Ontology (GO) analysis of islets isolated from β*Fbln5*KO and control mice (A and B) Microarray-based Gene Ontology analysis. A summary of the biological process classification of significantly upregulated (A) and downregulated (B) genes in β*Fbln5*KO islets compared with control islets is shown (*n* = 4 per group). Analyses were performed on 312 and 171 genes whose expression was significantly (*p* < 0.05) upregulated or downregulated, respectively. Bars represent -log_10_ (*p* value).

### Fbln5 deletion in β-cells attenuated β-cell proliferation

Because Fbln5 was predicted to affect the PLK1-mediated cell replication pathway in the above analysis, we evaluated the impact of β-cell-specific *Fbln5* deletion on β-cell proliferation. The proportion of BrdU-positive proliferative β-cells was markedly reduced in β*Fbln5*KO mice *in vivo* (Figure 7A). The reduced cell proliferation in β*Fbln5*KO mice was also supported by the decreased proportion of Ki67-positive β-cells or pHH3-positive β-cells (Figures S12A and S12B). In high-fat diet-fed mice, the increase in β-cell proliferation was more significantly attenuated by the deletion of *Fbln5* in β-cells (Figure S12C), although the β-cell mass was comparable between β*Fbln5*KO mice and control mice under both normal chow-fed (data not shown) and high-fat diet-fed conditions (Figure S12D). On the other hand, the incorporation of EdU into β-cells of cultured islets *in vitro* was comparable between cells originating from control and β*Fbln5*KO mice under both basal conditions and after GKA or high-glucose stimulation (Figures 7B and 7C). When the islets were incubated with Matrigel to mimic *in vivo* conditions with a surrounding extracellular matrix, the incorporation of EdU into β-cells was decreased by the deletion of *Fbln5* in β-cells, suggesting the importance of the extracellular matrix in Fbln5-mediated β-cell proliferation (Figure 7D). Thus, the effect of β-cell-derived Fbln5 on β-cell proliferation might depend on its circumstances with or without an extracellular matrix.

**Figure 7:**
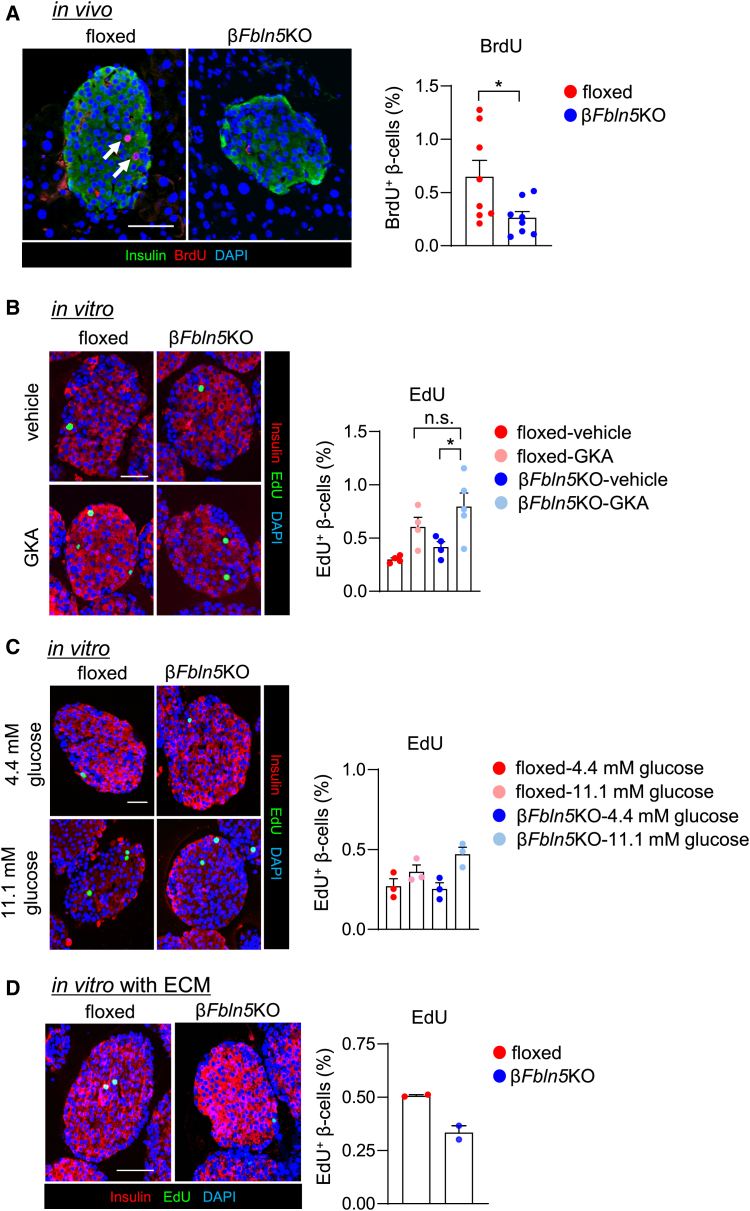
Fbln5 deletion in β-cells reduced β-cell proliferation (A) BrdU incorporation in pancreas sections from 11- to 12-week-old β*Fbln5*KO mice and control mice. BrdU was administered 6 h before the animals were sacrificed. Representative images of pancreatic islets (left panel) and the percentage of BrdU-positive β-cells among the insulin-positive β-cells (right panel) are shown (*n* = 8 per group). Insulin is stained green, the cell nuclei are stained blue with DAPI, and the BrdU-positive nuclei are stained red. The white arrows indicate BrdU-positive β-cells. The scale bar represents 50 μm. The data are presented as the means ± SEMs. ∗*p* < 0.05, Student’s t test. (B and C) EdU incorporation in islets isolated from 11- to 12-week-old β*Fbln5*KO mice and control mice. Representative images of pancreatic islets after 24 to 48 h of incubation with EdU (left panel) and the percentage of EdU-positive β-cells among the insulin-positive β-cells (right panel) are shown (*n* = 4 in the floxed-vehicle group, floxed-GKA group, and β*Fbln5*KO-vehicle group in B; *n* = 5 in the β*Fbln5*KO-GKA group in B; *n* = 3 per group in C). Insulin is stained red, the cell nuclei are stained blue with DAPI, and the EdU-positive nuclei are stained green. The scale bar represents 30 μm. The data are presented as the means ± SEMs. ∗*p* < 0.05, one-way ANOVA followed by the Tukey HSD post hoc test. (D) Islets isolated from β*Fbln5*KO and control mice were incubated on Matrigel with EdU for 24 h in the presence of 4.5 mM glucose. The percentages of EdU-positive β-cells among the insulin-positive β-cells (right panel) are shown (*n* = 2 per group). The data are presented as the means ± SEMs.

### Pathway and mechanism of Fbln5-mediated β-cell proliferation

The transcription factor FoxM1, the transcriptional activity of which is regulated by Chk2 and Cdk1/2 in the nucleus, is thought to activate CENP-A and PLK-1 expression. Since the FoxM1/PLK1/CENP-A pathway is crucial for β-cell proliferation,^27^^,^^28^ we further evaluated the localization of FoxM1 in the β-cells of β*Fbln5*KO and control mice. The fluorescence intensity of FoxM1 in the nucleus of β-cells was decreased by the loss of *Fbln5 in vivo* (Figure 8A). This finding may explain the mechanism underlying the decrease in β-cell proliferation that was observed in the β*Fbln5*KO mice. In contrast, *in vitro* culture of isolated islets revealed similar levels of nuclear FoxM1 between β*Fbln5*KO and control islets (Figure 8B). Since phosphorylated ERK mediates nuclear export of FoxM1,^27^^,^^29^ we examined ERK phosphorylation in the islets of β*Fbln5*KO and control mice (Figures 8C and 8D). The fluorescence intensity of phosphorylated ERK in the islets was attenuated in the β*Fbln5*KO mice *in vivo*, although the ratio of phosphorylated ERK relative to the total ERK protein level was not different between islets isolated from β*Fbln5*KO mice and islets isolated from control mice. These results were consistent with the findings for the effect of β*-*cell-specific *Fbln5* deletion on β-cell proliferation *in vivo* and *in vitro*, indicating the role of the secreted Fbln5 protein in β-cell proliferation.

**Figure 8:**
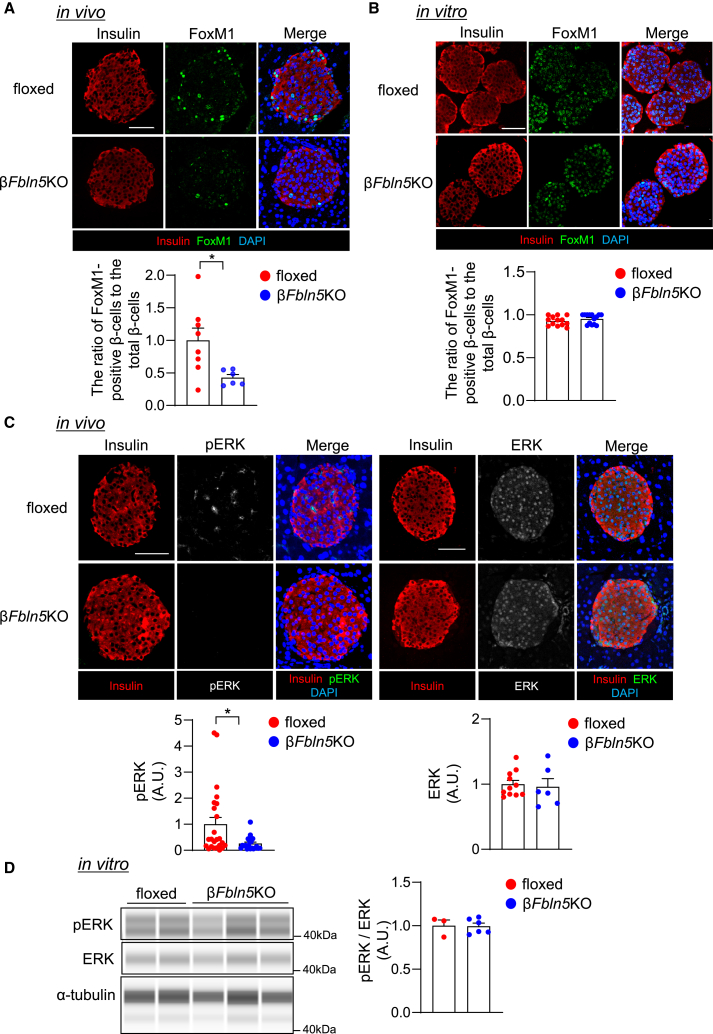
Effects of β-cell-derived Fbln5 on FoxM1 and ERK signaling (A) Upper panel: Representative images of pancreas sections from 11-week-old β*Fbln5*KO and control mice stained with antibodies against FoxM1 (green) and insulin (red) are shown. Nuclei are stained blue with DAPI. The scale bar represents 50 μm. Lower panel: The ratio of FoxM1-positive nuclei in β-cells relative to total β-cells per islet was calculated (n = 6–8 islets per group). The data are presented as the means ± SEMs. ∗*p* < 0.05, Student’s t test. (B) Upper panel: Representative images of islets isolated from 11-week-old β*Fbln5*KO and control mice stained with antibodies against FoxM1 (green) and insulin (red) are shown. Nuclei are stained blue with DAPI. The scale bar represents 50 μm. Lower panel: The ratio of FoxM1-positive nuclei in β-cells relative to total β-cells per islet was calculated (*n* = 20 islets in the floxed group and 14 islets in the β*Fbln5*KO group). The data are presented as the means ± SEMs. (C) Upper panel: Representative image of pancreatic sections from 11-week-old *Fbln5*-floxed and β*Fbln5*KO mice stained with antibodies against phospho-ERK (pERK, gray in the middle panels and green in the right panels), ERK (gray in the middle panels and green in the right panels) and insulin (red) are shown. Nuclei are stained blue with DAPI. The scale bar represents 50 μm. Lower panel: The intensity of pERK (*n* = 24 in the *Fbln5*-floxed group and *n* = 21 in the β*Fbln5*KO group) or ERK (*n* = 11 in the *Fbln5*-floxed group and *n* = 6 in the β*Fbln5*KO group) in the islets of *Fbln5*-floxed and β*Fbln5*KO mice. The data are presented as the means ± SEMs. ∗*p* < 0.05, Student’s t test. (D) Immunoblots showing the levels of phospho-ERK (pERK), ERK and α-tubulin in islets isolated from 11 to 13-week-old β*Fbln5*KO mice and their control littermates. Densitometry data are plotted in the lower graphs. The data are presented as the means ± SEMs.

Next, we investigated β-cell proliferation in *Fbln5*-overexpressing islets with an *Fbln5*-expressing adenovirus (Ad-*Fbln5*). Although *Fbln5* mRNA expression was significantly elevated in Ad-*Fbln5*-infected islets compared with Ad-GFP-infected control islets under normal culture conditions, encapsulation in alginate fibers or fibers with gelatin powder, which resembled the reconstituted extracellular matrix, further increased *Fbln5* expression in the islets (Figure 9A). The proportion of Ki67-positive or pHH3-positive proliferating β-cells was increased in the *Fbln5*-overexpressing islets under each condition (Figures 9B and 9C). We treated INS-1 cells with culture media from *Fbln5*-expressing INS-1 cells to evaluate the effect of secreted Fbln5 on β-cell proliferation. Compared with Ad-*GFP*-infected INS-1 cells, the proliferation of INS-1 cells treated with the culture supernatant from Ad-*Fbln5*-infected INS-1 cells was increased (Figure 10A). Similarly, the treatment of islets with culture supernatant from Ad-*Fbln5*-infected islets significantly increased β-cell proliferation, and increased ERK phosphorylation was observed in these islets (Figures 10B and 10C). We evaluated the levels of the secreted V5 protein in the culture supernatant of islets infected with V5-tagged Fbln5-expressing adenovirus via western blotting to confirm the secretion of Fbln5 into culture media (Figure S13A). Integrin-linked kinase (ILK) and focal adhesion kinase (FAK) are known to mediate survival, differentiation, proliferation, apoptosis, and gene expression in integrin signaling.^30^^,^^31^^,^^32^ Therefore, we evaluated the effects of Fbln5 on the ILK and FAK pathways via integrin signaling. Treatment with the culture supernatant from Ad-*Fbln5*-infected INS-1 cells did not influence the phosphorylation of FAK or the expression of ILK1 (Figure S13B). BI-2536, a PLK-1 inhibitor, attenuated the proliferation and viability of INS-1 cells treated with culture supernatant from *Fbln5*-overexpressing INS-1 cells (Figures S13C and S13D). Increased β-cell proliferation in islets treated with media containing secreted Fbln5 was also attenuated by the presence of BI-2536 or thiostrepton, a FoxM1 inhibitor (Figure 10D). These results support our hypothesis that secreted Fbln5 induces β-cell proliferation through the FoxM1/PLK1/CENP-A pathway.

**Figure 9:**
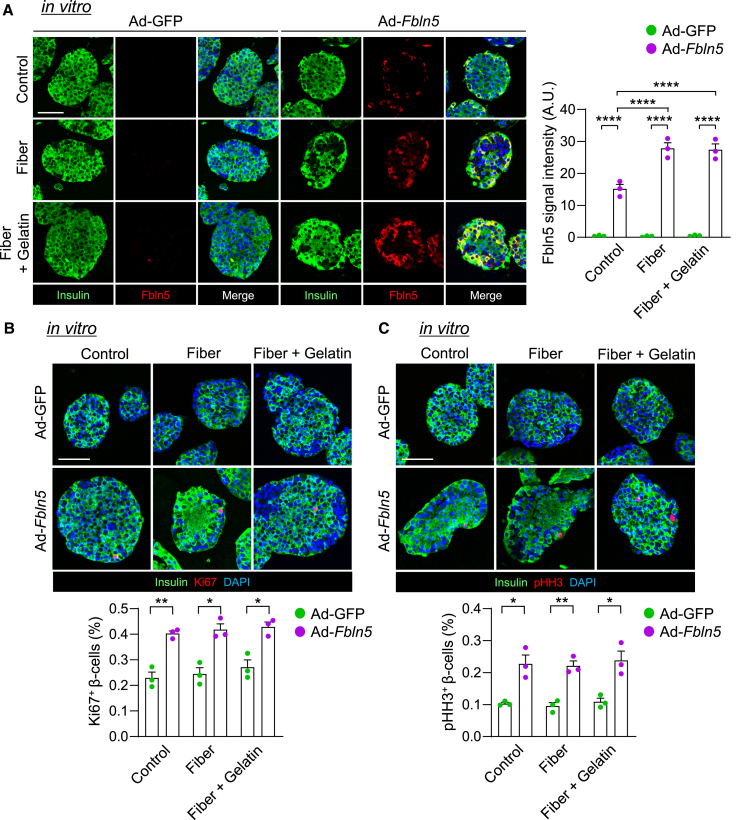
Adenovirus-mediated Fbln5 overexpression in islets increased β-cell proliferation (A) Islets isolated from C57B6/J mice were encapsulated in alginate fibers or fibers plus gelatin 48 h after Ad-*Fbln5* or Ad-GFP (control) infection for 24 h and embedded in agarose gel. Then, the islets were stained with Fbln5 (red) and insulin (green). The signal intensity of Fbln5 is shown in the right graph (*n* = 3 per group). The scale bar represents 50 μm. The data are presented as the means ± SEMs. ∗∗∗∗*p* < 0.0001, one-way ANOVA followed by the Tukey HSD post hoc test. (B) Ki67-positive cells in Ad-*Fbln5*-or Ad-GFP-infected pancreatic islets of C57BL6/J mice. Representative images of pancreatic islets (upper panel) and the percentage of Ki67-positive β-cells among insulin-positive β-cells (lower panel) are shown (*n* = 3 per group). Insulin is stained green, the cell nuclei are stained blue with DAPI, and the Ki67-positive nuclei are stained red. The scale bar represents 50 μm. The data are presented as the means ± SEMs. ∗*p* < 0.05 and ∗∗*p* < 0.01, one-way ANOVA followed by the Tukey HSD post hoc test. (C) pHH3-positive cells in Ad-*Fbln5*-or Ad-GFP-infected pancreatic islets of C57BL6/J mice. Representative images of pancreatic islets (upper panel) and the percentage of Ki67pHH3-positive β-cells among insulin-positive β-cells (lower panel) are shown (*n* = 3 per group). Insulin is stained green, the cell nuclei are stained blue with DAPI, and the pHH3-positive nuclei are stained red. The scale bar represents 50 μm. The data are presented as the means ± SEMs. ∗*p* < 0.05 and ∗∗*p* < 0.01, one-way ANOVA followed by the Tukey HSD post hoc test.

**Figure 10:**
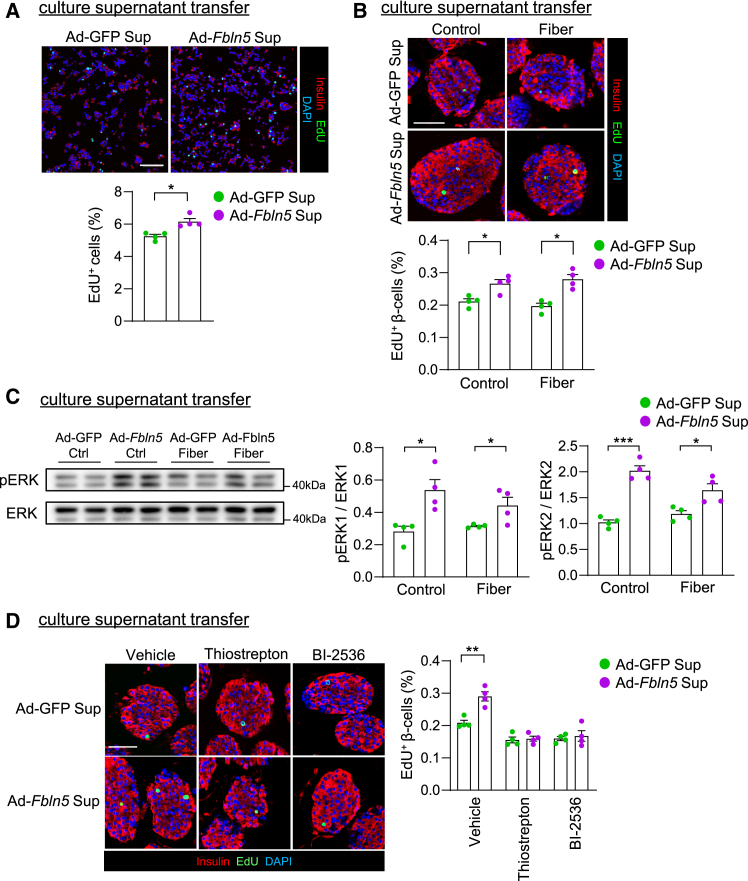
Treatment with culture supernatant containing secreted Fbln5 increased β-cell proliferation and the activity of the FoxM1/PLK1 pathway (A) EdU incorporation in INS-1 cells treated with culture supernatant (Sup) collected from Ad-GFP- or Ad-*Fbln5*-infected INS-1 cells for 72 h. The cells were incubated for 4 h with 10 μM EdU after 48 h of treatment with the supernatant (*n* = 4 per group). The scale bar represents 100 μm. The data are presented as the means ± SEMs. ∗*p* < 0.05, Student’s t test. (B) EdU incorporation in islets treated with culture supernatant collected from Ad-GFP- or Ad-*Fbln5*-infected islets for 48 h. Islets were incubated for 4 h with 10 μM EdU after 48 h of treatment with the supernatant with or without fibers (*n* = 4 per group). The scale bar represents 50 μm. The data are presented as the means ± SEMs. ∗*p* < 0.05, one-way ANOVA followed by the Tukey HSD post hoc test. (C) Immunoblots showing the levels of phospho-ERK (pERK) and ERK in isolated islets treated with culture supernatant collected from Ad-GFP- or Ad-*Fbln5*-infected islets for 48 h, with or without fibers (*n* = 4 per group). Densitometry data are plotted in the right graphs. The data are presented as the means ± SEMs. ∗*p* < 0.05, ∗∗∗*p* < 0.001, one-way ANOVA followed by the Tukey HSD post hoc test. (D) Mouse islets were treated with supernatant containing 10 μM thiostrepton or 50 nM BI-2536. Left panel: Representative images of immunofluorescence staining of mouse islets treated with the supernatant of islets transduced with Ad-GFP or Ad-*Fbln5* containing vehicle (DMSO), 10 μM thiostrepton, or 50 nM BI-2536 for 48 h. Right panel: Proportion of EdU-positive β-cells (*n* = 4 per group). Scale bar: 50 μm. The data are presented as the means ± SEMs. ∗∗*p* < 0.01, one-way ANOVA followed by the Tukey HSD post hoc test.

## Discussion

The ECM is essential for cell–matrix signaling and cell–cell signaling, and the importance of cell–matrix contact in cell survival and cell proliferation has been established.^33^ Collagen IV, laminin, fibronectin, and heparan sulfate, but not Fbln5, are common ECM components in the islet vascular basement membrane. These common ECM components modulate cell adhesion, migration, and insulin secretion in islets, partly through interactions with β1 integrin.^1^ Few reports have described the roles of ECM proteins in the regulation of β-cell function in response to glucose. Most previous studies have assessed the effects of the ECM on β-cells *in vitro*^34^ but not sufficiently *in vivo*. These findings prompted us to assess the role of Fbln5 in the regulation of β-cell proliferation *in vivo*.

*Ins1*-Cre-mediated *Fbln5* deletion in β-cells resulted in a significant reduction in *Fbln5* expression in islets. Single-cell RNA-Seq also suggested that the proportion of Fbln5-expressing β-cells was increased when the mice were fed a high-fat diet. Another study revealed that the ablation of the β1 integrin receptor in pancreatic β-cells inhibited the expression of cell cycle-regulating genes and β-cell expansion without causing glucose intolerance or reducing insulin secretion in response to glucose.^35^ The phenotypes of β*Fbln5*KO mice closely resemble those of mice with genetic β1 integrin ablation in β-cells. Thus, ECM proteins are essential for β-cell expansion, and these results imply that β-cell-derived Fbln5 plays essential roles in the appropriate maintenance of β-cell proliferation.

Our results raise the possibility that the interaction of Fbln5 with surrounding tissues is required for the regulation of β-cell proliferation. In fact, treatment with culture media from *Fbln5*-overexpressing INS-1 cells or islets significantly increased β-cell proliferation. Fbln5 may behave differently depending on where it is located in the context of cell proliferation. Thus, our data suggest that Fbln5 secreted from β-cells in response to ambient glucose increases β-cell proliferation via autocrine or paracrine actions with the ECM.

Fbln5 has an integrin-binding RGD motif to bind integrin family proteins and integrins that regulate intracellular signaling, including ERK and focal adhesion kinase (FAK), through cell adhesion to the ECM.^19^^,^^36^ Fbln5 has also been shown to be induced by transforming growth factor β (TGF-β) and to affect TGF-β-mediated ERK and p38 MAPK activation.^21^ Indeed, in this study, decreased ERK phosphorylation in the islets of β*Fbln5*KO mice was observed compared with that in the control islets *in vivo*. This difference in ERK phosphorylation between β*Fbln5*KO mice and control mice was abolished by the isolation of islets *in vitro*. These findings further substantiate the notion that Fbln5, when secreted from β-cells, may stimulate cell proliferation through interactions at the extracellular–cell interface or through cell adhesion. In addition, because Fbln5 regulates integrin-induced ROS production by binding to β1 integrin, it might be associated with angiogenesis and cell proliferation.^37^

In the analysis of gene expression using a microarray, genes encoding members of the solute carrier family were differentially expressed between the β*Fbln5*KO islets and the control islets. *Fbln5* deletion in β-cells upregulated *slc38a1* but downregulated *slc5a2, slc23a2*, and *slc43a1*. 

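Slc38a1 lies on chromosome 15 of GRCm38 from 96571418 to 96643438. Its log2 signal was −3.18 ± 0.50 (SD, n = 4) in control and 2.44 ± 0.051 (SD, n = 4) in βFbln5KO islets, a 49.3-fold difference. It was higher on 4 of 4 βFbln5KO arrays (log2 SE 0.22, adjusted p 7.49e-05 in limma), and with each array left out in turn the log2 fold change stayed between 5.45 and 5.83. Another probe of the gene had a log2 fold change of 5.87, and the last one, dim on every control array, was at least 5.56-fold higher, or 3.44-fold against the highest lowest-detectable level of the 8 arrays (−4.19). The 3 probes lie in spot rows 257, 109 and 4. Slc5a2 (chromosome 7, 128265683 to 128272430) was well above background on 3 control arrays and 0 βFbln5KO arrays and was at least 1.70-fold lower (adjusted p 0.0850 in limma; exact two-sided permutation test, p = 0.057), or 1.11-fold without control replicate 2 and 1.50-fold against −4.19. Its other probe was dim on all 8 arrays. Slc23a2 (chromosome 2, 132052496 to 132145320), by the 1 probe that the reference gives it, had a log2 signal of −0.91 ± 0.16 (SD, n = 4) in control and −0.84 ± 0.12 (SD, n = 4) in βFbln5KO islets. The log2 fold change of 0.069 (SE 0.10) was within the spread between arrays, with an adjusted p of 0.763 in limma. Slc43a1 (chromosome 2, 84838855 to 84863586) had a log2 fold change of −0.38 (SE 0.35, adjusted p 0.602 in limma), also within the spread. Its other probe, well above background on 3 control arrays and 0 βFbln5KO arrays, has no fold, because its control mean of −4.45 is not above the lowest detectable level (adjusted p 0.104 in limma).

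**Figure D4:**
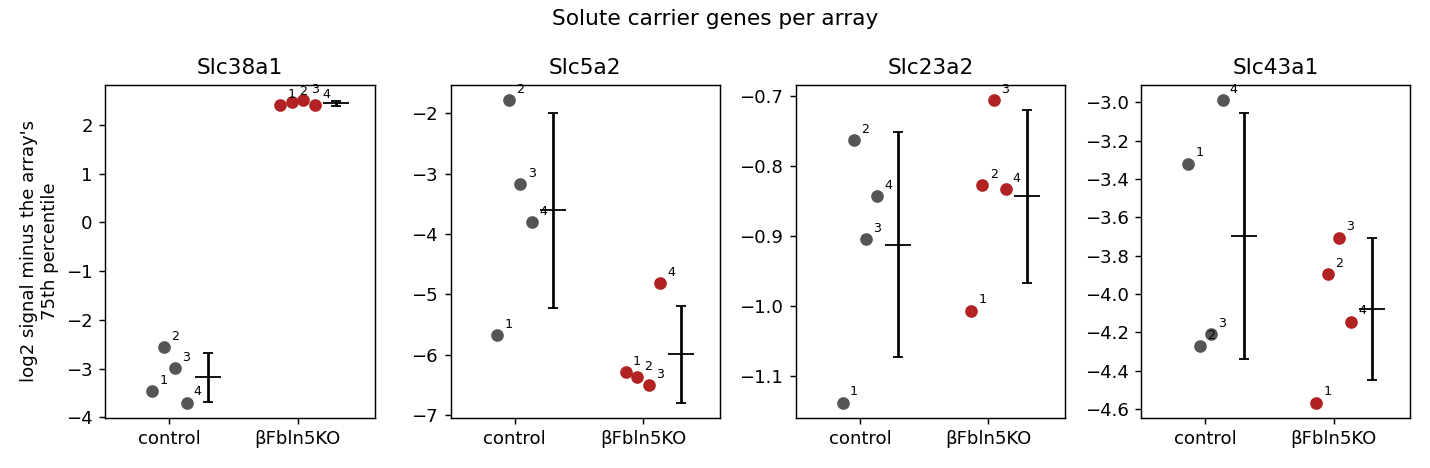
Signal of the brightest probe of Slc38a1, Slc5a2, Slc23a2 and Slc43a1 on each array (log2 minus the array's 75th percentile), with bars for mean ± SD (n = 4). For Slc38a1 the groups lie 5.62 apart, and for Slc5a2, Slc23a2 and Slc43a1 they overlap.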

Members of the solute-carrier protein family reportedly play various roles in β-cell function or dysfunction during the development of diabetes.^38^^,^^39^^,^^40^^,^^41^^,^^42^ We also identified 6 genes encoding olfactory receptors among the 20 genes with the most upregulated expression in β*Fbln5*KO islets. Recently, the expression of olfactory receptors in pancreatic β-cells and their roles in the promotion of glucose-induced insulin secretion have been reported.^43^ Hence, these molecules are possibly associated with β-cell proliferation via Fbln5.

A functional GO analysis of the downregulated genes in β*Fbln5*KO islets suggested the association of Fbln5 with cell proliferation, such as epithelial cell development and the regulation of PLK1 activity at the G2/M transition. Indeed, incubation with a PLK1 inhibitor decreased β-cell proliferation induced by β-cell-secreted Fbln5. PLK1 is reportedly necessary for adaptive β-cell proliferation through the FoxM1/PLK1/CENP-A pathway in mitotic cell cycle progression.^27^ We observed a decrease in the nuclear localization of FoxM1 in *Fbln5*-deficient β-cells compared with that in control cells and an attenuated intensity of phosphorylated ERK in β*Fbln5*KO islets. Furthermore, treatment with a FoxM1 inhibitor attenuated β-cell proliferation induced by secreted Fbln5. Previous studies have shown that ERK is activated by Fbln5^21^^,^^44^; additionally, the inhibition of ERK phosphorylation by Fbln5 has also been demonstrated.^18^^,^^45^ Thus, our data suggest that Fbln5 may activate ERK to enhance FoxM1-mediated proliferative signaling in β-cells *in vivo.* Taken together, these findings indicate that β-cell-derived Fbln5 likely plays a pivotal role in β-cell proliferation through multiple pathways, including cell attachment and/or regulation of the cell cycle.

In summary, we documented the expression and induction of Fbln5 in β-cells in response to glucose and its important role in appropriate β-cell proliferation in cooperation with the extracellular surroundings *in vivo* (Figure 11). Since Fbln5 is a promising mediator of glucose signaling, the regulation of Fbln5 might be a novel approach for protecting β-cell functions.

**Figure 11:**
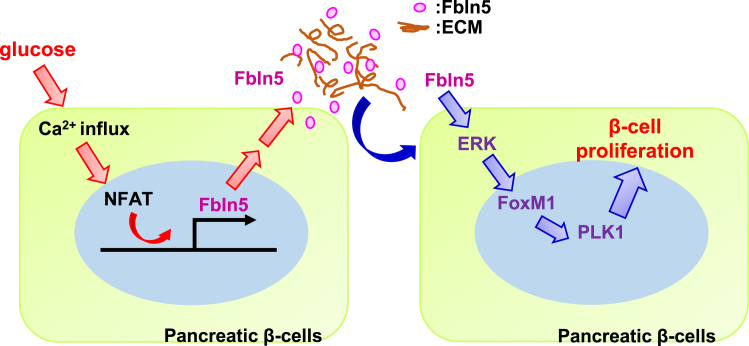
Schematic representation of the role of Fbln5 in the regulation of β-cell proliferation Fbln5 is secreted from β-cells in response to glucose and plays important roles in the appropriate maintenance of β-cell proliferation through an interaction with the extracellular matrix.

### Limitations of the study

The current study has several limitations. Although we evaluated the effects of β-cell-specific *Fbln5* deletion on mice fed normal chow and a high-fat diet for 12 weeks, the use of longer periods of high-fat diet feeding or other diabetic or obese models may be appropriate for assessing the function of β-cell-derived Fbln5. We previously reported that Fbln5 expression in islets was downregulated in an age-dependent manner.^5^ Since we performed all experiments with male mice, the influence of sex is not confirmed. Studies comparing the effects of Fbln5 at different ages are warranted. Although we performed *in vitro* islet experiments, one must also consider the potential of the intraislet ECM or nonβ islet cells to impact β-cell functionality. Because some humoral factors exert dose-dependent effects, experiments with multiple degrees of adenoviral overexpression would be informative. A comprehensive analysis using diabetic and nondiabetic human islets, including studies of the β-cell proliferative pathway coupled with adenoviral Fbln5 overexpression, might reveal the molecular mechanisms underlying Fbln5-mediated human β-cell proliferation.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Jun Shirakawa MD, PhD ().

### Material availability

This study did not generate new unique reagents.

### Data and code availability

• Microarray data for β*Fbln5*KO islets have been deposited in GEO. The accession number is listed in the key resources table. All data reported in this article will be shared by the lead contact upon request.
• All codes used for analyzing the single-cell RNA-seq data are reposited at GitHub (https://github.com/ShirakawaLab/Fbln5_2025).
• Any additional *information* required to reanalyze the data reported in this article is available from the lead contact upon request.

## Acknowledgments

We thank Mitsuyo Kaji and Eri Sakamoto (Yokohama City University) for their technical assistance and Fuyumi Murai (Gunma University) and Misa Katayama (Yokohama City University) for their secretarial assistance. J.S. acknowledges support from the JST FOREST Program, 10.13039/501100001700MEXT of Japan (a Grant-in-Aid for Scientific Research (B) 23H03324), the 10.13039/501100004014Japan IDDM network, the 10.13039/100007449Takeda Science Foundation, the 10.13039/100016289Taiju Life Social Welfare Foundation, the 10.13039/501100012627Japan Diabetes Foundation supported by Nippon Boehringer Ingelheim Co.,Ltd., the 10.13039/100008732Uehara Memorial Foundation, the 10.13039/100007428Naito Foundation, the 10.13039/100007434Suzuken Memorial Foundation, the 10.13039/501100008644Japan Diabetes Society Carrier Development Award supported by 10.13039/100015990Sanofi, the Daiichi Sankyo Foundation of Life Science, 10.13039/100012260Calgary Foundation for Innovative Drug Discovery Science, and 10.13039/501100007664Manpei Suzuki Diabetes Foundation. This work was also supported by a Grant-in-Aid for Scientific Research (C) 22K08629 from 10.13039/501100001700MEXT of Japan and the Foundation for Applied Enzymology (FFDR) (to T.O).

## Author contributions

J.S. designed the study. T.O. and J.S. performed the experiments, analyzed the data, and wrote and edited the article. H.Y provided the Fbln5-floxed mice and contributed to the discussion. T.K. and A.M.J.S. contributed to providing human islets. T.T., R.I., S.F., M.K., A.M., D.M., K.N., Y.Ta., Y.To., and Y.Te. assisted with the experiments and contributed to the discussion. All the authors approved the final version of the article. J.S. is the guarantor of this work and, as such, has full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis.

## Declaration of interests

The authors have no competing financial interests to declare.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Alpha tubulin antibody [DM1A]	Abcam	Cat# ab7291; RRID: AB_2241126
Insulin (H-86) antibody	Santa Cruz Biotechnology	Cat# sc-9168; RRID: AB_2126540
Anti-insulin antibody [EPR17359]]	Abcam	Cat# ab181547; RRID:AB_2716761
Anti-glucagon antibody	Abcam	Cat# ab10988; RRID:AB_297642
rabbit polyclonal anti-fibulin-5 (BSYN 1923	Laboratory of H. Yanagisawa (Yanagisawa et al., 2002)^13^	N/A
Fibulin 5 Polyclonal antibody	Proteintech	Cat#12188-1-AP; RRID: AB_2105939
p44/42 MAPK (Erk1/2) Antibody	Cell Signaling Technology	Cat# 9102; RRID:AB_330744
phospho p44/42 MAPK (Erk1/2) Antibody	Cell Signaling Technology	Cat# 4370; RRID:AB_2315112
FOXM1 (C-20) antibody	Santa Cruz Biotechnology	Cat# sc-502; RRID:AB_631523
anti-bromodeoxyuridine, anti-BrdU antibody	Dako	Cat# M0744; RRID: AB_10013660
Purified Mouse Anti-Ki-67	BD Bioscience	Cat# 556003; RRID: AB_396287
Anti-phospho-Histone H3 (Ser10)	Millipore	Cat# 06-570; RRID:AB_310177
pFAK	Cell Signaling Technology	Cat# 3283; RRID: AB_2173659
FAK	Santa Cruz	Cat# sc-271126; RRID: AB_10614323
ILK	Cell Signaling Technology	Cat# 3856; RRID: AB_ 2233861
GAPDH	ell Signaling Technology	Cat# 5174; RRID: AB_ 10622025
Purified anti-mouse/rat CD29	BioLegend	Cat# 102201; RRID:AB_312879
Laminin β-1 (LT3)	Santa Cruz	Cat# sc-33709; RRID: AB_627868
CD31	BioLegend	Cat# 102501; RRID: AB_ 312908
Donkey Anti-Goat IgG H&L (Alexa Fluor 488)	Abcam	Cat# ab150129; RRID: AB_2687506
Rat Anti-Histone H3, phospho (Ser28) Monoclonal Antibody, Alexa Fluor 647 Conjugated	BD Bioscience	Cat# 558217; RRID: AB_397065
Donkey anti-Goat IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	Invitrogen	Cat# A-21447; RRID: AB_141844
Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Invitrogen	Cat# A-21206; RRID: AB_141708
Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 555	Invitrogen	Cat# A-31572; RRID: AB_162543
mouse anti-Armenian Hamster IgG-FITC	Santa Cruz	Cat# sc-2792; RRID: AB_628483

**Bacterial and virus strains**		

Ad-Fbln5	Laboratory of Y. Terauchi (Okuyama et al., 2017)^5^	N/A

**Biological samples**		

Human islets, see Table S1		

**Chemicals, peptides, and recombinant proteins**		

RPMI 1640(No Glucose) with L-Gln, liquid	Nacalai tesque, Kyoto, Japan	Cat# 09892-15
D-PBS(-) without Ca and Mg, liquid	Nacalai tesque, Kyoto, Japan	Cat# 14249-95
Agilent Seahorse XF RPMI Medium (without Phenol Red)	Agilent Technologies	Cat# 103336-100
Final Wash/Culture Medium	Mediatech	Cat# 99-785-CV
45(w/v)%-D-(+)-Glucose Solution	Nacalai tesque, Kyoto, Japan	Cat# G8769
Opti-MEM	Thermo Fisher Scientific	Cat# 31985062
100mM-Sodium Pyruvate Solution(100x)	Nacalai tesque, Kyoto, Japan	Cat# 06977-34
Penicillin-Streptomycin Mixed Solution	Nacalai tesque, Kyoto, Japan	Cat# 26253-84
200mmol/l L-Alanyl-L-glutamine Solution(100x)	Nacalai tesque, Kyoto, Japan	Cat# 04260-64
1mol/L-HEPES Buffer Solution	Nacalai tesque, Kyoto, Japan	Cat# 17557-94
2-Mercaptoethanol	Nacalai tesque, Kyoto, Japan	Cat# 21417-52
Poly-L-lysine solution	Sigma-Aldrich	Cat# 21417-52
Protease Inhibitor Cocktail (EDTA free) (100x)	Nacalai tesque, Kyoto, Japan	Cat# 03969-21
Phosphatase Inhibitor Cocktail (EDTA free) (100x)	Nacalai tesque, Kyoto, Japan	Cat# 07575-51
Insulin solution human	Sigma-Aldrich	Cat# I9278
Protein Assay BCA Kit	Nacalai tesque, Kyoto, Japan	Cat# 06385-00
SYBR Green Supermix	Bio-Rad	Cat# 1725274
Liraglutide	Novo Nordisk	N/A
forskolin	Tokyo Chemical Industry	Cat# F0855
H-89	MedChemExpress	Cat# HY-15979
ESI-09	MedChemExpress	Cat# HY-16704
RNeasy Mini Kit	QIAGEN	Cat# 74106
High-Capacity cDNA Reverse Transcription Kit	Thermo Fisher Scientific	Cat# 4368813
DAPI solution	Wako Pure Chemical Industries	Cat# 340-07971
Fluoro-KEEPER Antifade Reagent, Non-Hardening Type	Nacalai tesque, Kyoto, Japan	Cat# 12593-64
BI-2536	Santa Cruz Biotechnology	Cat# sc-364431
thiostrepton	MedChemExpress	Cat# HY-B0990

**Critical commercial assays**		

Glutest Neo Super	Sanwa Chemical Co. Kanagawa, Japan	N/A
Mouse/Rat Insulin ELISA kit	Morinaga	Cat# M1108
VECTASTAIN Elite ABC HRP Kit	Vector Laboratories	Cat# PK-6101
DAB Peroxidase (HRP) Substrate Kit	Vector Laboratories	Cat# SK-4100
Click-iT Plus EdU Alexa Fluor 488 Imaging Kit	Thermo Fisher Scientific	Cat# C10637
CellTiter 96® Non-Radioactive Cell Proliferation Assay (MTT)	Promega	Cat# G4001
Seahorse XFe96 Flux Pak	Agilent Technologies	Cat# 102416-100

**Deposited data**		

Gene expression profiling in islets from βFbln5KO mice by array	This paper	GEO: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143633
Single-cell RNA-seq data	Fu et al.^22^	GEO: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203376
Single-cell RNA-seq data	Oppenländer et al.^23^	GEO: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174194

**Experimental models: Cell lines**		

INS-1 832/13 β-cells	Laboratory of Christopher Newgard (Hohmeier et al., 2000)^46^	N/A

**Experimental models: Organisms/strains**		

*Fbln5*KO mice	Laboratory of H. Yanagisawa (Yanagisawa et al., 2002)^13^	N/A
β*Fbln5*KO mice	This paper	N/A
*Fbln5* floxed mice	Laboratory of H. Yanagisawa (Yanagisawa et al., 2016)^47^	N/A

**Oligonucleotides**		

Primers for qPCR, see Table S1		

**Software and algorithms**		

Prism 8 software (GraphPad Software)	Graph Pad Software	https://www.graphpad.com/scientific-software/prism/
ImageJ software	NIH	https://imagej.net.
Seurat (version 4.3.0)	Stuart, T. et al.	https://satijalab.org/seurat/
R (version 4.2.2)	R CRAN	https://cran.r-project.org/
Codes for single-cell RNA-seq analysis	This paper	https://github.com/ShirakawaLab/Fbln5_2025
Metascape	Zhou, Y. et al.	https://metascape.org/gp/index.html#/main/step1

### Experimental model and study participant details

#### Mice

We generated β*Fbln5*KO mice by crossing *Fbln5*-floxed mice with *Ins1*-Cre mice. The *Fbln5*-floxed mouse carrying Fbln5, in which exons 1a and 1b are flanked by two loxP sites, has been described previously.^47^ The *Ins1*-Cre mouse, which expresses Cre recombinase driven by the mouse insulin 1 promoter (BAC Ins1-cre25), was obtained from Dr. Ken-ichi Yagami, University of Tsukuba, Japan.^48^ The genomic recombination map is shown in Figure 1A. We backcrossed *Fbln5* knockout mice (*Fbln5*KO)^13^ with C57BL/6J mice more than 10 times. All the experiments were conducted on male littermates. This study was conducted with the approval of the Animal Care Committee of Yokohama City University (permit no. F-A-22–016). All the animal procedures were performed in accordance with the institutional animal care guidelines and the guidelines of the Animal Care Committee of Yokohama City University. The animal housing rooms were maintained at a constant temperature (25°C) under a 12-hour light (7:00)/dark (19:00) cycle.

#### Human islet study

Human islets were obtained from the Clinical Islet Laboratory and the Clinical Islet Transplant Program of the University of Alberta, Canada. The details of the human islets are described in Table S2. We used human islets from 3 non-diabetic donors, individually. The study and its protocol were approved by the Yokohama City University Ethics Board (B171100025) and Gunma University (HS2020-193). The islets were cultured overnight in Miami Media #1A (Cellgro). For glucose stimulation, islets were cultured in final wash/culture medium (Cellgro).

### Method details

#### Drugs

The glucokinase activator (GKA) CpdA [2-amino-5-(4-methyl-4H-(1,2,4)-triazole-3-yl-sulfanyl) N-(4-methyl-thiazole-2-yl) benzamide]^49^ was purchased from Calbiochem (San Diego, CA, USA). Liraglutide was obtained from Novo Nordisk (Bagsvaerd, Denmark). Forskolin, an adenylate cyclase activator, was purchased from Tokyo Chemical Industry (Tokyo, Japan). The PKA inhibitor H-89 and the Epac2 inhibitor ESI-09 were purchased from MedChemExpress (New Jersey, USA) and Cayman Chemical (Michigan, USA), respectively. The PLK1 inhibitor BI-2526 and FoxM1 inhibitor thiostrepton were purchased from MedChemExpress.

#### Real-time PCR

Total RNA was isolated from pancreatic islets and the hypothalamus using an RNase-free DNase and RNeasy Kit (Qiagen, Valencia, CA). cDNA was prepared using high-capacity cDNA reverse-transcription kits (Applied Biosystems). Quantitative PCR was performed using TaqMan Gene Expression Assays (7900 Real-Time PCR System; Applied Biosystems) with THUNDERBIRD SYBR qPCR Mix (TOYOBO). The sequences of primers used were as follows: F, TCGCTATGGTTACTGCCAGCA and R, TTGGCAAGACCTTCCATCGTC for *Fbln5*; F, GGCTGTATTCCCCTCCATCG and R, CCAGTTGGTAACAATGCCATGT for *β-actin*; F, TAAGCCCTGAGCCAATCCATC and R, CATTCCCGGTAAATCCACAAGT for *Drp1*; F, GAGGCAAAGGATGATTCGGCTC and R, CGAATCCTATCATCTTTAGCAAGC for *Tfam*; and F, TGGAAAATGGTTCGAGAGTCAG and R, CATTCCGTCTCTAGGTTAAAGCG for *Opa1*. The details of those primers are shown in Table S1.

#### Immunoblotting and digital capillary western blotting

For immunoblotting, isolated mouse islets or INS-1 cells were lysed in ice-cold RIPA buffer supplemented with protease and phosphatase inhibitor cocktails. The culture media were concentrated by centrifugation using Amicon Ultra2 cartridges. The islets, INS-1 cells, or culture media were subjected to immunoblotting. The primary antibodies used were anti-phospho-extracellular signal-regulated kinase (ERK) 1/2 (Thr202/Tyr204) (#4370, Cell Signaling Technology), anti-ERK1/2 (#4695, Cell Signaling Technology), V5 tag monoclonal (#R96025, Invitrogen) and α-tubulin antibodies (#ab7291, Abcam). Automated quantitative western blotting was performed by Abby (ProteinSimple, San Jose, CA) according to the manufacturer’s instructions. The following primary antibodies were used for the Abby analysis: anti-fibulin 5 polyclonal antibody (#12188-1-AP, Proteintech) and α-tubulin antibody (#ab7291, Abcam).

#### Histological analysis

Stained pancreatic islet sections from postnatal Day 6 and 11-week-old mice were analyzed after fixation and paraffin embedding. Islets isolated from mice and human islets were used after being embedded in agarose for immunostaining. The sections were immunostained with antibodies directed against insulin (#sc-377071, Santa Cruz Biotechnology; #ab181547 and #ab7842, Abcam), glucagon (#ab10988, Abcam), BrdU (#M0744, Dako, Tokyo, Japan), FoxM1 (#ab175798, Abcam), phospho-ERK1/2 (Thr202/Tyr204) (#4370, Cell Signaling Technology), ERK1/2 (#9102, Cell Signaling Technology), Ki67 (#556003, BD Biosciences), phospho-Histone H3 (#06-570, Millipore), rabbit polyclonal anti-fibulin-5 (BSYN 1923), CD31(#102501, BioLegend), integrin β1 (#102201, BioLegend), or Laminin β1 (#sc-33709, Santa-Cruz Biotechnology). The mice were administered an intraperitoneal injection of bromodeoxyuridine (BrdU) (100 mg/kg; Nacalai Tesque, Inc., Kyoto, Japan) 6 hours before they were sacrificed. More than 5 pancreatic tissue sections from each animal were examined to assess the β-cell proliferative activity (more than 30 islets and more than 1000 β-cells per mouse). The Fbln5 signal was enhanced by tyramide signal amplification using a TSA Fluorescein System (Perkin Elmer, NEL741001KT). Alexa Fluor 488-, 555-, and 647-conjugated secondary antibodies (Invitrogen, CA, USA, and Jackson ImmunoResearch, Pennsylvania, USA) were used for the fluorescence microscopy. All the images were acquired using a BZ-9000 microscope (Keyence, Osaka, Japan) or FluoView FV1000-D confocal laser scanning microscope (Olympus, Tokyo, Japan). In the BrdU staining experiment, approximately 50 islets per mouse were analyzed to assess the proportion of nuclei showing positive immunostaining for BrdU among the insulin-positive cells in each mouse.

#### Oral glucose tolerance test

Before the oral glucose tolerance test (OGTT), all the mice were not allowed access to food for 16–18 hours. The mice were subsequently orally loaded with glucose at 1.5 mg/g body weight. The blood glucose levels and the serum insulin levels were determined using Glutest Neo Super (Sanwa Chemical Co. Kanagawa, Japan) and an insulin ELISA kit (Morinaga Institute of Biological Science, Yokohama, Japan), respectively.

#### Glucose-stimulated insulin secretion from isolated islets

Islets were isolated from the mice via a collagenase injection into the common bile duct, as described in a previous report.^50^ Ten islets were isolated from each β*Fbln5*KO and control mouse and subjected to a preincubation at 37°C in Krebs–Ringer bicarbonate buffer containing 3.9 mM glucose for one hour. Then, the islets were stimulated with 10 mM or 16.7 mM glucose, and the secreted insulin levels were measured at 0, 5, 15, 30, and 60 min. In addition, insulin secretion from the islets was assessed in the presence of 3.9 mM or 11.1 mM glucose with or without 100 nM liraglutide. The islets were treated with acidified ethanol to measure their insulin contents. The insulin concentration was measured using an insulin ELISA kit (Morinaga Institute of Biological Science, Yokohama, Japan).

#### Islet respirometry

Islets from 11-week-old β*Fbln5*KO or control mice were incubated overnight with 5.6 mM glucose and then seeded onto an XF96 spheroid plate (20 islets/well) containing warm assay medium (Seahorse XF base medium supplemented with 5.6 mM glucose and 0.1% FBS). Mitochondrial respiration was measured using a Seahorse XF96 extracellular flux analyzer (Agilent Technologies, Santa Clara, CA). The basal respiration of the islets was measured in medium containing 5.6 mM glucose, and the maximal respiration was subsequently measured in medium containing 11.1 mM glucose, 4 μM oligomycin and 1 μM FCCP. The OCRs normalized to the baseline values in each group are shown.

#### Cell culture

INS-1 (832/13) cells^46^ were cultured in RPMI 1640 containing 10 mM HEPES, 11.1 mM glucose, 10% FBS, 1 mM sodium pyruvate, 2 mM L-glutamine, 50 μM 2-mercaptoethanol, 100 units/mL penicillin and 100 μg/mL streptomycin. Mycoplasma contamination was not detected by 16s rRNA-based mycoplasma group-specific PCR. The cells were maintained at 37°C in humidified air containing 5% CO_2_.

#### Encapsulation of islets into alginate fibers

Fifty mouse islets from each sample were handpicked in microcentrifuge tubes, centrifuged at 100 × g for 1 min, and washed with 1 mL of PBS. Ten microliters of 16.7 mg/mL sodium alginate (Mochida Pharmaceutical, ALG100), supplemented with or without 4 mg/mL gelatin tips (NIKKE, GCP-300010), was added to the islets. The islet suspension was injected with 100 mM barium chloride, after which the alginate fibers formed immediately.^51^

#### Adenovirus

*Fbln5*-overexpressing recombinant adenovirus (Ad-*Fbln5*)^52^ and GFP-expressing control adenovirus (Ad-GFP) were used for the experiments at a multiplicity of infection of 50 viruses per cell as previously described.^5^

#### Proliferation assay

Islets isolated from β*Fbln5*KO and control mice were incubated with 10 μM 5-ethynyl-2’-deoxyuridine (EdU; Click-iT EdU; Invitrogen Cat. No. C10637) in the presence or absence of 30 μM GKA. After treatment for 24 hours, sections of the islets were prepared after they had been fixed and embedded in 1% agarose. Images were obtained using a FluoView FV1000-D confocal laser scanning microscope, and the percentage of EdU-positive β-cells per total islet β-cell number was calculated. INS-1 cells were cultured with the supernatant from Ad-GFP- or Ad-*Fbln5*-infected INS-1 cells for 72 hours. Then, the cells were incubated for 4 hours with 10 μM EdU after 48 hours of treatment with the supernatant and fixed. EdU incorporation and detection were performed as described in the manufacturer’s protocol. The images were captured using a FluoView FV1000-D confocal laser scanning microscope. We counted the number of EdU-positive proliferating cells after adjusting the gain of fluorescence to eliminate the difference between the number of GFP-positive cells and the number of GFP-negative cells. For the MTT assay, INS-1 cells were plated in 96-well plates at 4x10^4^ cells/well and cultured with the supernatant from Ad-GFP- or Ad-*Fbln5*-infected INS-1 cells for 72 hours, with or without 50 nM BI-2637. The cell number was determined using the CellTiter 96 Non-Radioactive Cell Proliferation Assay (Promega, G4001) according to the manufacturer’s instructions.

#### Analysis of single-cell RNA sequencing data

All the analyses were performed in RStudio with R (version 4.2.2). Cells with more than 200 genes detected were included in subsequent analyses. Seurat^53^ (version 4.3.0) was used to generate a uniform manifold approximation and projection (UMAP) plot and perform the differential expression analysis. The unique molecular identifier (UMI) count matrix was used as the input, and genes expressed in at least 3 cells were retained. The UMI counts were normalized and scaled by the default parameters. The cells were filtered to exclude low-quality cells/doublets (cells with <200 or >5000 genes and a percentage of mitochondria >20% in the GSE203376 dataset,^22^ and cells with <200 or >6000 genes and a percentage of mitochondria >25% in the GSE174194 dataset^23^). The variable genes were used as inputs for principal component analysis (PCA). The Jackstraw procedure was used with 100 replicates to identify significant principal components (PCs) with strong enrichment of differences to separate the cells. Based on the results of the Jackstraw procedure and elbow plots, significant PCs were selected for UMAP and clustered through the FindClusters function. The cluster marker genes were detected using the FindAllMarkers function. A differential expression analysis was performed using the FindMarkers function. The genes with a log2 fold change > 0.1 or < -0.1 and an adjusted p value < 0.05 were defined as differentially expressed genes. Cell types were annotated based on the expression of known cell type-specific markers: α-cells (Gcg), β-cells (Ins1), δ-cells (Sst), PP-cells (Ppy), and endothelial cells (Pecam1). Pathway enrichment analyses were performed using Metascape (https://doi.org/10.1038/s41467-019-09234-6) with the default parameters. The single-cell RNA-seq data analyzed in this study are available from Gene Expression Omnibus (GEO) with the accession numbers GSE203376^22^ and GSE174194.^23^

#### Microarray analysis

Total RNA was extracted from the islets of 11-week-old β*Fbln5*KO and control mice (150 islets per extraction, n = 4) immediately after islet isolation using the RNeasy Mini Kit (Qiagen, Hilden, Germany). The cDNA microarray was analyzed using the SurePrint G3 Mouse GE Microarray 8x60K Ver. 2.0 (G4858A #74809; Agilent Technologies). The slide was scanned on the Agilent DNA Microarray Scanner (G2539A) using a single color scan setting for 8 × 60k array slides. The scanned image was analyzed using Feature Extraction Software 11.0.1.1 (Agilent), and the default parameters were used to obtain background-subtracted images and spatially detrended processed signal intensities. The data were analyzed using GeneSpring 12.1 software (Agilent). Normalization and quality control were performed in a per-chip and per-spot, intensity-dependent manner. The data files were deposited in the NCBI GEO database (GSE143633).

### Quantification and statistical analysis

The statistical analyses were performed using SPSS Statistics 19 (IBM) or Prism 8 (GraphPad Software, San Diego, CA, USA). All the data are presented as the means ± SEMs and were analyzed using Student’s t test or ANOVA. Differences between two groups were analyzed using Student’s t test. For comparisons among more than two groups, one-way ANOVA was used, followed by the Tukey HSD post hoc test. When the data had unequal variances, we used Welch’s one-way ANOVA, followed by the Games–Howell post hoc test. Differences with p values < 0.05 (∗), < 0.01 (∗∗), < 0.001 (∗∗∗) or < 0.0001 (∗∗∗∗) were considered statistically significant. We described the statistical details of experiments in figure legends.

### Additional resources

Human islet study and its protocol were approved by the Yokohama City University Ethics Board (B171100025) (https://www.yokohama-cu.ac.jp/amedrc/ethics/ethical/fuzoku_optout.html) and Gunma University (HS2020-193) (https://ciru.dept.showa.gunma-u.ac.jp/guidance/storage-sample/pdf/2020-174.pdf,:https://ciru.dept.showa.gunma-u.ac.jp/guidance/storae-sample/pdf/2020-193.pdf).

# Supplementary material for: The matricellular protein Fibulin-5 regulates β-cell proliferation in an autocrine/paracrine manner
**Source:** iScience. 2025 Jan 21;28(2):111856. doi: 10.1016/j.isci.2025.111856

## **Supplemental information**

### **The matricellular protein**

### **Fibulin-5 regulates $\beta$ -cell proliferation**

### **in an autocrine/paracrine manner**

**Tomoko Okuyama, Takahiro Tsuno, Ryota Inoue, Setsuko Fukushima, Mayu Kyohara, Anzu Matsumura, Daisuke Miyashita, Kuniyuki Nishiyama, Yusuke Takano, Yu Togashi, Makiko Meguro-Horike, Shin-ichi Horike, Tatsuya Kin, A.M. James Shapiro, Hiromi Yanagisawa, Yasuo Terauchi, and Jun Shirakawa**

# Figure S1

**A**

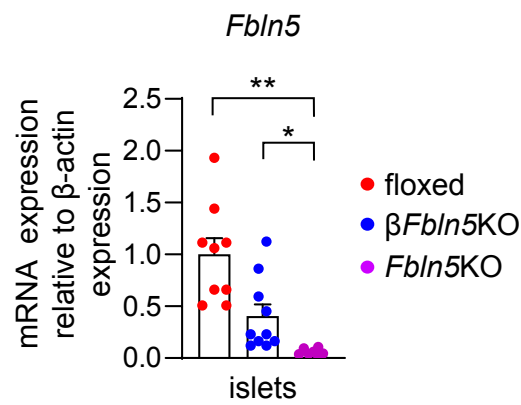

**B**

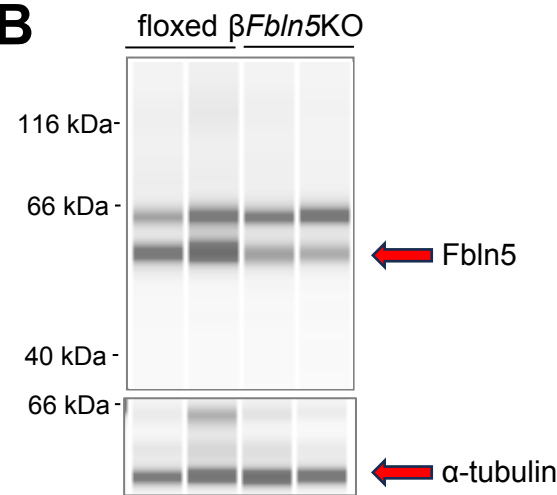

**Figure S1. *Fbln5* mRNA expression in islets isolated from *Fbln5*-floxed,  $\beta Fbln5KO$ , and *Fbln5KO* mice, related to Figure 1.**  
(A) *Fbln5* mRNA expression levels in islets isolated from *Fbln5*-floxed (control),  $\beta Fbln5KO$ , and *Fbln5KO* mice (n = 10 mice in the control group, n = 11 mice in the  $\beta Fbln5KO$  group, and n = 7 mice in the *Fbln5KO* group). The data are presented as the means  $\pm$  SEMs. \* $p$  < 0.05 and \*\* $p$  < 0.01; one-way ANOVA followed by the Tukey HSD post hoc test. (B) Uncropped image of the immunoblot showing Fbln5 levels in islets isolated from 11-week-old  $\beta Fbln5KO$  mice and their control littermates (related to Figure 1E).

# Figure S2

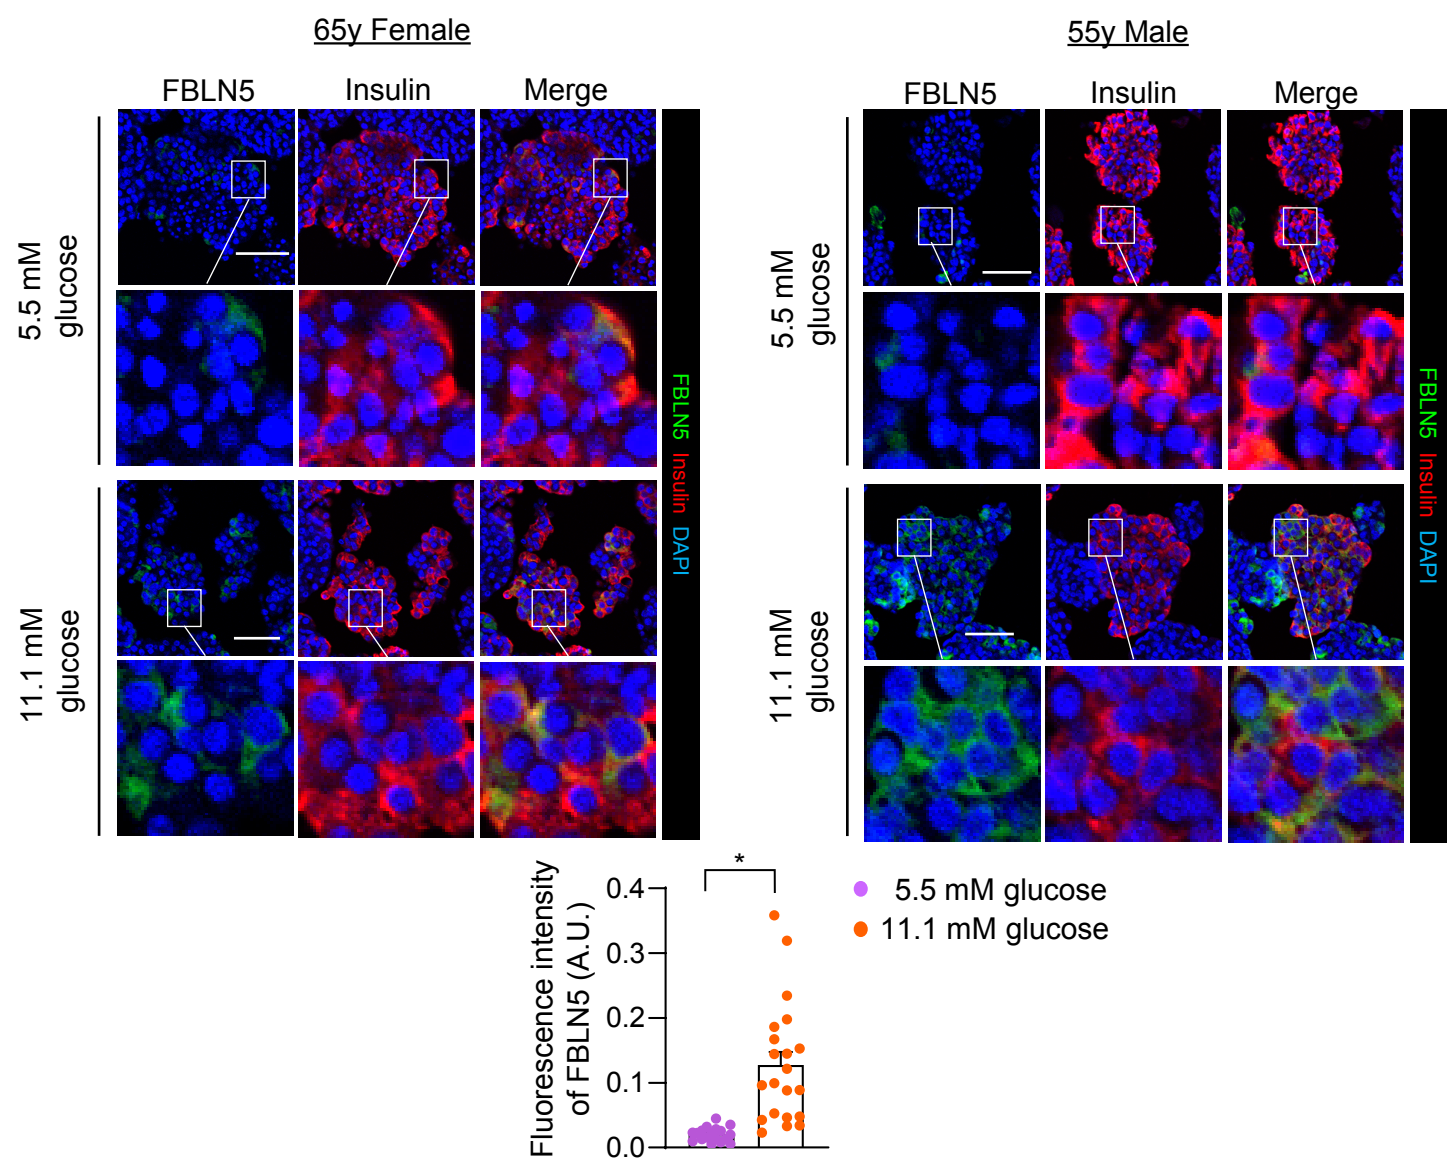

**Figure S2. FBLN5 expression in human islets and Fbln5 localization in islets, related to Figure 2.**

Representative images of human islet sections stained with antibodies against FBLN5 (green) and insulin (red) are shown. Nuclei are stained blue with DAPI. The scale bar represents 50  $\mu$ m. The left panel and the right panel show other donors. Islets were treated for 24 hours with 5.5 mM glucose or 11.1 mM glucose. The fluorescence intensity of FBLN5 was calculated in 5 randomly selected areas per islet, and the normalized intensity of insulin is shown in the graph. The data are presented as the means  $\pm$  SEMs. \* $p < 0.05$ , Student's t test.

# Figure S3

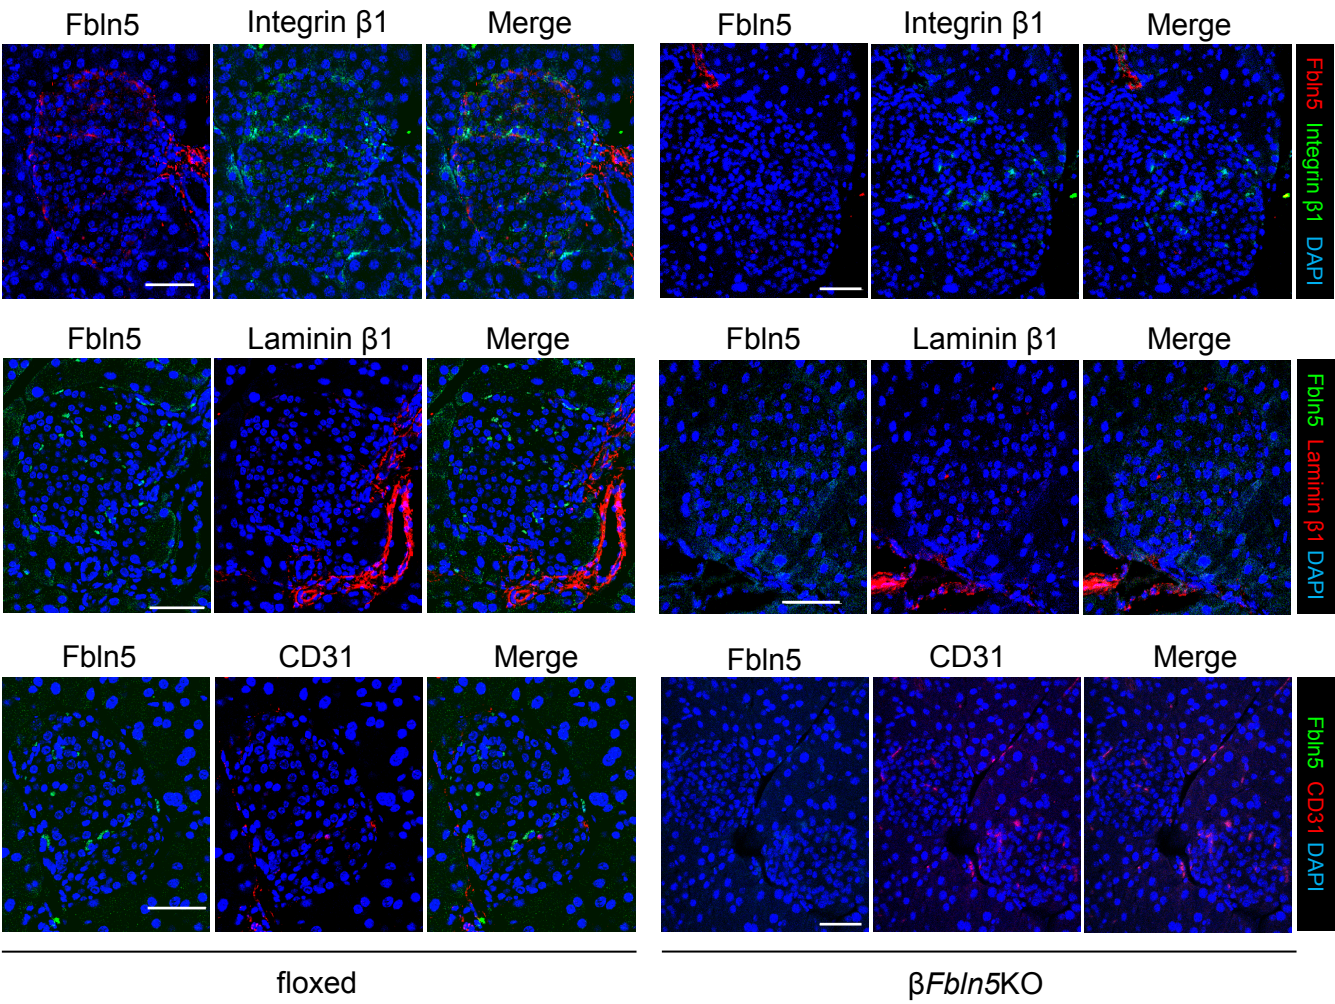

**Figure S3. The expression of Fbln5 and ECM markers in the pancreas and islets in immunostaining, related to Figure 2.**

Representative images of mouse pancreatic sections stained with antibodies against Fbln5 and integrin  $\beta 1$ , Laminin  $\beta 1$ , and CD31. Fbln5 is stained red in the upper panel and green in the middle and lower panels. Integrin  $\beta 1$  is stained green in the upper panel, Laminin  $\beta 1$  is stained red in the middle panel, and CD31 is stained red in the lower panel. The scale bar represents 50  $\mu m$ .

Figure S4

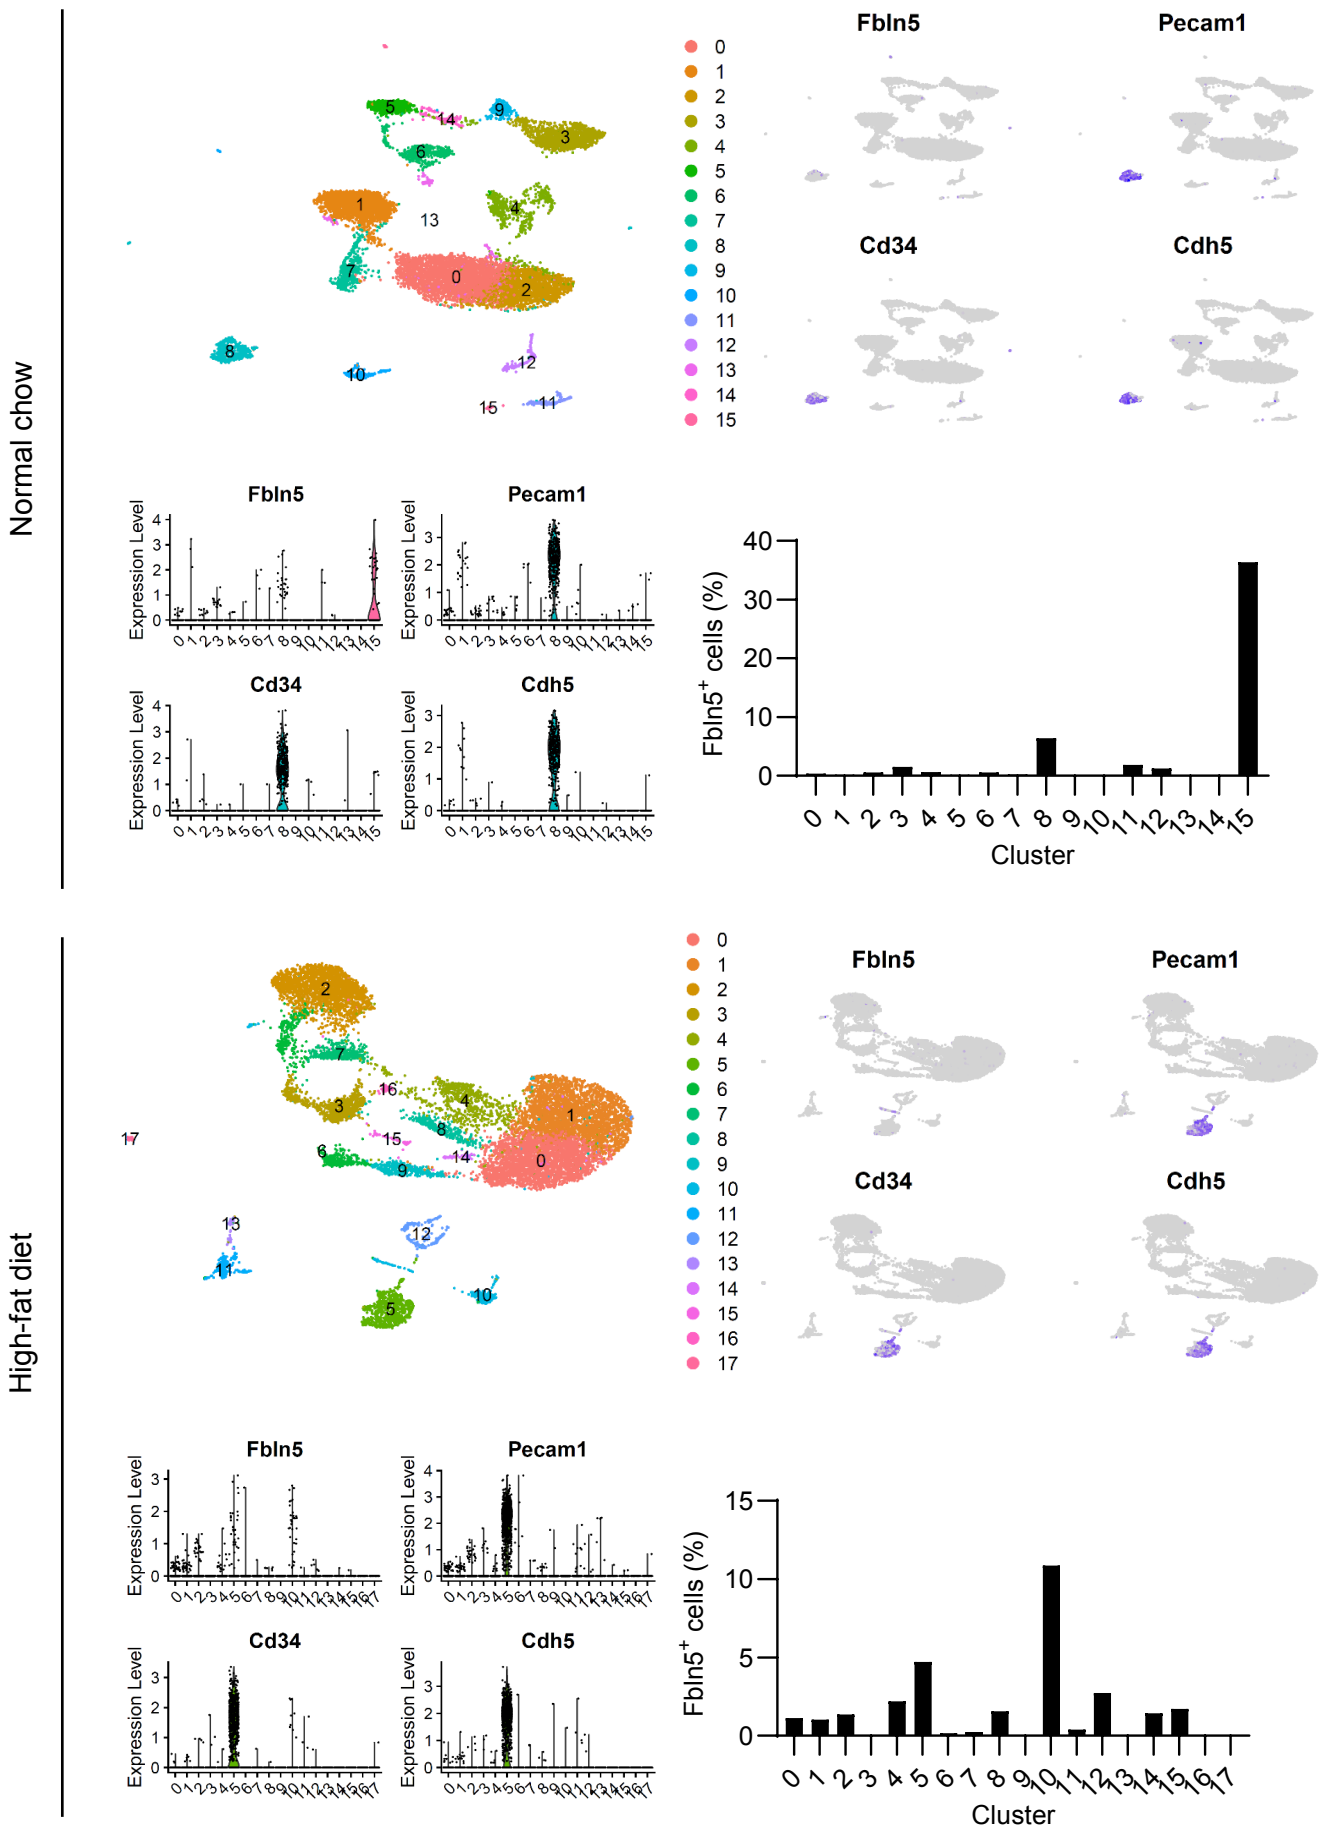

**Figure S4. The expression of Fbln5 and ECM markers in the pancreas and islets in the data sets of single-cell RNA-seq, related to Figure 3.** Feature plot and violin plot of CD31 (pecam1), CD34, cadherin5 (cdh5) and Fbln5 expression in the single-cell RNA sequencing datasets of each cell type in islets from normal chow-fed mice (upper panel) and high-fat diet-fed mice (lower panel).

# Figure S5

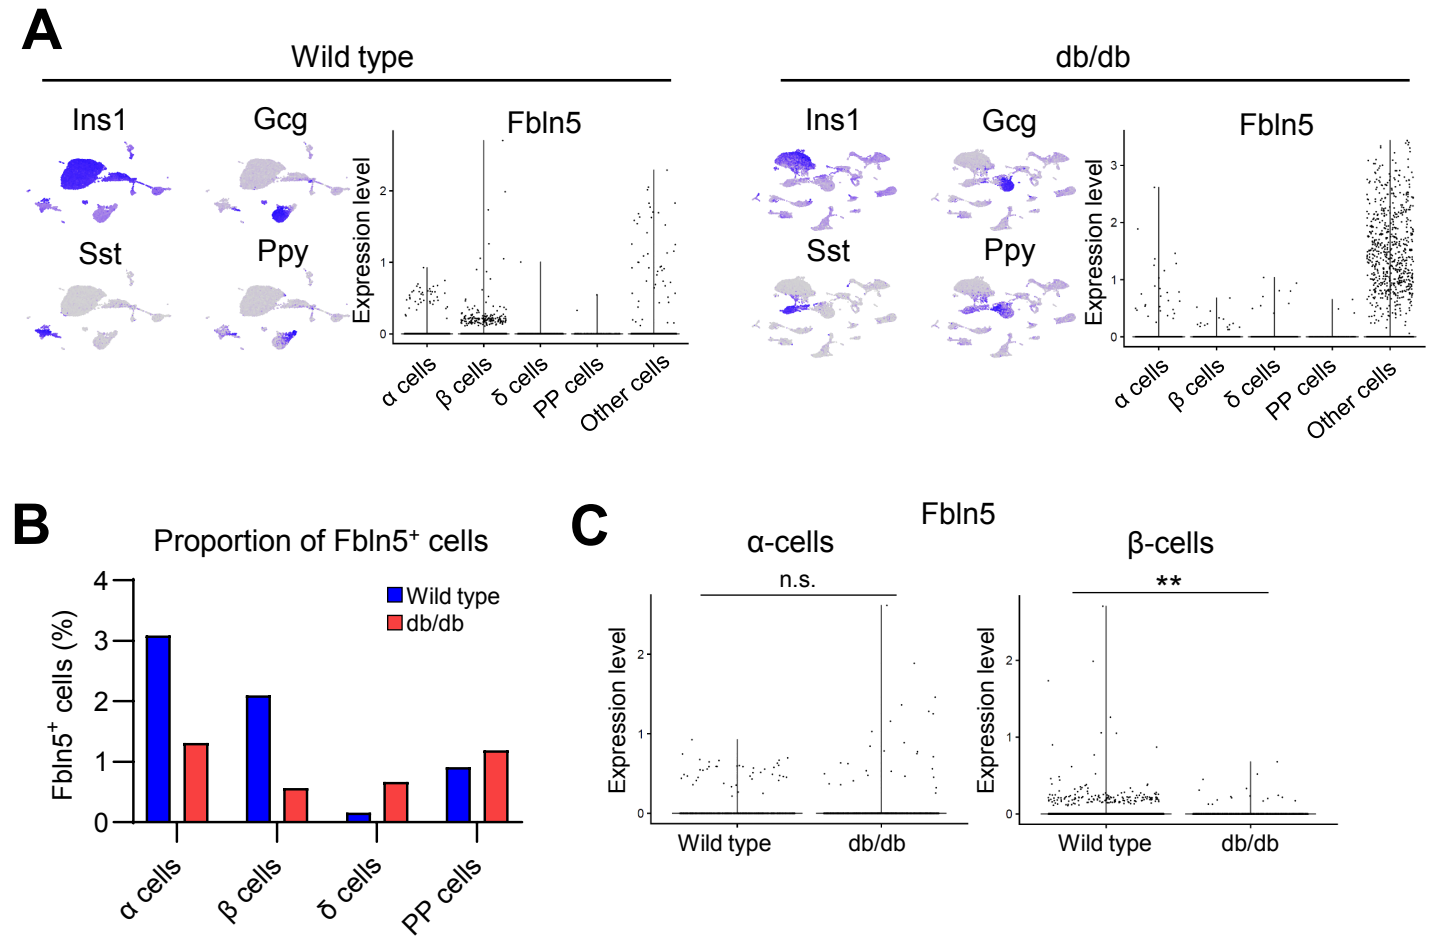

**Figure S5. Fbln5 expression in islets from db/db mice, related to Figure 3.**  
(A) Feature plot and violin plot of Fbln5 and pancreatic endocrine marker data from the single-cell RNA sequencing analysis of islets from db/db mice and wild-type mice. (B) Proportion of Fbln5-positive cells in each pancreatic endocrine cell population. (C) Fbln5 expression levels in  $\alpha$ -cells and  $\beta$ -cells. \*\* $p < 0.01$ , Student's t test.

# Figure S6

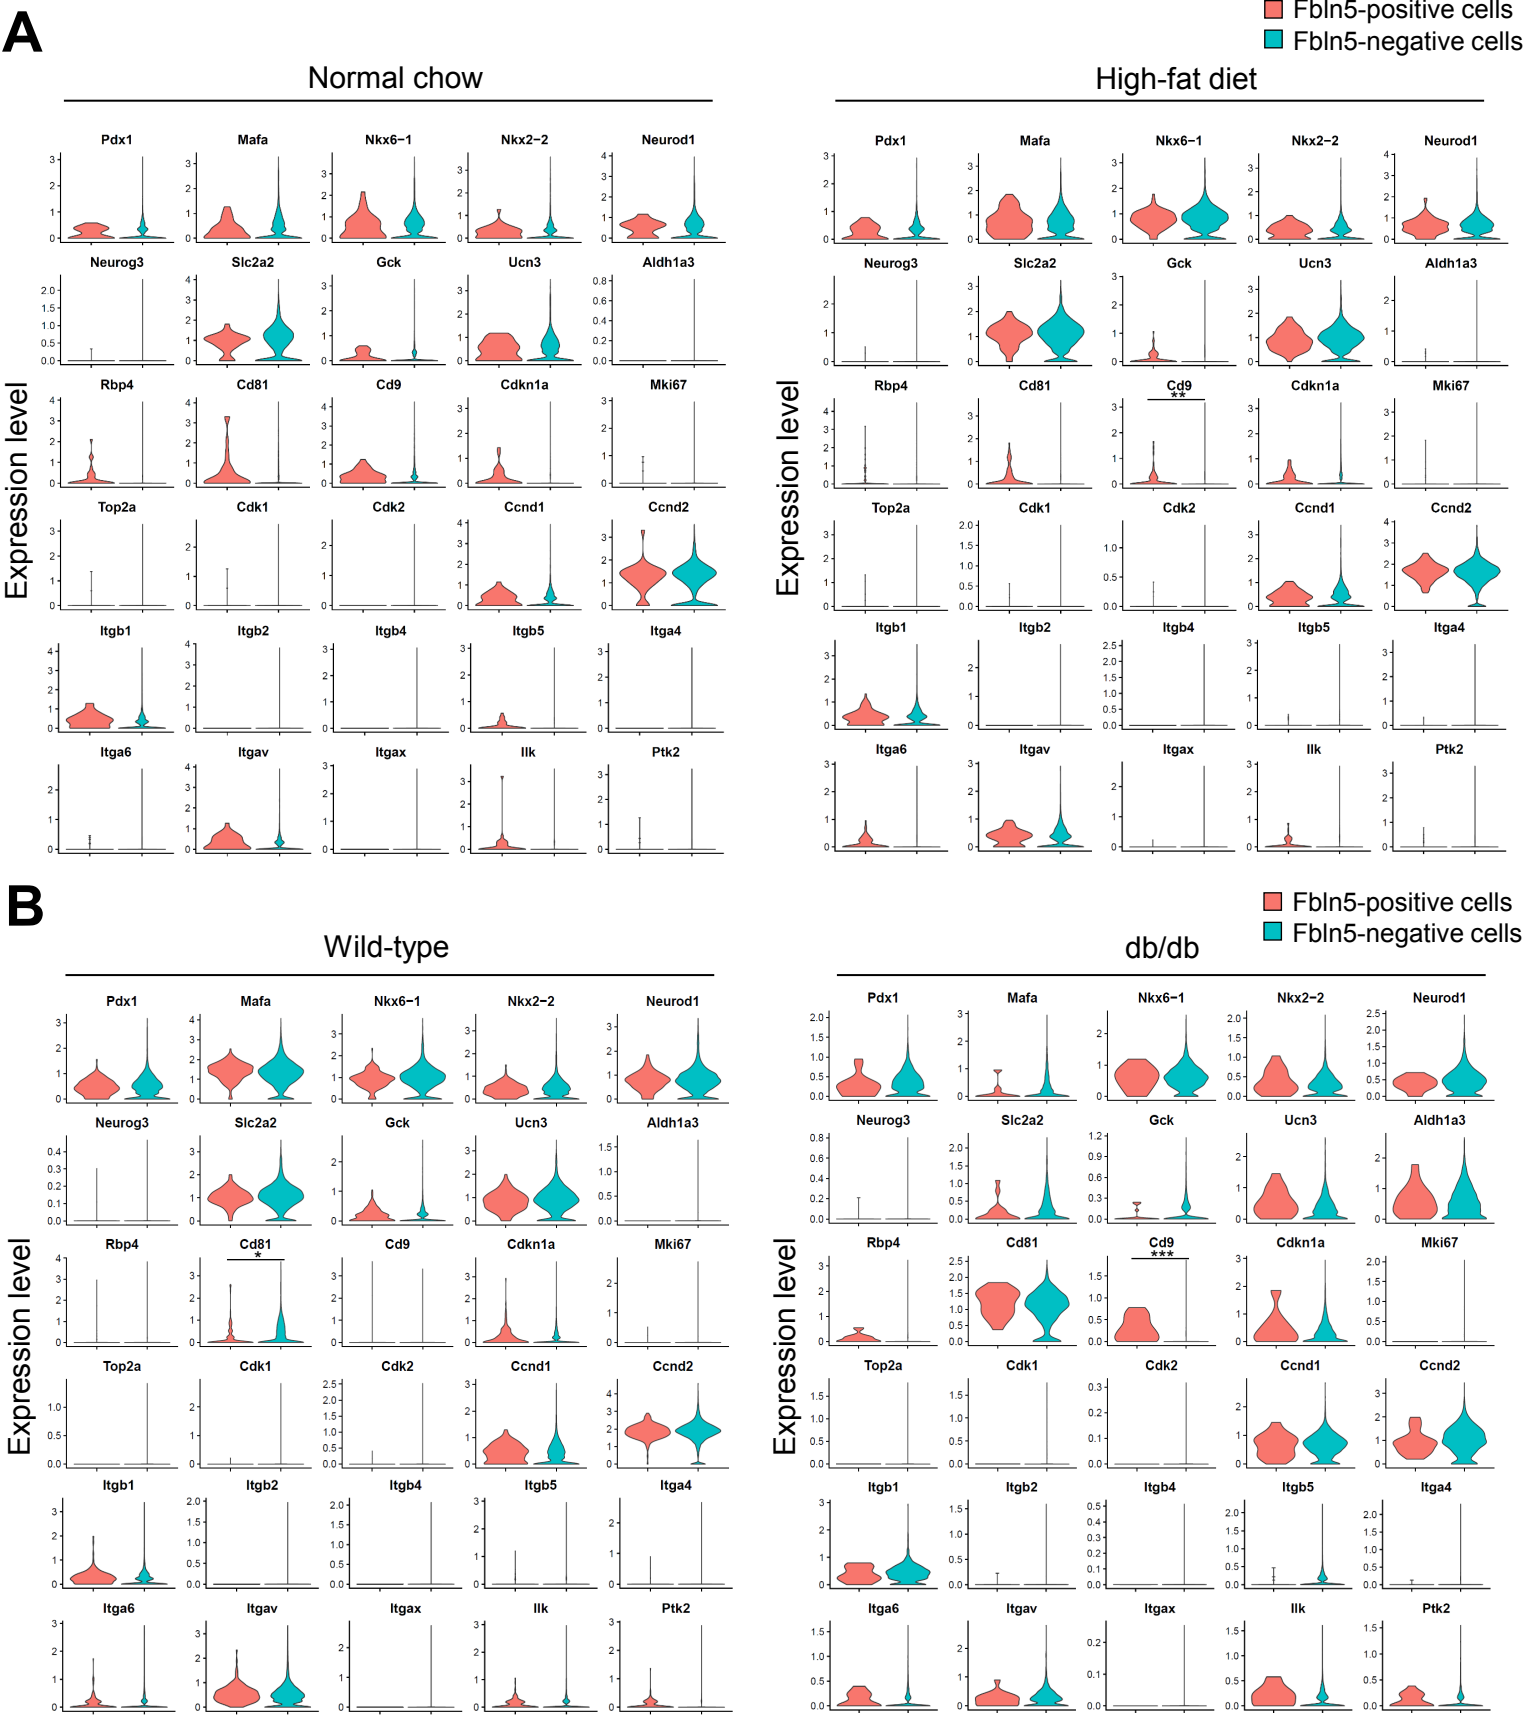

**Figure S6. The expression of endocrine maturation markers and ECM markers in Fbln5-positive and Fbln5-negative cells, related to Figure 3.**

(A) Violin plot of maturation markers and ECM markers between Fbln5-positive and Fbln5-negative cells from the single-cell RNA sequencing datasets of the pancreatic islets from high-fat diet-fed mice and normal chow-fed mice. (B) Violin plot of maturation markers and ECM markers between Fbln5-positive and Fbln5-negative cells from the single-cell RNA sequencing datasets of the pancreatic islets from db/db mice and wild-type mice.

# Figure S7

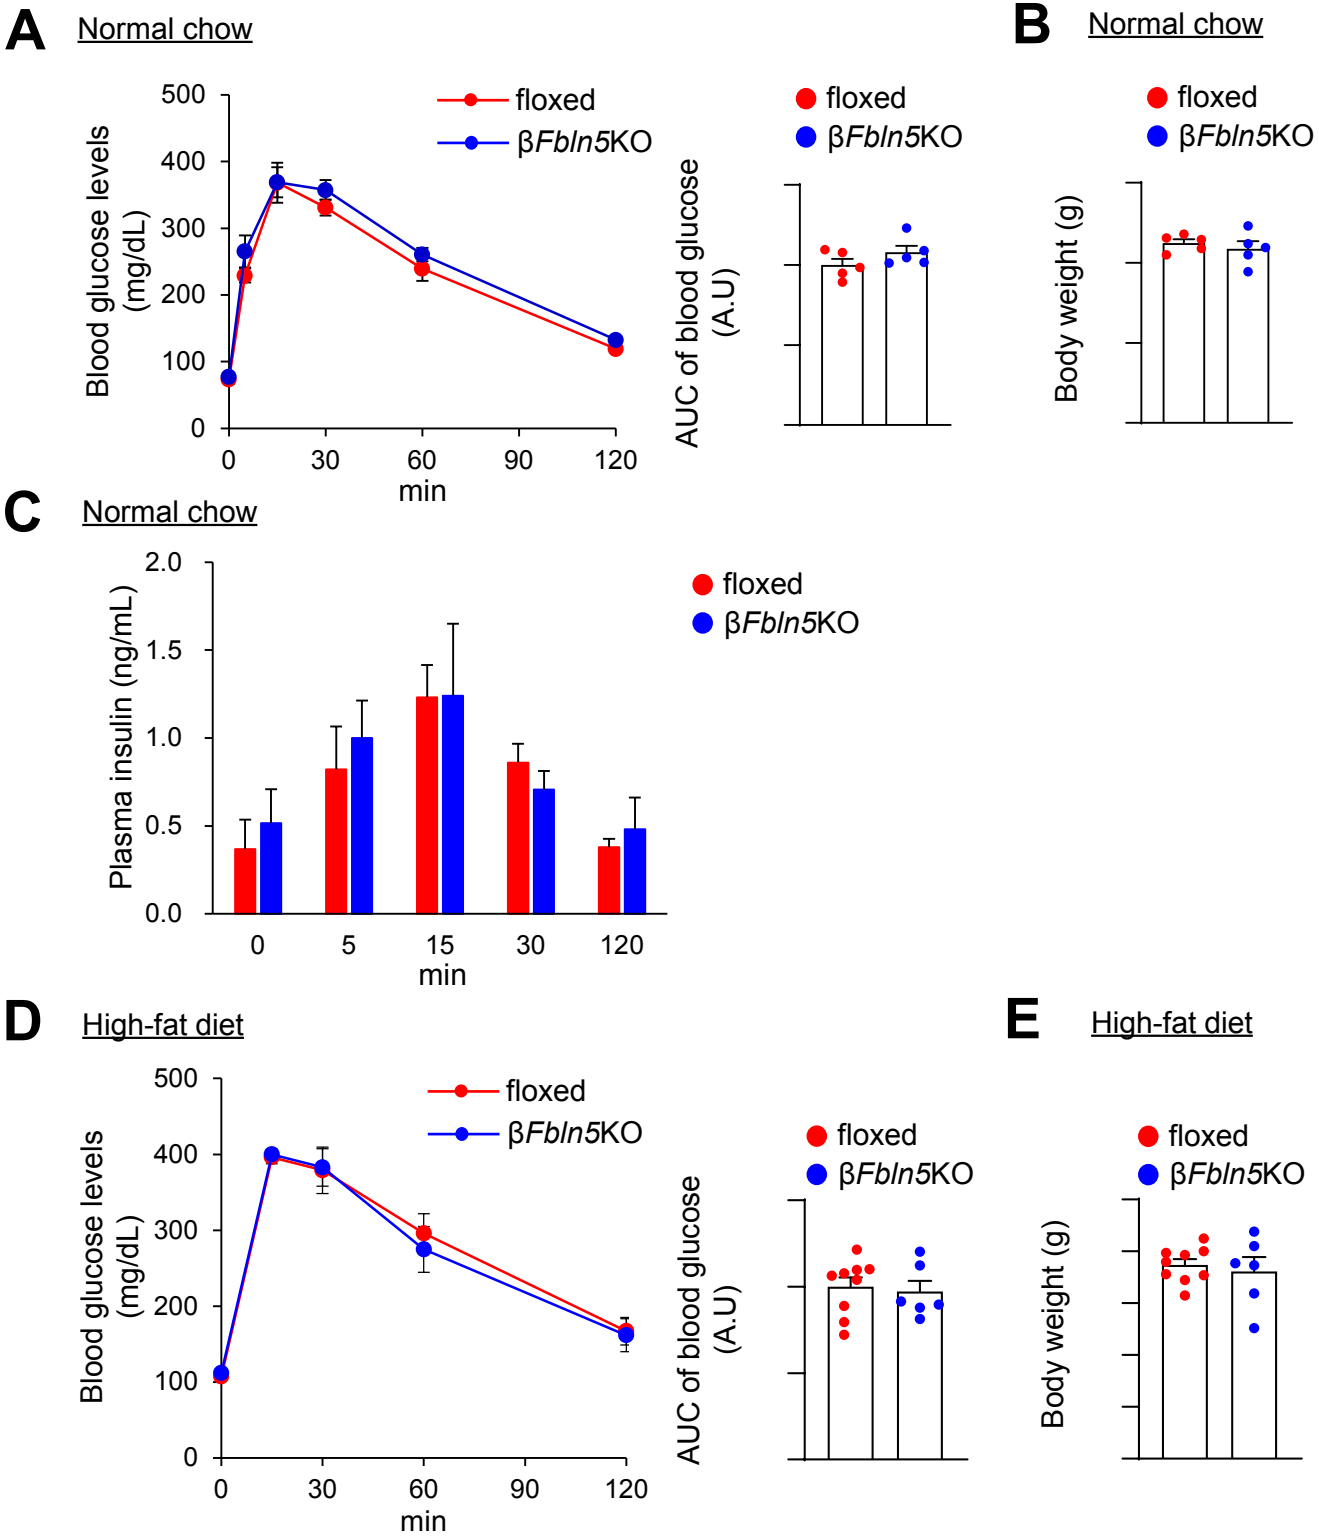

**Figure S7. Compared with control mice, adult  $\beta Fbln5KO$  mice presented comparable first- and second-phase insulin secretion during an OGTT and glucose tolerance to a high-fat diet, related to Figure 4.**

(A) Blood glucose levels during an oral glucose tolerance test (0, 5, 15, 30, 60, and 120 min) performed on 8- to 12-week-old  $\beta Fbln5KO$  mice and control mice ( $n = 5$  mice per group). The AUC of blood glucose is shown in the right graph. The data are presented as the means  $\pm$  SEMs. (B) Body weight gains of 8- to 12-week-old  $\beta Fbln5KO$  mice and control mice ( $n = 5$  mice per group). The data are presented as the means  $\pm$  SEMs. (C) Plasma insulin levels during the oral glucose tolerance test ( $n = 5$  mice per group). The data are presented as the means  $\pm$  SEMs. (D) Blood glucose levels during an oral glucose tolerance test (0, 15, 30, 60, and 120 min) performed at 12 weeks in high-fat diet-fed  $\beta Fbln5KO$  mice and control mice ( $n = 6-9$  mice per group). The AUC of blood glucose is shown in the right graph. The data are presented as the means  $\pm$  SEMs. (E) Body weight gains of 12-week-old high-fat diet-fed  $\beta Fbln5KO$  mice and control mice ( $n = 6-9$  mice per group). The data are presented as the means  $\pm$  SEMs.

# Figure S8

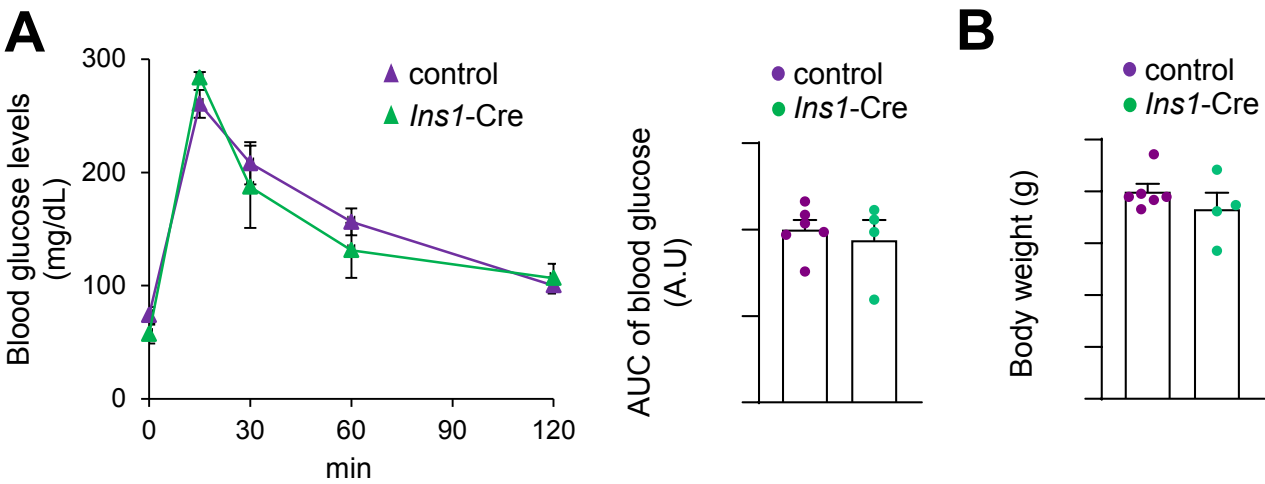

**Figure S8. Compared with wild-type mice, *Ins1-Cre* mice did not exhibit glucose intolerance, related to Figure 4.**

(A) Blood glucose levels during an oral glucose tolerance test performed in 6- to 7-week-old *Ins1-Cre* mice and control mice (n = 4 *Ins1-Cre* mice, n = 6 control mice). The AUC is shown in the right graph. The data are presented as the means  $\pm$  SEMs. (B) Body weight gains of 6- to 7-week-old *Ins1-Cre* mice and control mice (n = 4 *Ins1-Cre* mice, n = 6 control mice). The data are presented as the means  $\pm$  SEMs.

# Figure S9

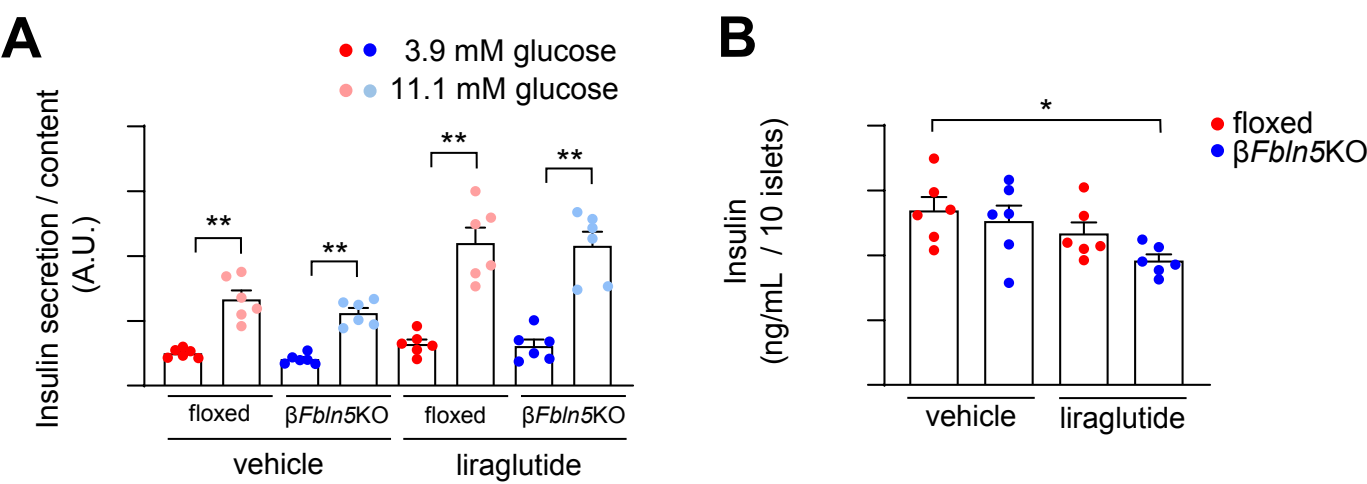

**Figure S9. *Fbln5* deletion in pancreatic  $\beta$ -cells did not impair incretin-induced insulin secretion in isolated islets, related to Figure 5.**

(A) Glucose-stimulated insulin secretion (GSIS) in 10 isolated islets from 11-week-old  $\beta Fbln5KO$  mice and control mice in the presence or absence of liraglutide ( $n = 6$  per group). The data are presented as the means  $\pm$  SEMs. and  $**p < 0.01$ , one-way ANOVA, followed by the Tukey HSD post hoc test. (B) Insulin content in 10 isolated islets from 11-week-old  $\beta Fbln5KO$  mice and control mice ( $n = 6$  per group) after an incubation with or without 100 nM liraglutide in the presence of 11.1 mM glucose for one hour. The data are presented as the means  $\pm$  SEMs.  $*p < 0.05$ , one-way ANOVA, followed by the Tukey HSD post hoc test.

# Figure S10

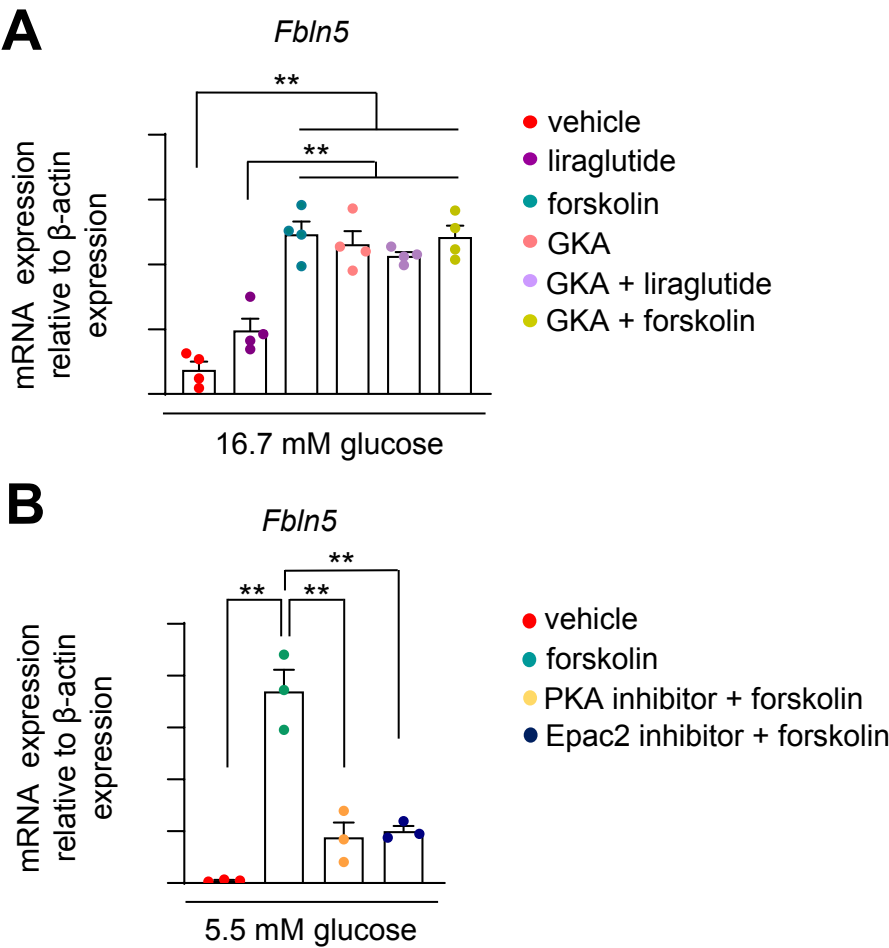

**Figure S10. *Fbln5* expression was induced by cyclic AMP-mediated signals in islets, related to Figure 5.**

(A) *Fbln5* mRNA expression levels in islets isolated from 9-week-old wild-type mice ( $n = 4$  per group). Islets were treated with 100 nM liraglutide or 10  $\mu$ M forskolin for 24 hours in the presence or absence of 30  $\mu$ M GKA CpdA and 16.7 mM glucose. The data are presented as the means  $\pm$  SEMs.  $**p < 0.01$ , one-way ANOVA, followed by the Tukey HSD post hoc test. (B) *Fbln5* mRNA expression levels in islets isolated from 9-week-old wild-type mice ( $n = 3$  per group). Islets were treated with vehicle, 10  $\mu$ M forskolin, 10  $\mu$ M forskolin + 20  $\mu$ M PKA inhibitor (H-89), or 10  $\mu$ M forskolin + 50  $\mu$ M Epac2 inhibitor (ESI-09) for 24 hours in the presence of 5.5 mM glucose. The data are presented as the means  $\pm$  SEMs.  $**p < 0.01$ , one-way ANOVA followed by the Tukey HSD post hoc test.

# Figure S11

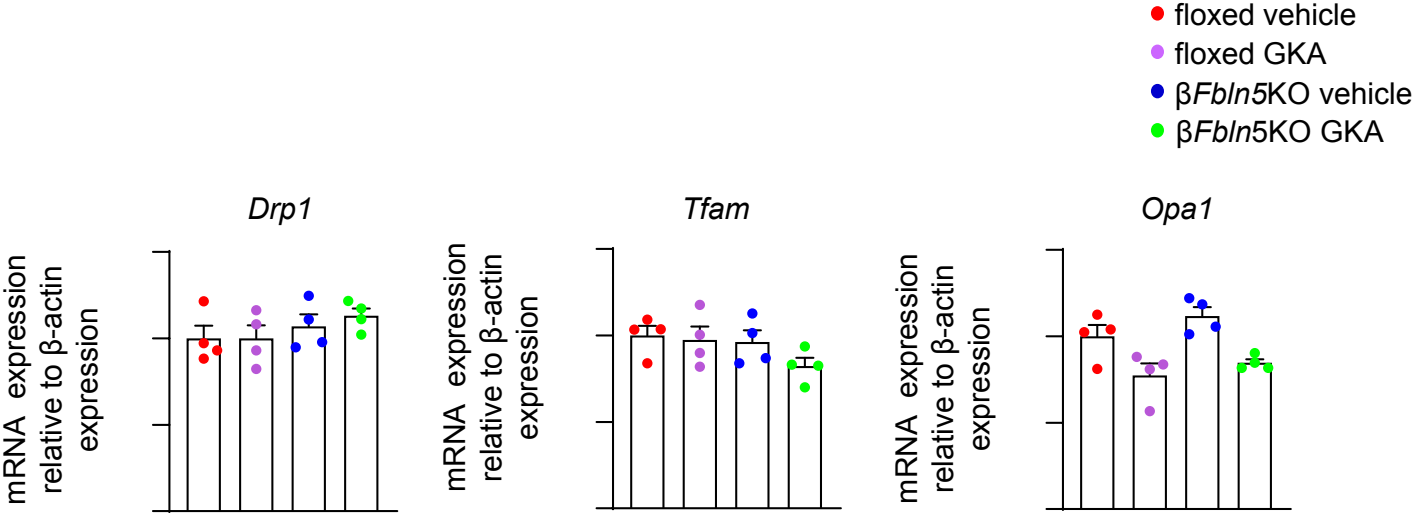

**Figure S11. The expression of genes related to mitochondrial function was not altered by *Fbln5* deficiency in  $\beta$ -cells, related to Figure 5.**

*Drp1*, *Tfam*, and *Opa1* mRNA expression in islets from 11-week-old  $\beta Fbln5$ KO mice and control littermates after an incubation with or without 30  $\mu$ M GKA CpdA for 24 hours (n = 4 per group). The data are presented as the means  $\pm$  SEMs.

# Figure S12

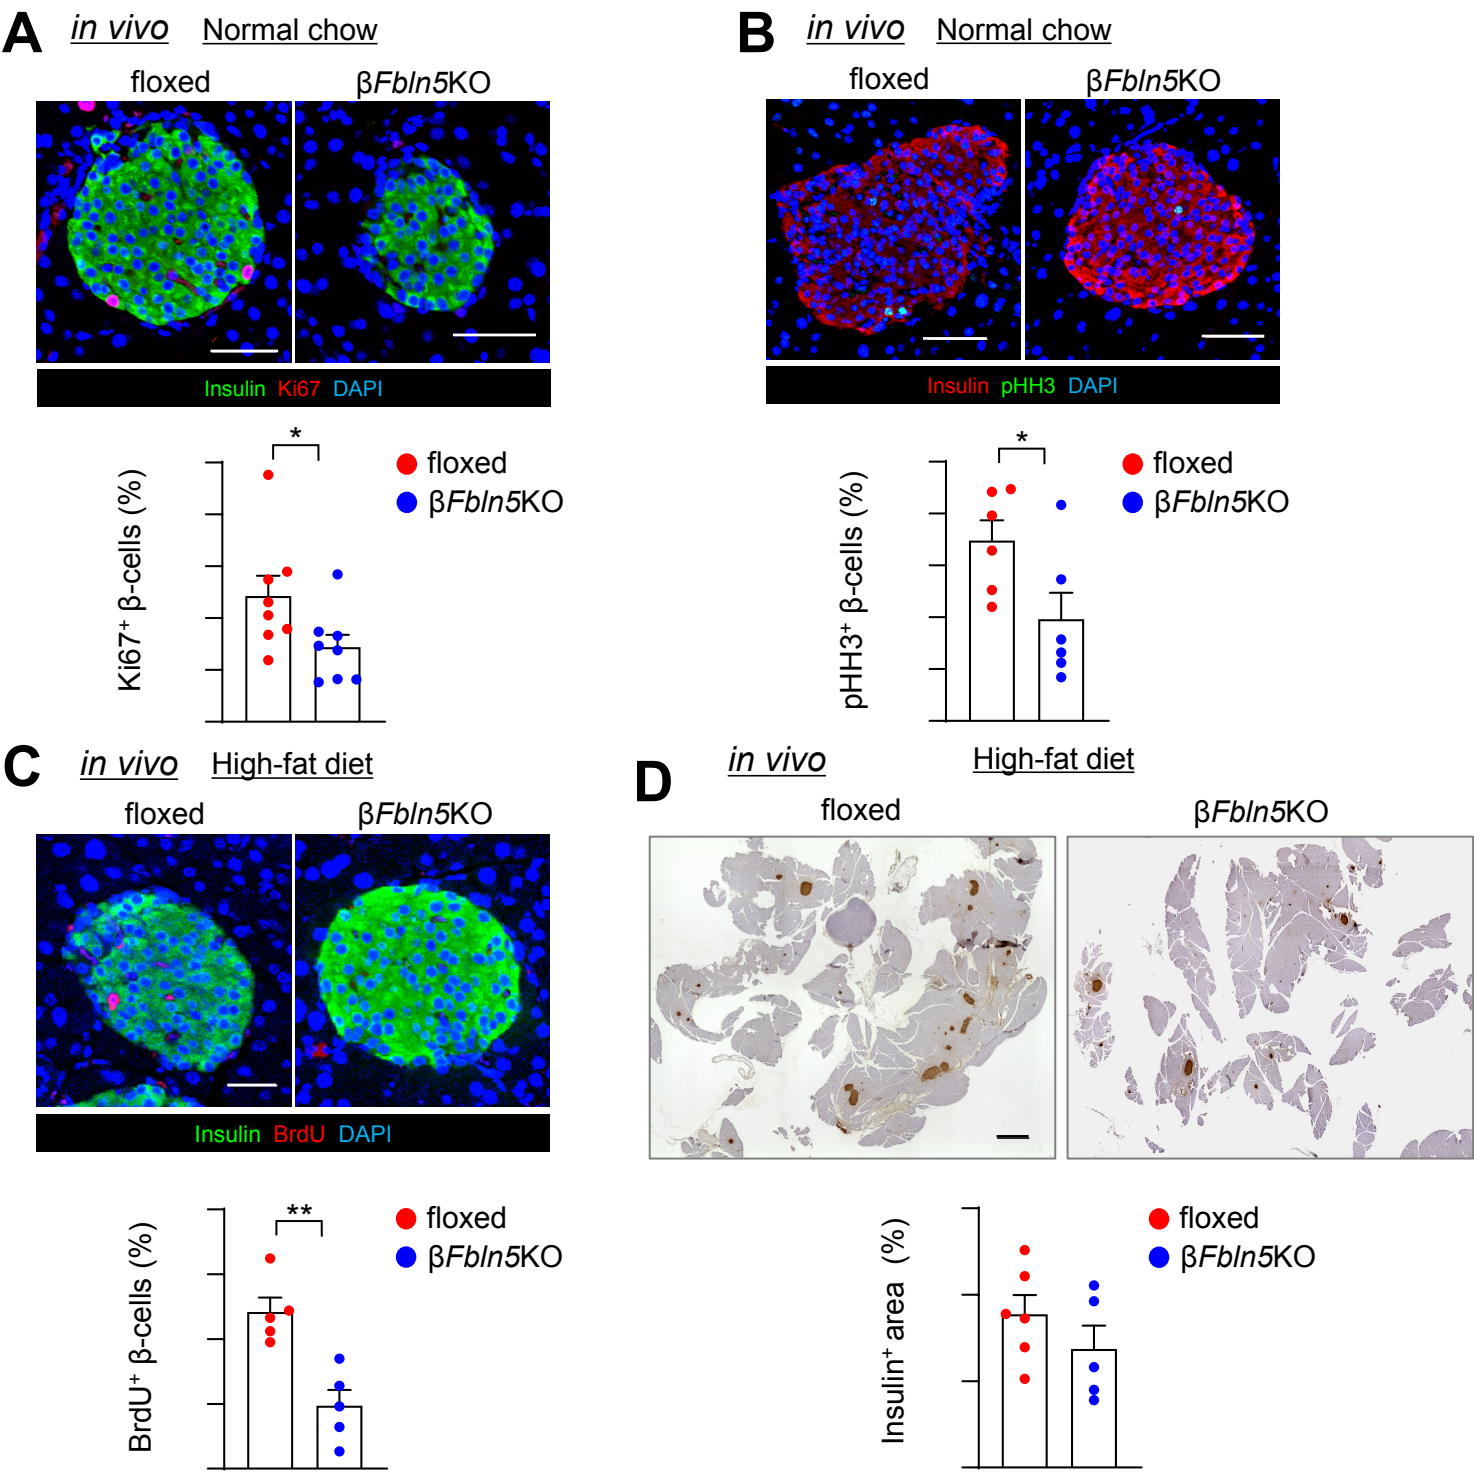

**Figure S12. Proliferating  $\beta$ -cells in  $\beta$ -cell-specific *Fbln5KO* mice and high-fat diet-fed mice, related to Figure 7.**

(A) Ki67 and (B) pHH3 immunostaining in pancreas sections from 11- to 12-week-old  $\beta Fbln5KO$  mice and control mice. Representative images of pancreatic islets (upper panel) and the percentage of Ki67-positive or pHH3-positive  $\beta$ -cells among insulin-positive  $\beta$ -cells (lower panel) are shown ( $n = 6-8$  mice per group). In the Ki67 images, insulin is stained green, the cell nuclei are stained blue with DAPI, and the Ki67-positive nuclei are stained red. In the pHH3 images, insulin in  $\beta$ -cells is stained red, the cell nuclei are stained blue with DAPI, and the pHH3-positive nuclei are stained green. The scale bar represents 50  $\mu m$ . The data are presented as the means  $\pm$  SEMs.  $*p < 0.05$ , Student's  $t$  test. (C) BrdU incorporation in pancreas sections from  $\beta Fbln5KO$  mice and control mice fed a high-fat diet for 12 weeks. BrdU was administered 6 hours before the animals were sacrificed. Representative images of pancreatic islets (left panel) and the percentage of BrdU-positive  $\beta$ -cells among insulin-positive  $\beta$ -cells (right panel) are shown ( $n = 5$  mice per group). Insulin is stained green, the cell nuclei are stained blue with DAPI, and the BrdU-positive nuclei are stained red. The scale bar represents 50  $\mu m$ . The data are presented as the means  $\pm$  SEMs.  $**p < 0.01$ , Student's  $t$  test. (D)  $\beta$ -Cell mass in  $\beta Fbln5KO$  mice and control mice fed a high-fat diet for 12 weeks ( $n = 5-6$ ). Representative images of the pancreas showing brown staining for insulin and the ratio of the  $\beta$ -cell mass relative to the area of the whole pancreas. The scale bar represents 500  $\mu m$ . The data are presented as the means  $\pm$  SEMs.

# Figure S13

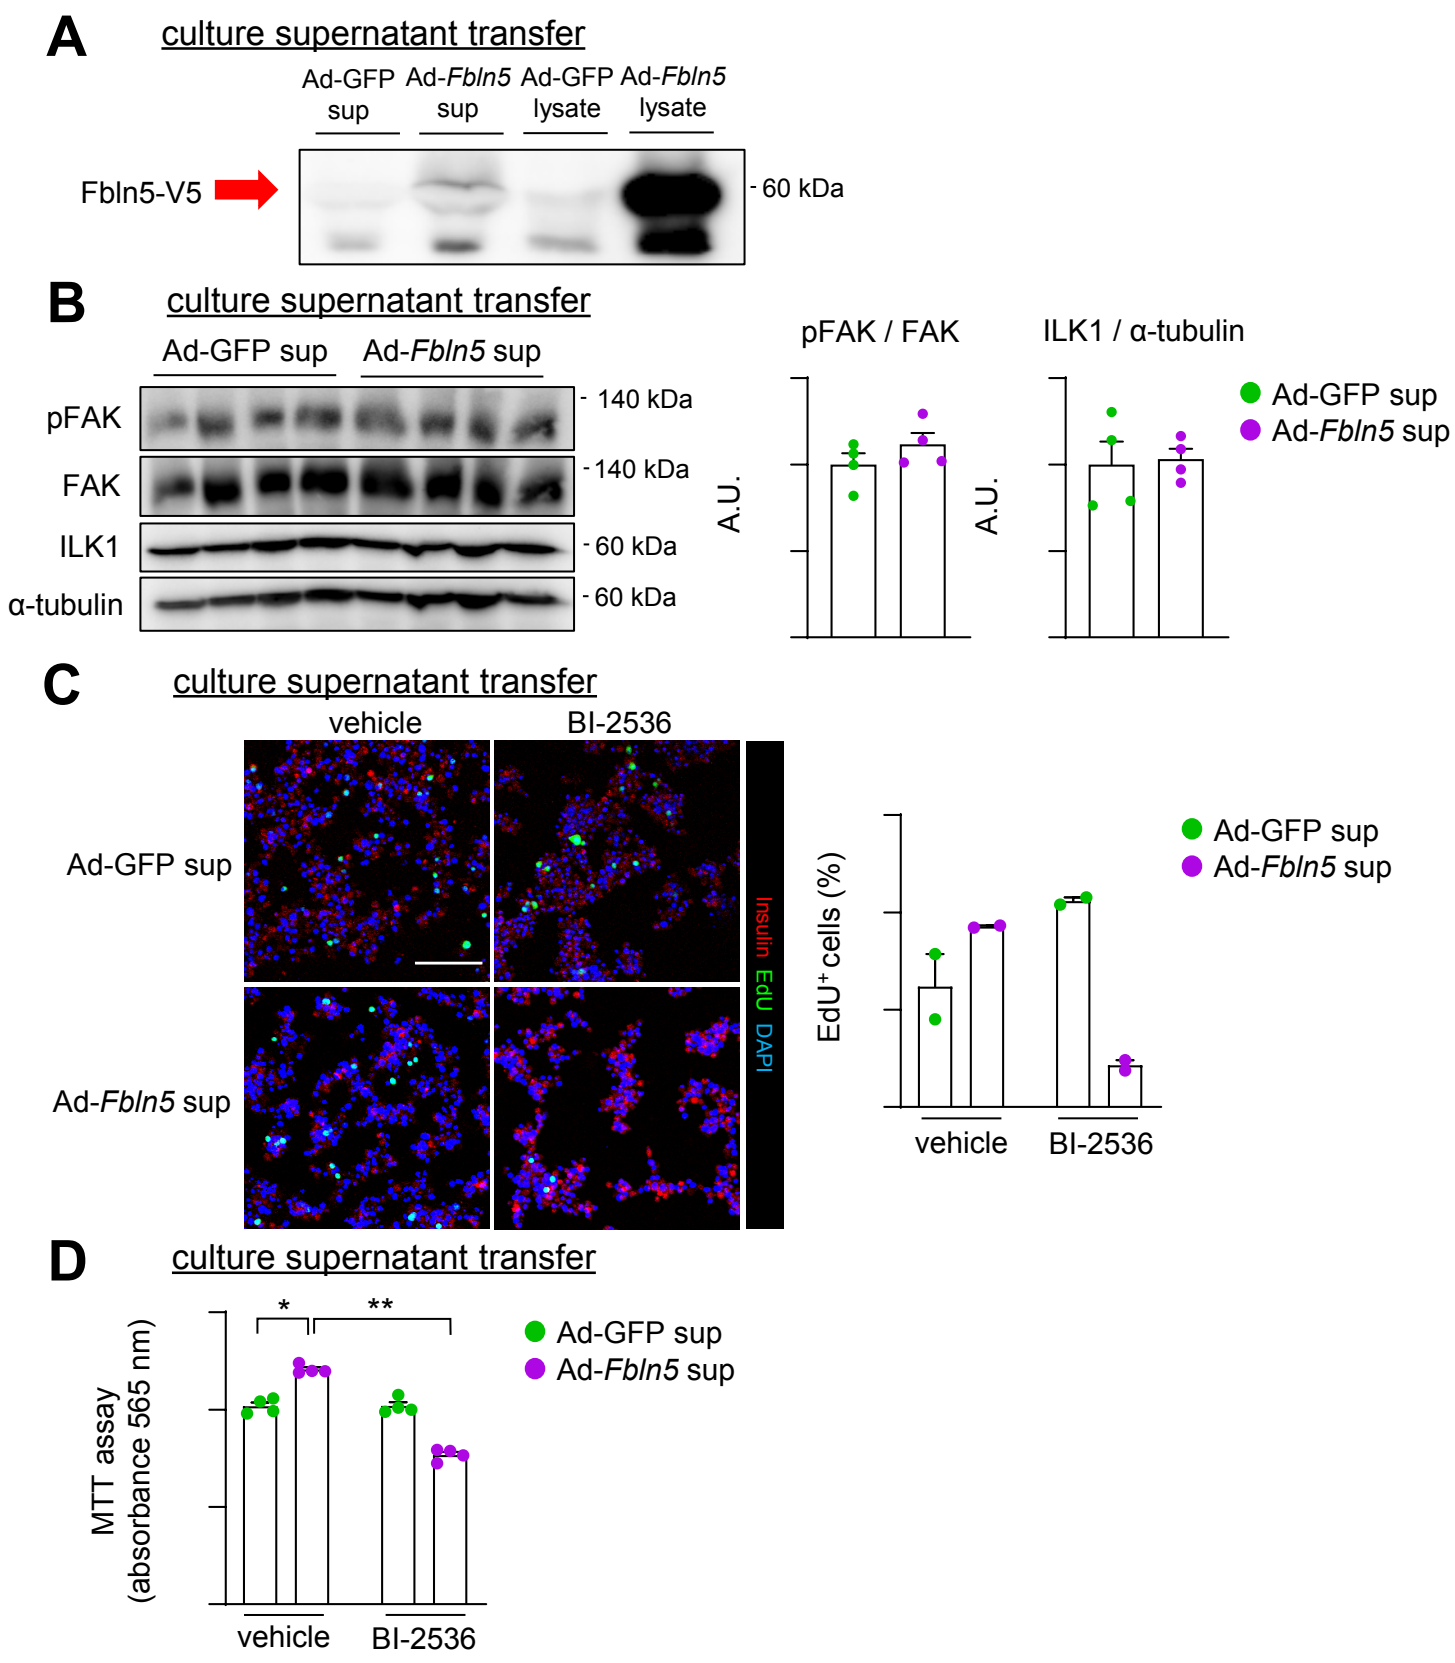

**Figure S13. Effect of the PLK1 inhibitor on cell proliferation and integrin signaling in INS-1 cells treated with the culture supernatant from *Fbln5*-overexpressing INS-1 cells, related to Figure 10.**

(A) Immunoblot showing the levels of the V5 tag in the culture media of V5-tagged Ad-*Fbln5*-infected islets, Ad-GFP-infected islets, and each islet lysate. The culture media were collected 72 hours after infection. (B) Immunoblots showing the levels of FAK and proteins in the ILK pathway in INS-1 cells treated with the culture supernatant from Ad-*Fbln5*- or Ad-GFP-infected INS-1 cells for 24 hours in the presence of 5.5 mM glucose (n = 4). The culture supernatant was collected 72 hours after the infection. Densitometry data are plotted in the lower graphs (n = 4). The data are presented as the means  $\pm$  SEMs. (C) INS-1 cells were treated with the culture supernatant from Ad-*Fbln5*- or Ad-GFP-infected INS-1 cells for 72 hours in the presence or absence of 50 nM BI-2536. The percentages of insulin-positive INS-1 cells that were positive for EdU are shown (n = 2). The scale bar represents 200  $\mu$ m. The data are presented as the means  $\pm$  SEMs. (D) MTT cell proliferation assay in INS-1 cells treated with culture supernatant from Ad-*Fbln5*- or Ad-GFP-infected INS-1 cells for 72 hours in the presence or absence of 50 nM BI-2536. The data are presented as the means  $\pm$  SEMs. \* $p$  < 0.05, \*\* $p$  < 0.01, two-way ANOVA.

**Table 1.**Top 20 upregulated genes in  $\beta Fbln5$ KO islets revealed by the microarray analysis.

| FC    | Gene Symbol | Gene Name                                                   |
|-------|-------------|-------------------------------------------------------------|
| 58.55 | Slc38a1     | Solute carrier family 38, member 1                          |
| 17.66 | Esp36       | exocrine gland secreted peptide 36                          |
| 15.38 | Sft2d1      | SFT2 domain containing 1                                    |
| 15.22 | Olfr390     | olfactory receptor 390                                      |
| 15.06 | Jakmip2     | janus kinase and microtubule interacting protein 2          |
| 14.75 | Olfr630     | olfactory receptor 630                                      |
| 14.28 | Ccdc141     | coiled-coil domain containing 141                           |
| 13.75 | Olfr938     | olfactory receptor 938                                      |
| 11.19 | Olfr491     | olfactory receptor 491                                      |
| 9.66  | Slco1b2     | solute carrier organic anion transporter family, member 1b2 |
| 9.66  | Cyp4a12a    | cytochrome P450, family 4, subfamily a, polypeptide 12a     |
| 9.27  | Tnfrsf22    | tumor necrosis factor receptor superfamily, member 22       |
| 8.19  | Olfr707     | olfactory receptor 707                                      |
| 7.67  | Ugt1a10     | UDP glycosyltransferase 1 family, polypeptide A10           |
| 7.49  | Olfr1240    | olfactory receptor 1240                                     |
| 7.29  | Ntn5        | netrin 5                                                    |
| 6.65  | Cxcl9       | chemokine (C-X-C motif) ligand 9                            |
| 6.53  | Chrn4       | cholinergic receptor, nicotinic, beta polypeptide 4         |
| 6.44  | Uroc1       | urocanase domain containing 1                               |
| 6.26  | Vmn1r223    | vomeroneasal 1 receptor 223                                 |

**Table 2.**Top 20 downregulated genes in  $\beta Fbln5$ KO islets revealed by the microarray analysis.

| FC    | Gene Symbol | Gene Name                                                                              |
|-------|-------------|----------------------------------------------------------------------------------------|
| 19.04 | Sema3d      | sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D |
| 16.87 | Krt13       | keratin 13                                                                             |
| 11.90 | Gpr33       | G protein-coupled receptor 33                                                          |
| 5.22  | Slc5a2      | solute carrier family 5 (sodium/glucose cotransporter), member 2                       |
| 4.75  | Rbbp8nl     | RBBP8 N-terminal like                                                                  |
| 4.67  | Wdsub1      | WD repeat, SAM and U-box domain containing 1                                           |
| 4.32  | Slc23a2     | solute carrier family 23 (nucleobase transporters), member 2                           |
| 4.21  | Slc43a1     | solute carrier family 43, member 1                                                     |
| 4.10  | Onecut1     | one cut domain, family member 1                                                        |
| 3.79  | Pgbd1       | piggyBac transposable element derived 1                                                |
| 3.74  | Adgb        | androglobin                                                                            |
| 3.61  | Zcwpw1      | zinc finger, CW type with PWWP domain 1                                                |
| 3.48  | Olf1294     | olfactory receptor 1294                                                                |
| 3.46  | Adamts10    | A disintegrin and metalloproteinase with thrombospondin motifs 10                      |
| 3.38  | Zfp12       | zinc finger protein 12                                                                 |
| 3.30  | Ppp1r12b    | protein phosphatase 1, regulatory (inhibitor) subunit 12B                              |
| 3.08  | Adcy10      | adenylate cyclase 10                                                                   |
| 3.06  | Naip6       | NLR family, apoptosis inhibitory protein 6                                             |
| 2.98  | Krt2        | keratin 2                                                                              |
| 2.93  | Nup98       | nucleoporin 98                                                                         |

Figure 1E

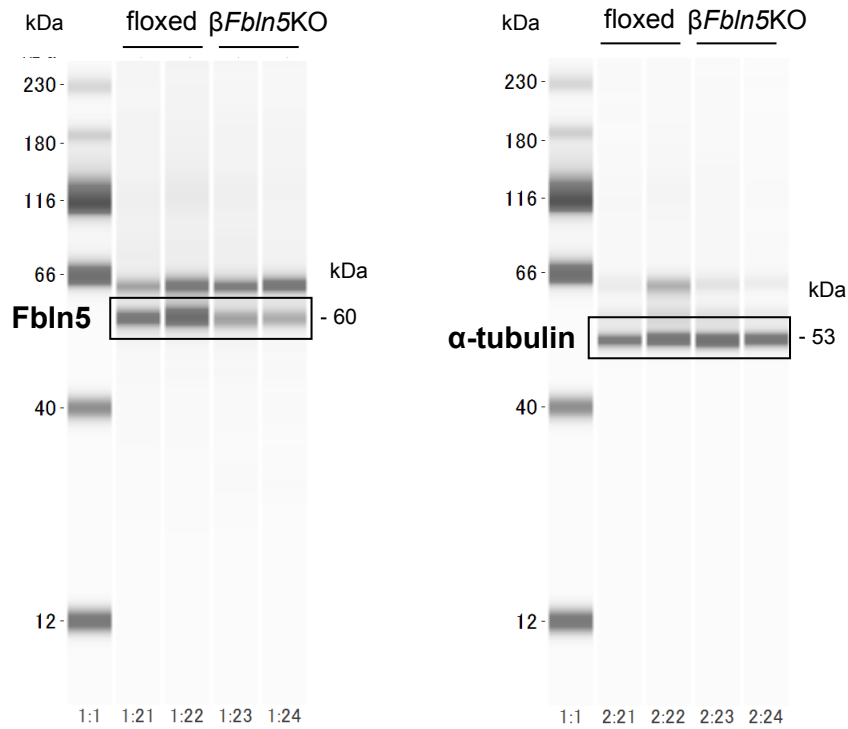

Figure 8D

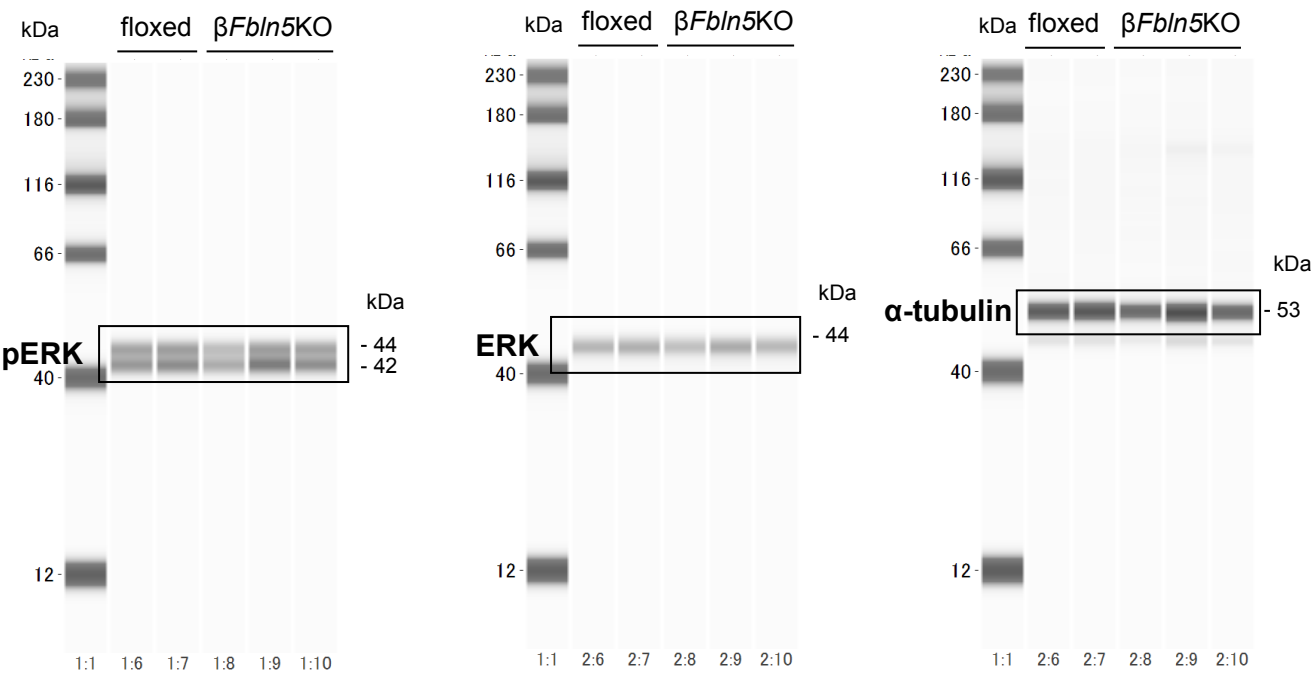

Figure 10C

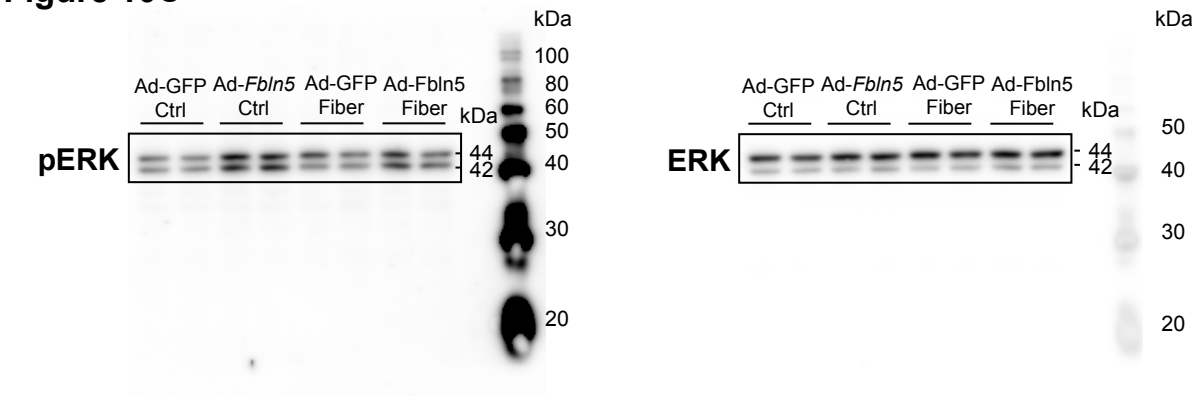

Figure S1B:same as Figure 1E

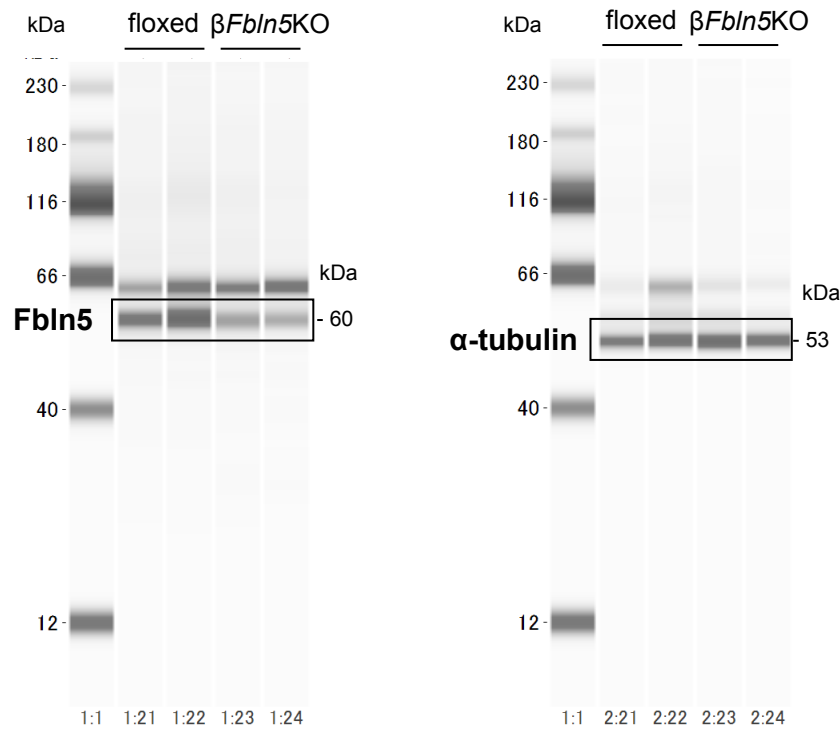

Figure S13A

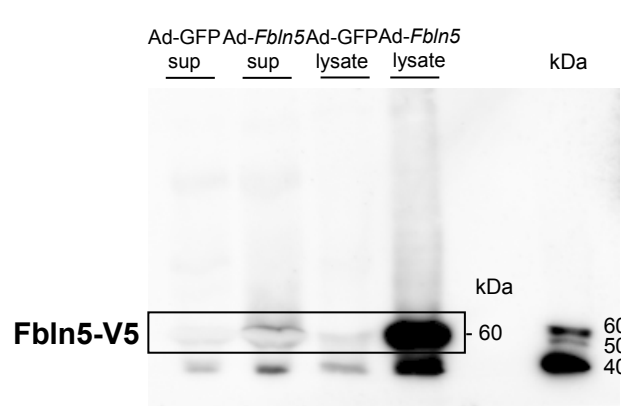

Figure S13B

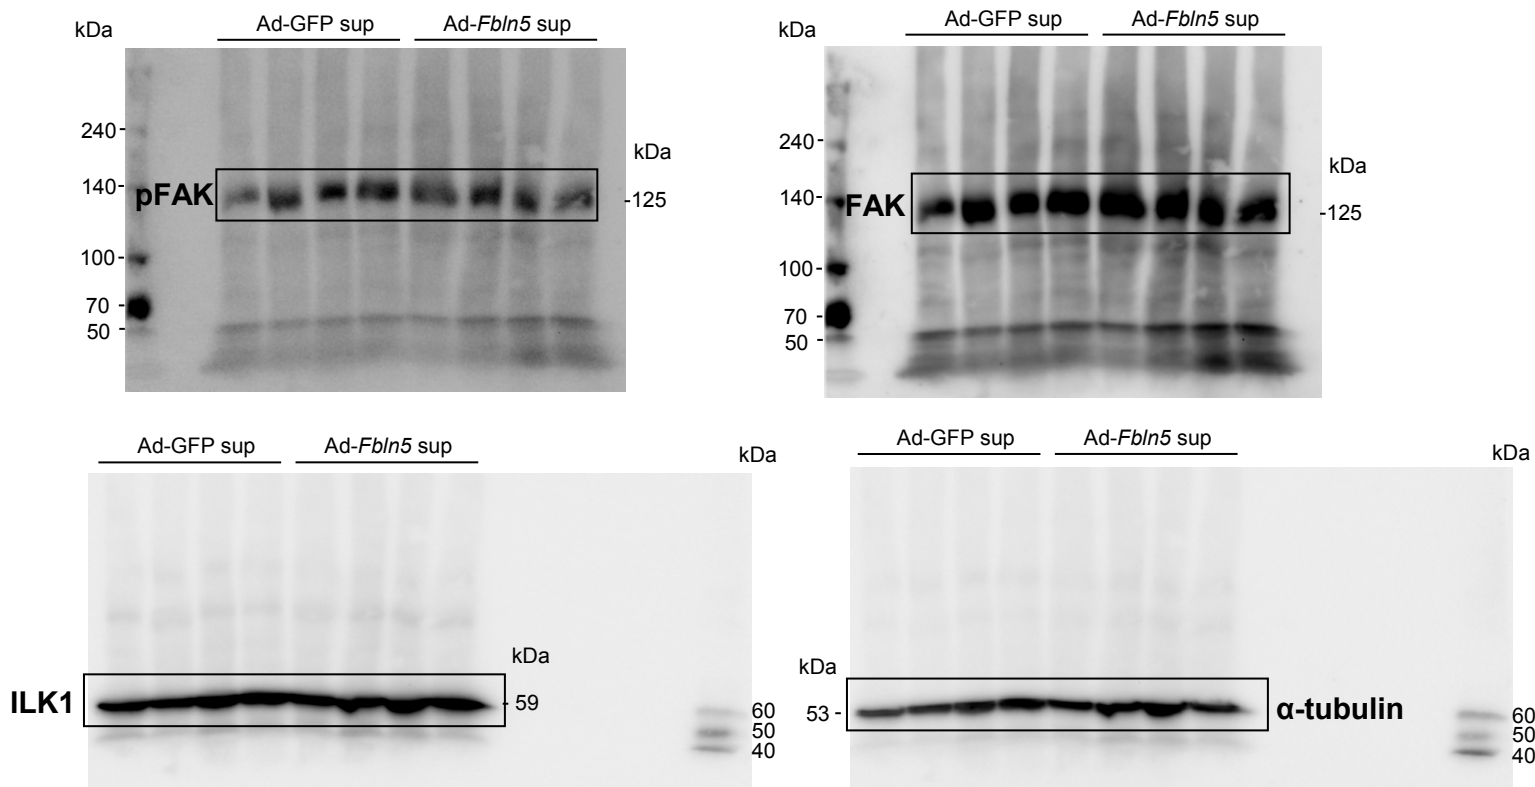

Figure 2A

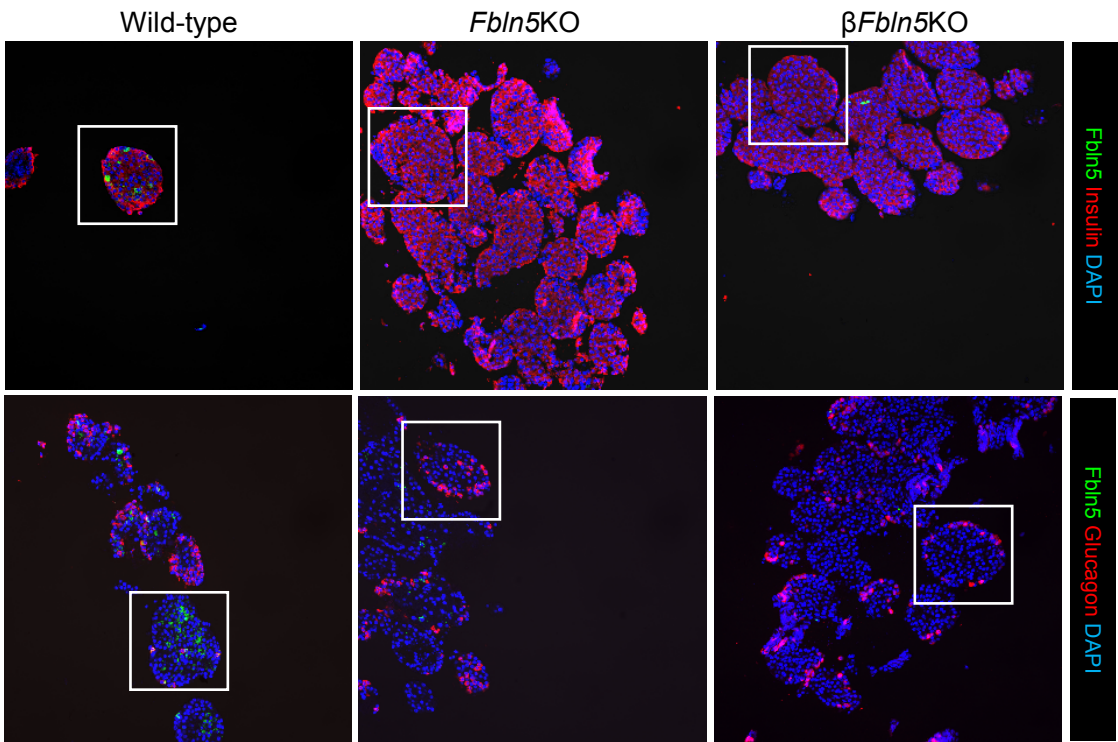

Figure 2B

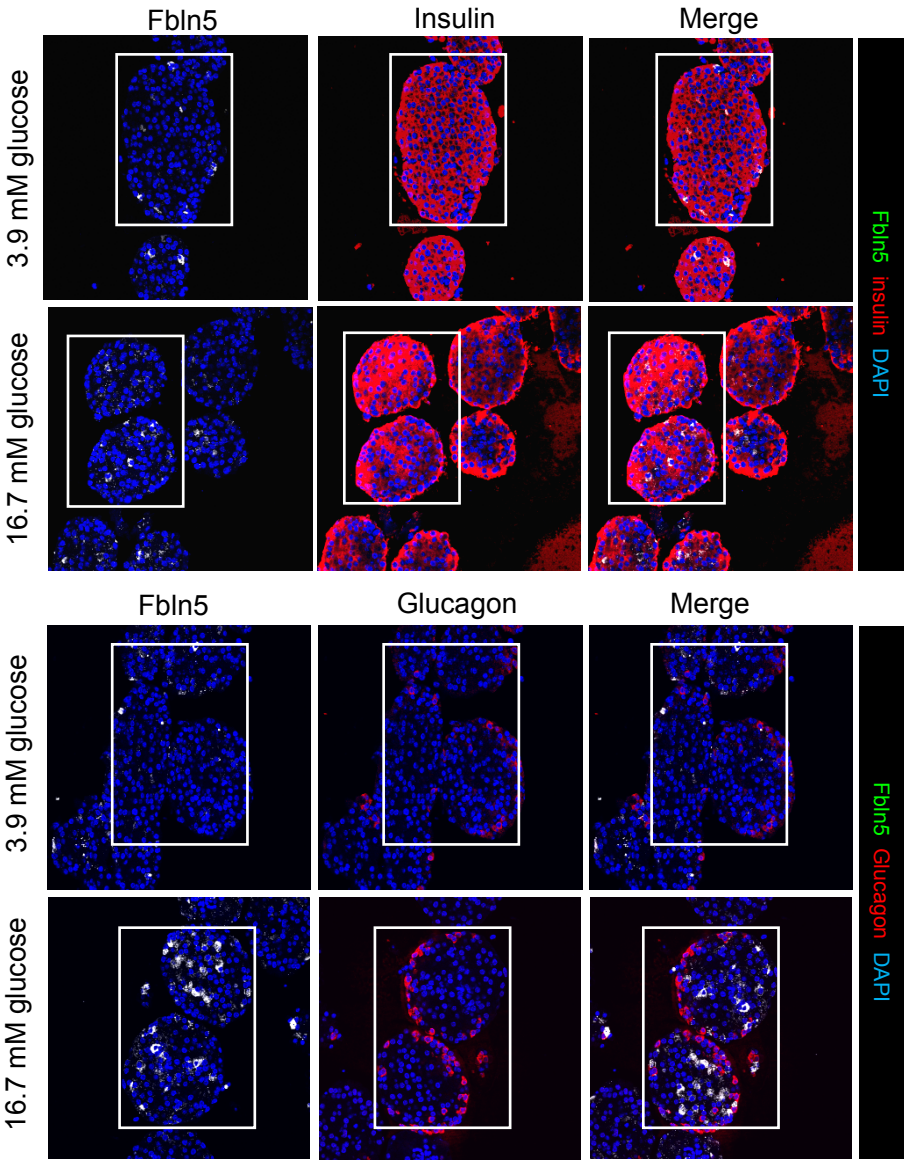

Figure 2C

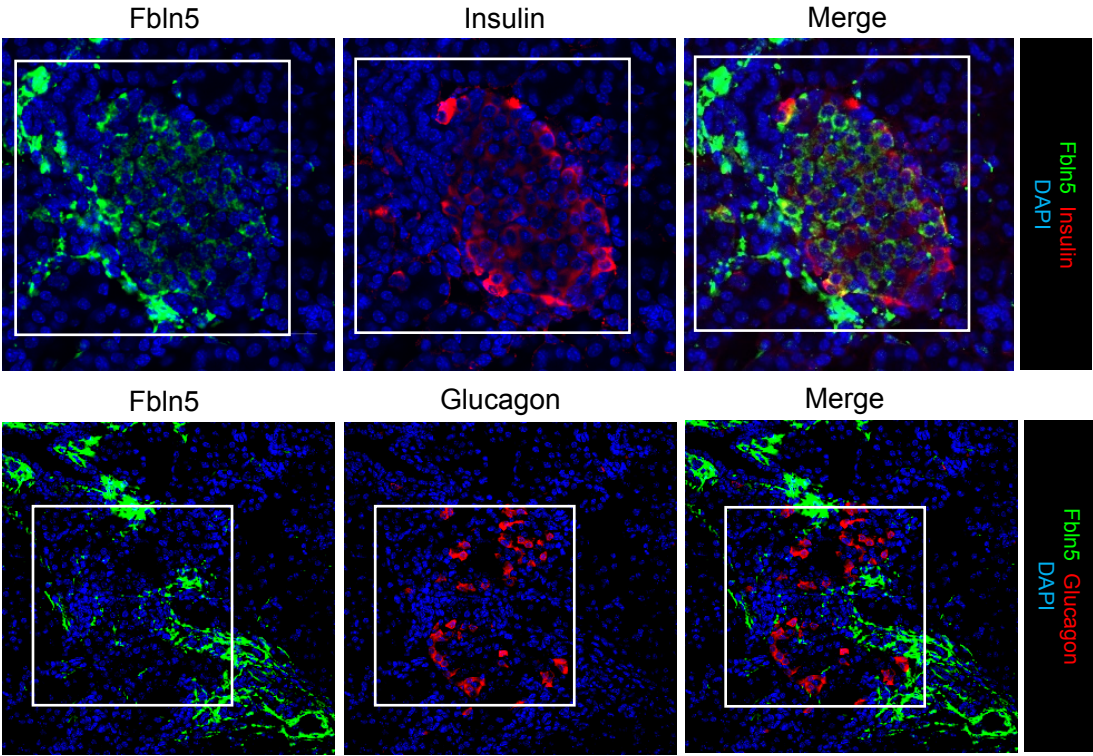

Figure 2D

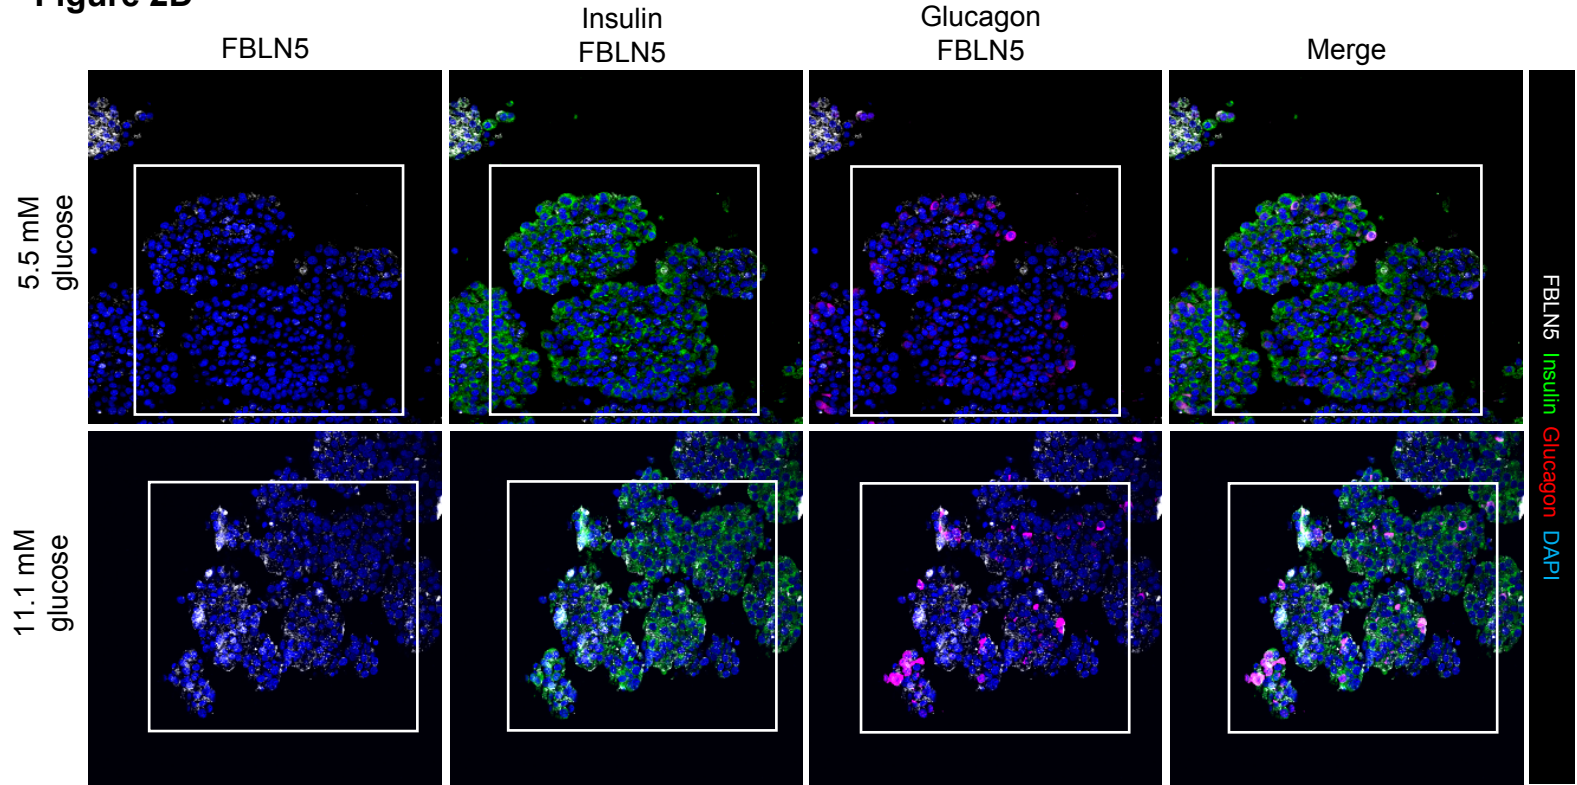

Figure 5D

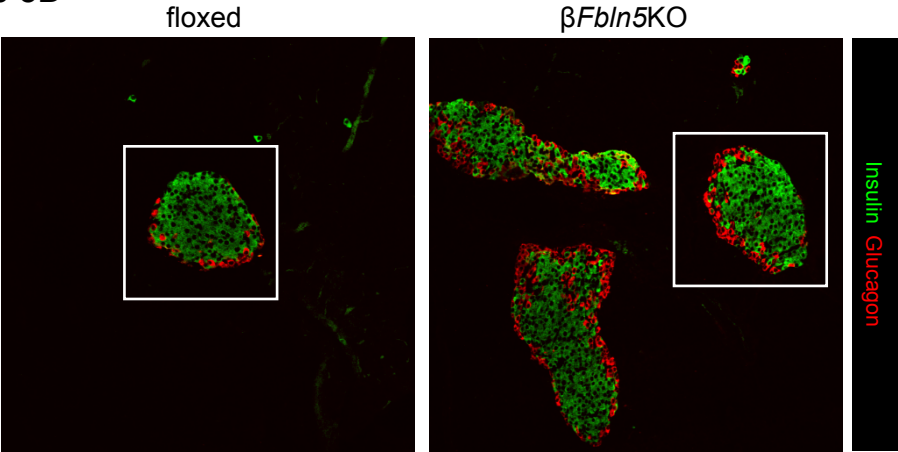

Figure 7A

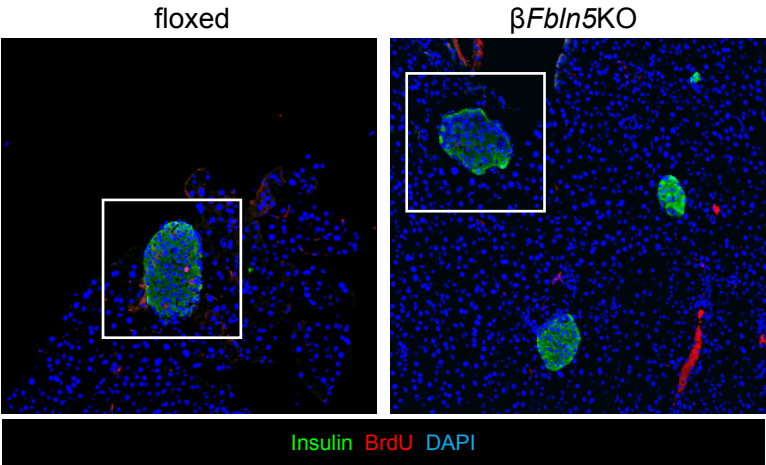

Figure 7B

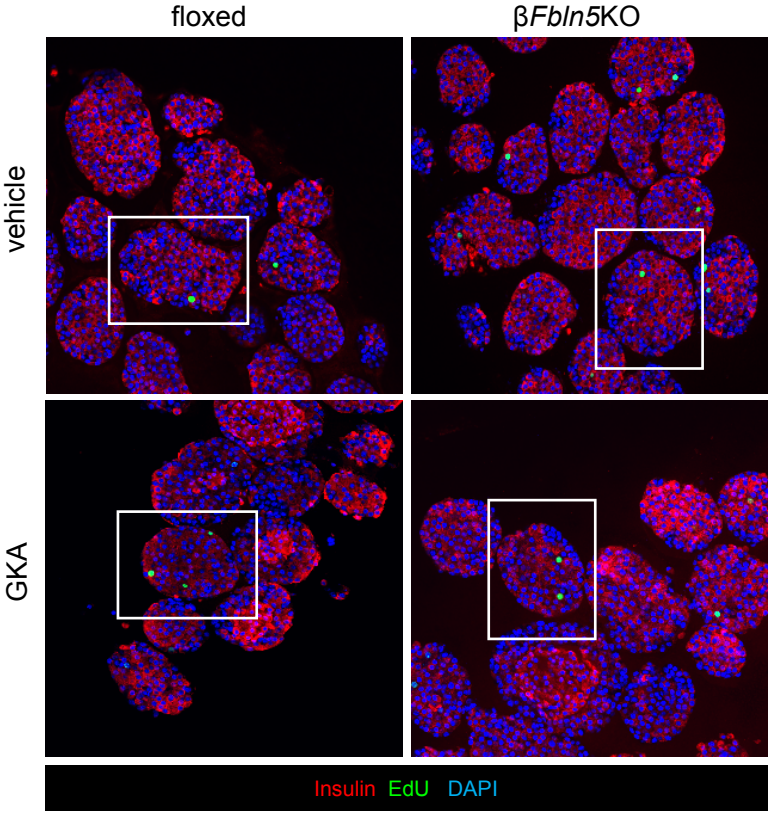

Figure 7C

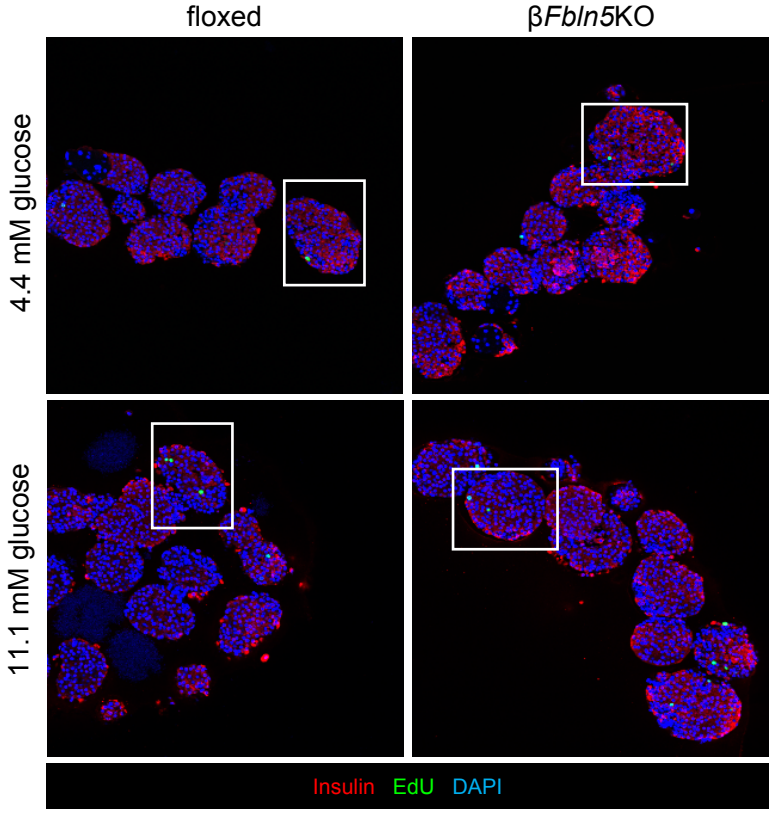

Figure 7D

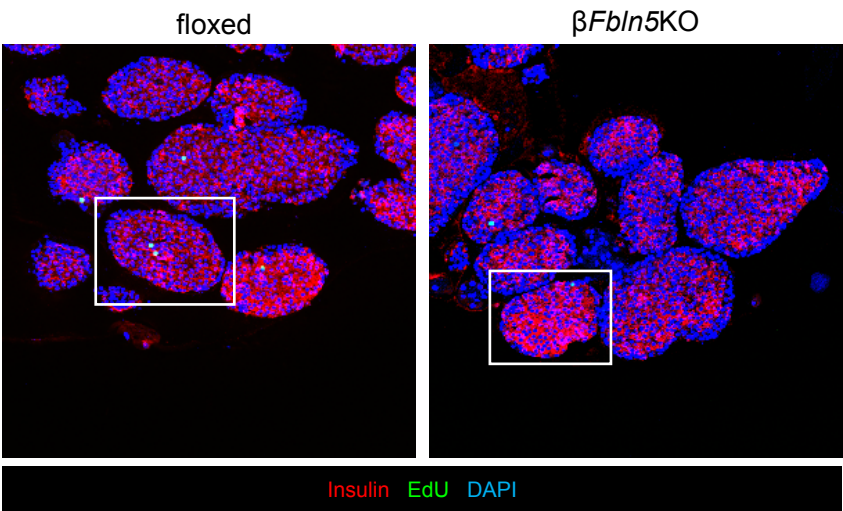

Figure 8A

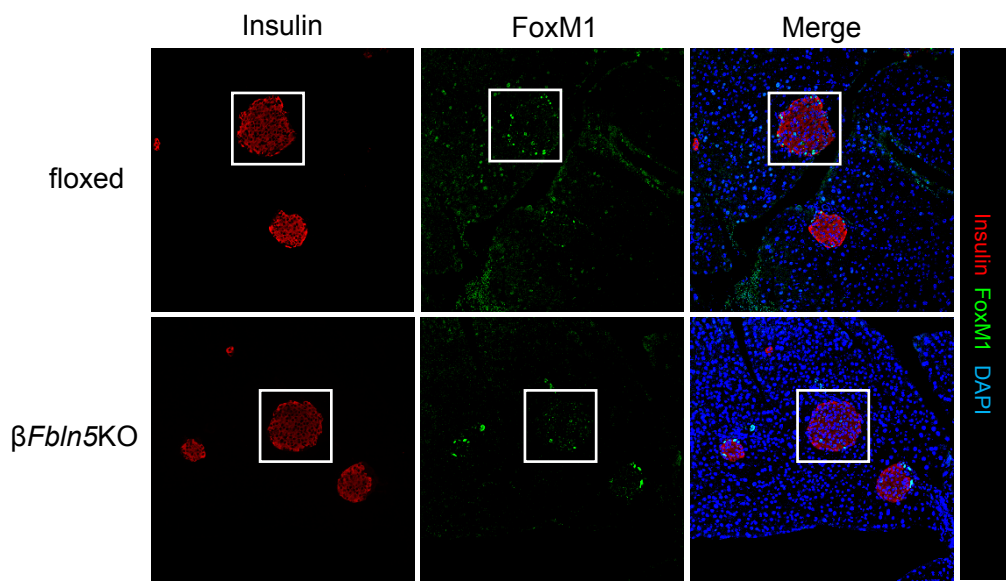

Figure 8B

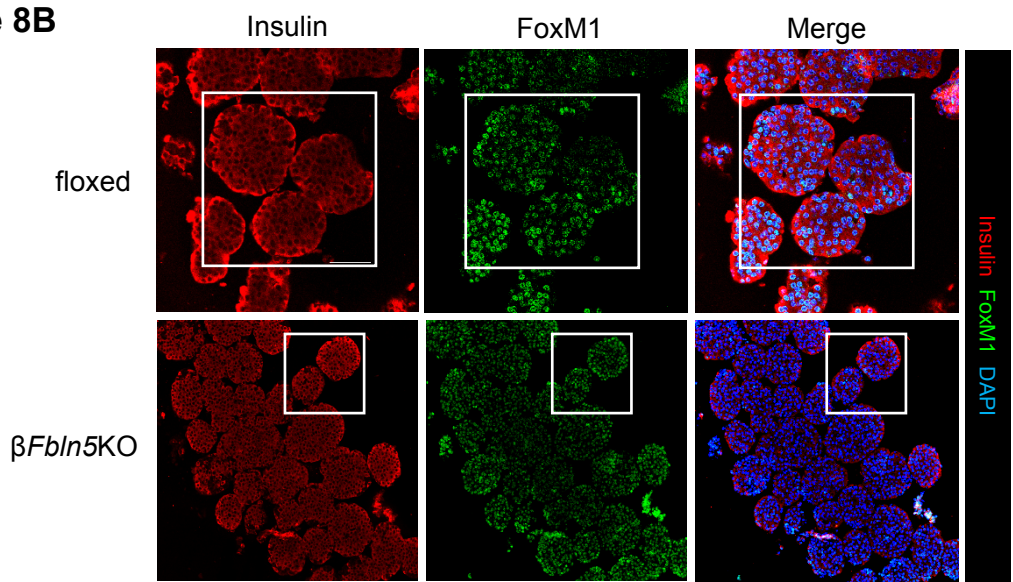

Figure 8C

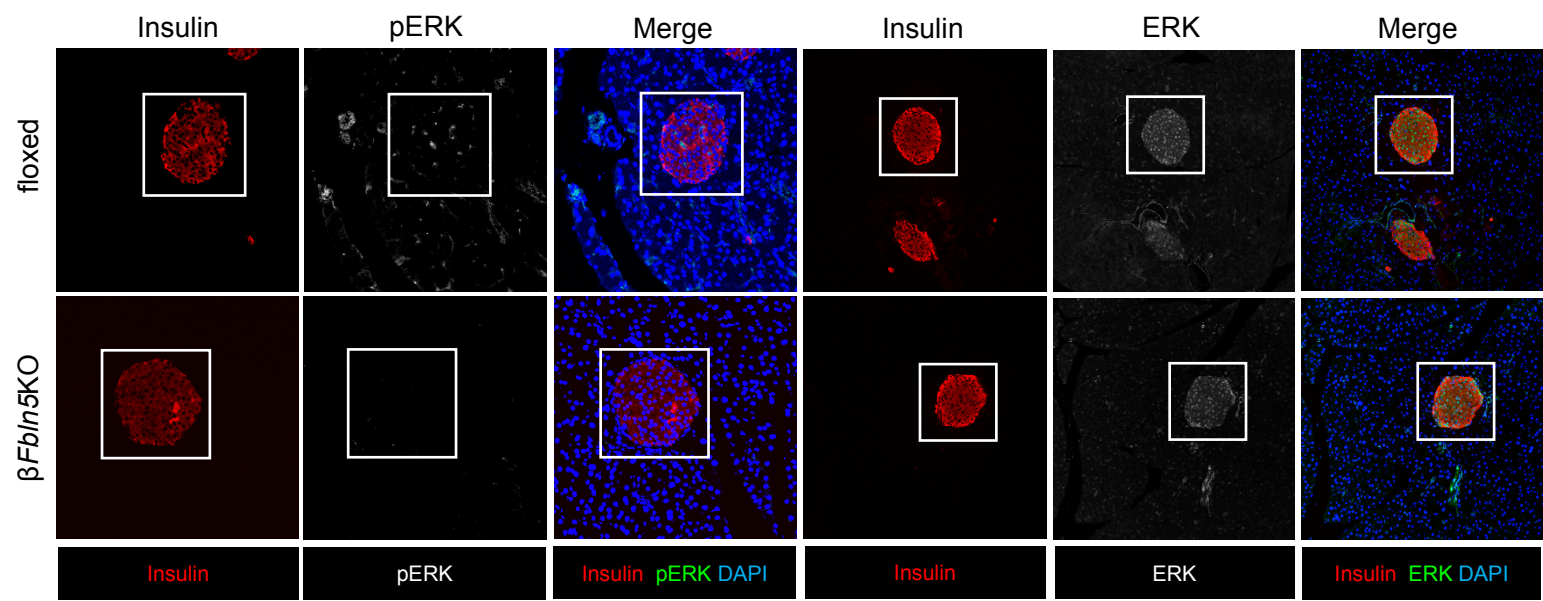

Figure 9A

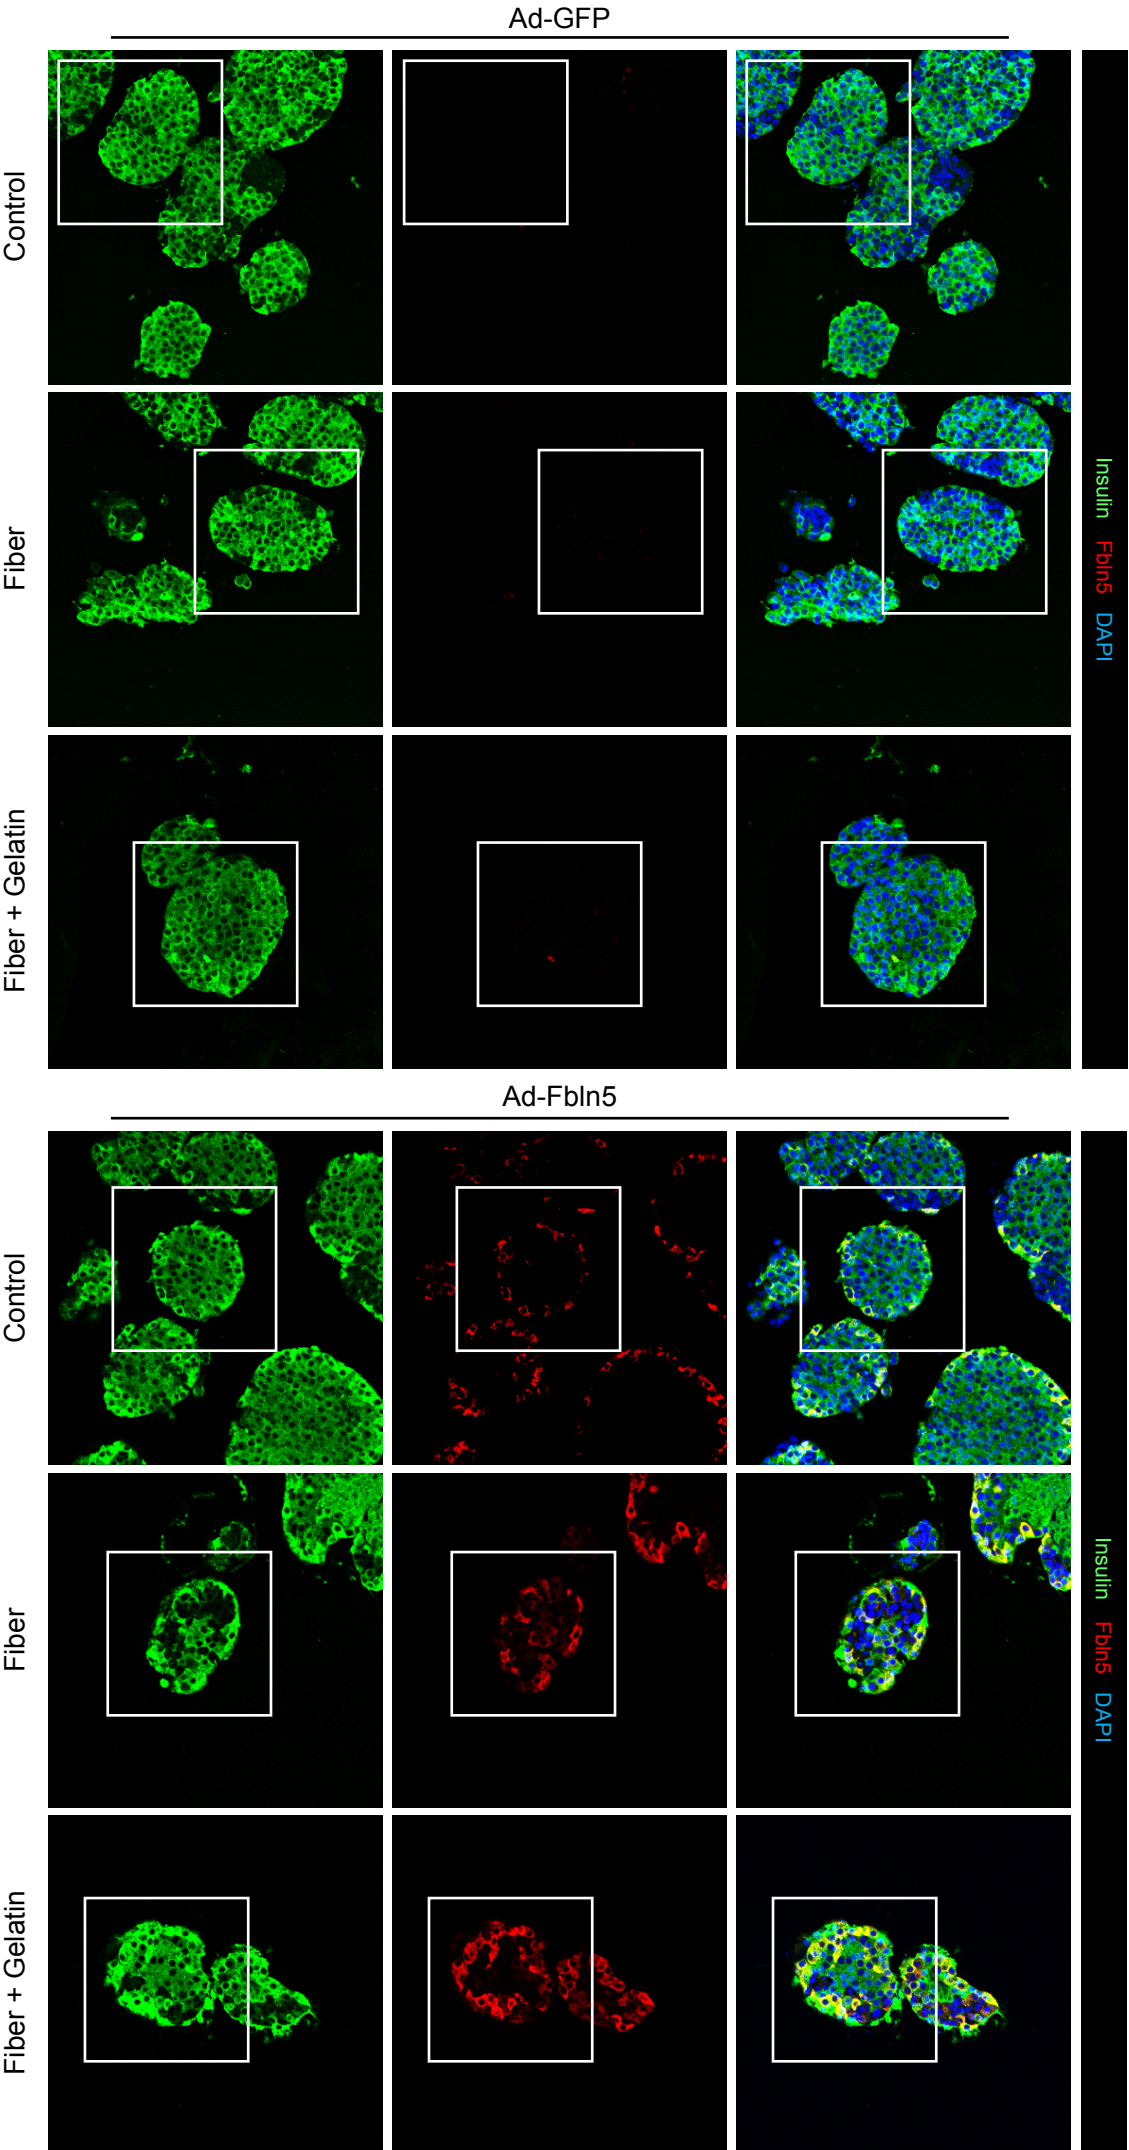

Figure 9B

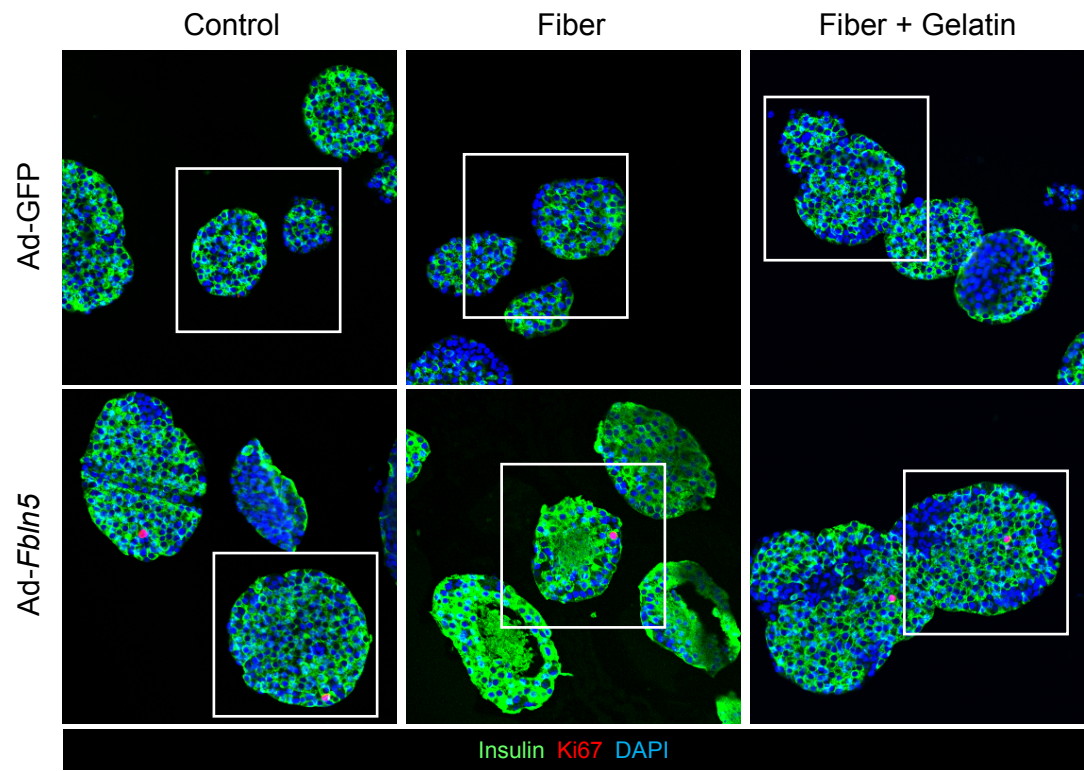

Figure 9C

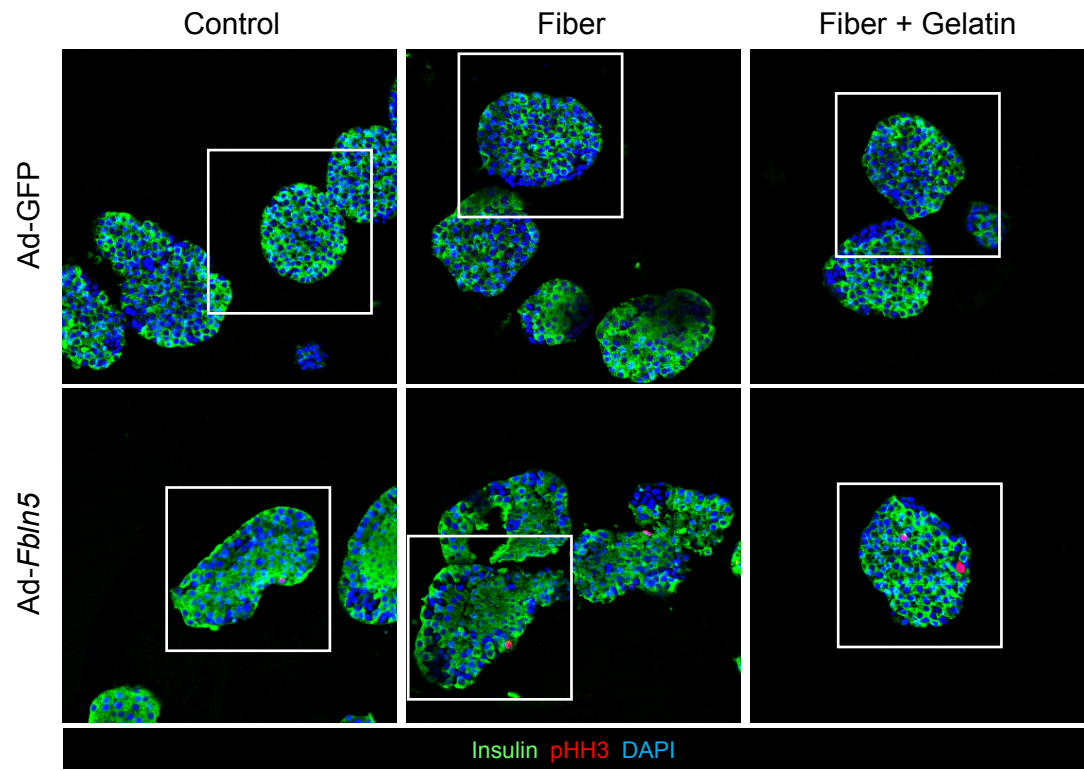

Figure 10A

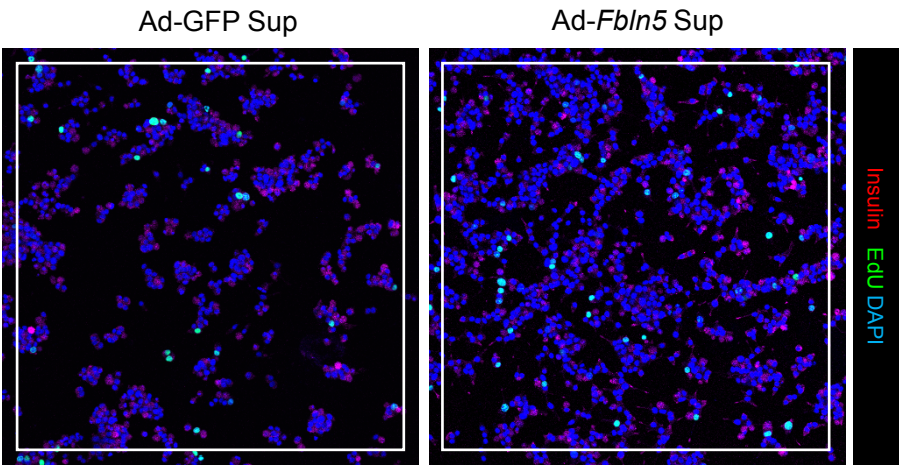

Figure 10B

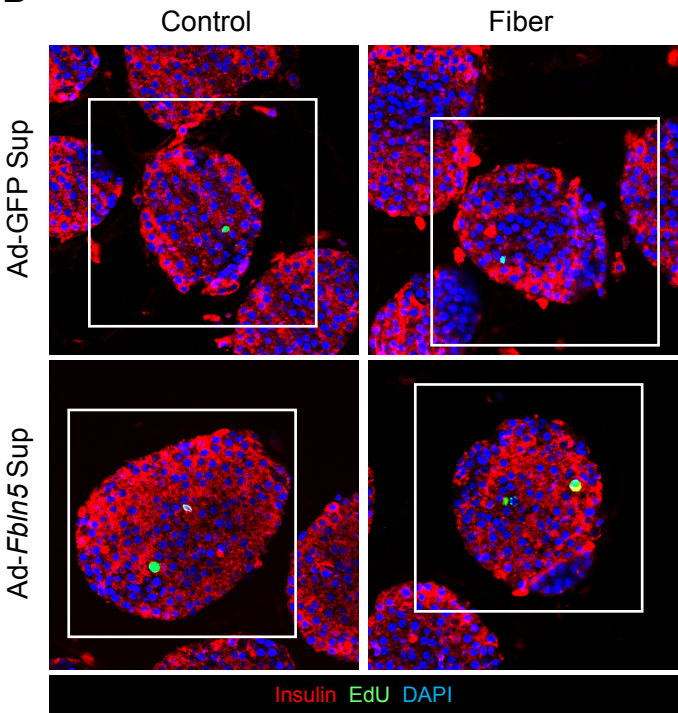

Figure 10D

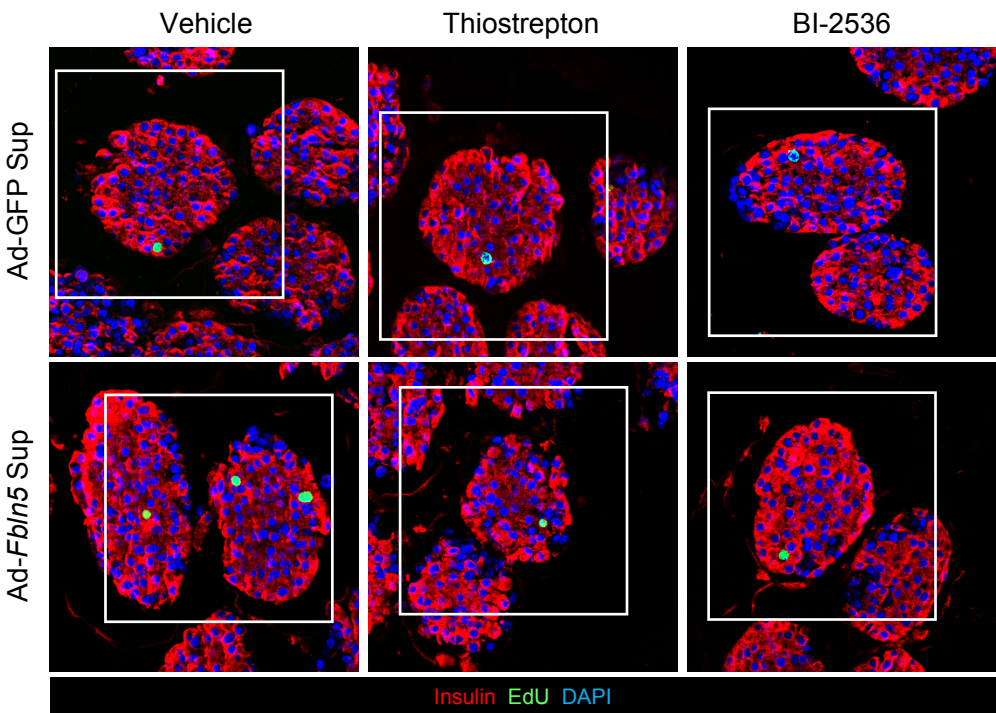

Figure S2

65y Female

FBLN5

Insulin

Merge

5.5 mM  
glucose

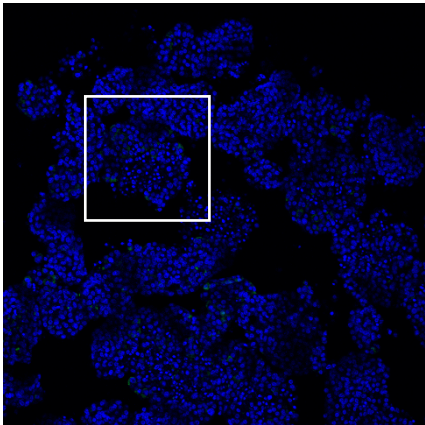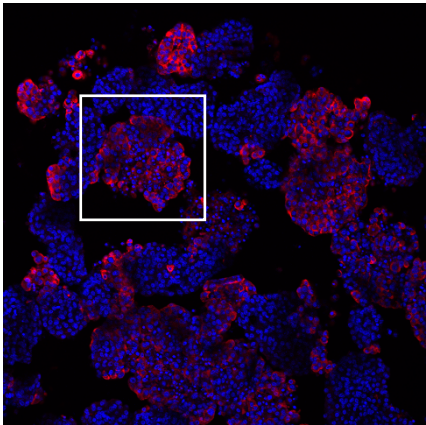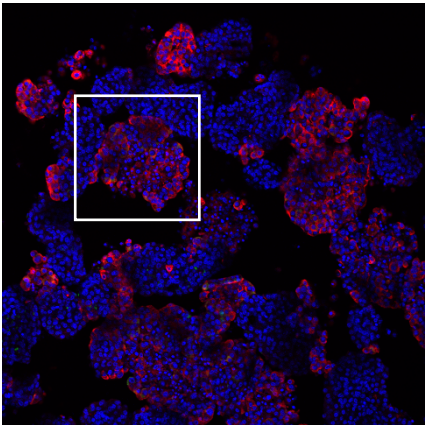

FBLN5  
Insulin  
DAPI

11.1 mM  
glucose

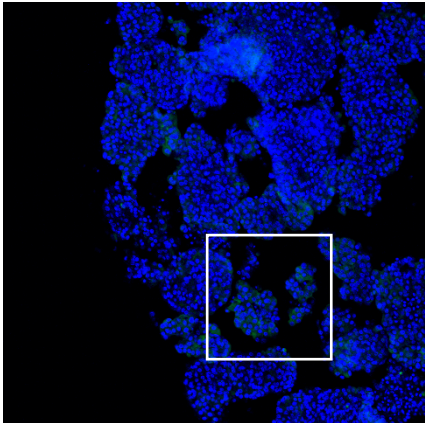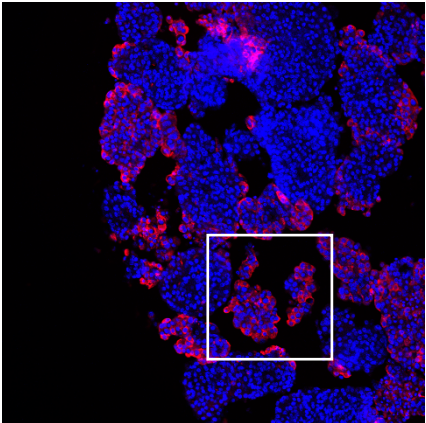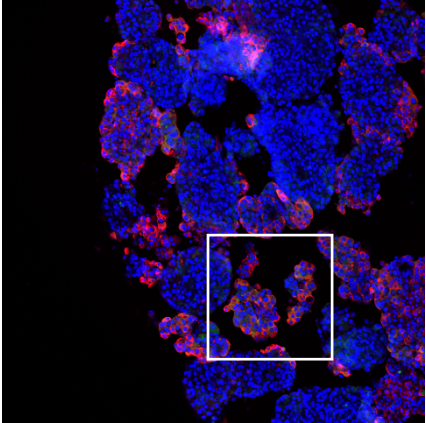

55y Male

FBLN5

Insulin

Merge

5.5 mM  
glucose

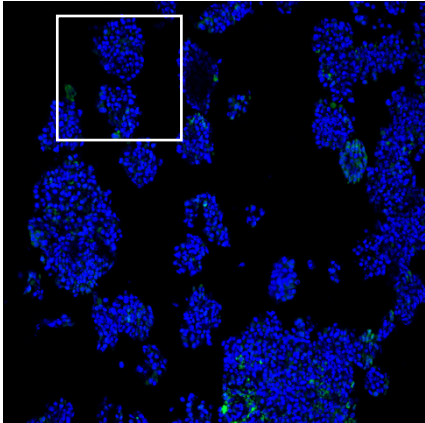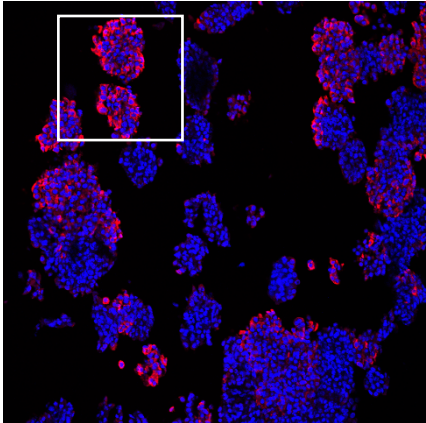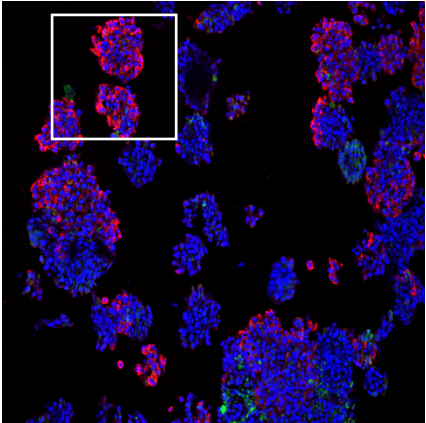

FBLN5  
Insulin  
DAPI

11.1 mM  
glucose

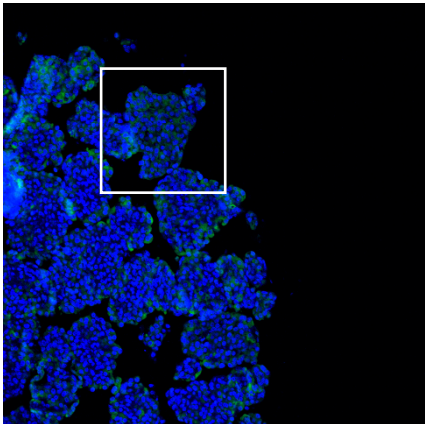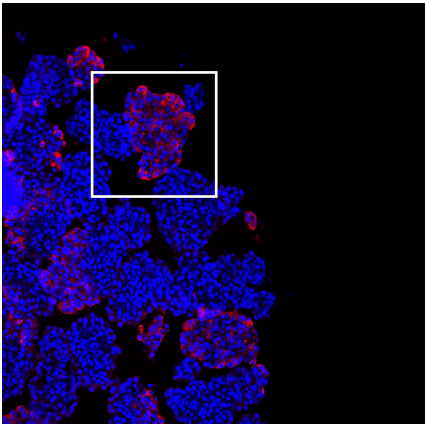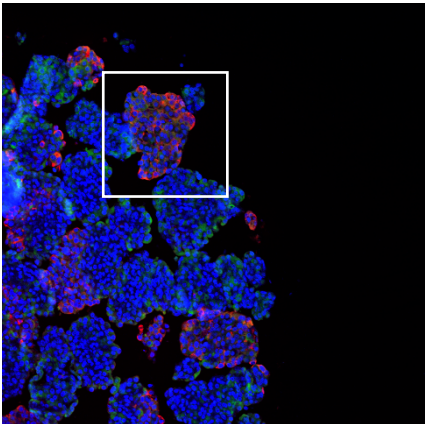

Figure S3

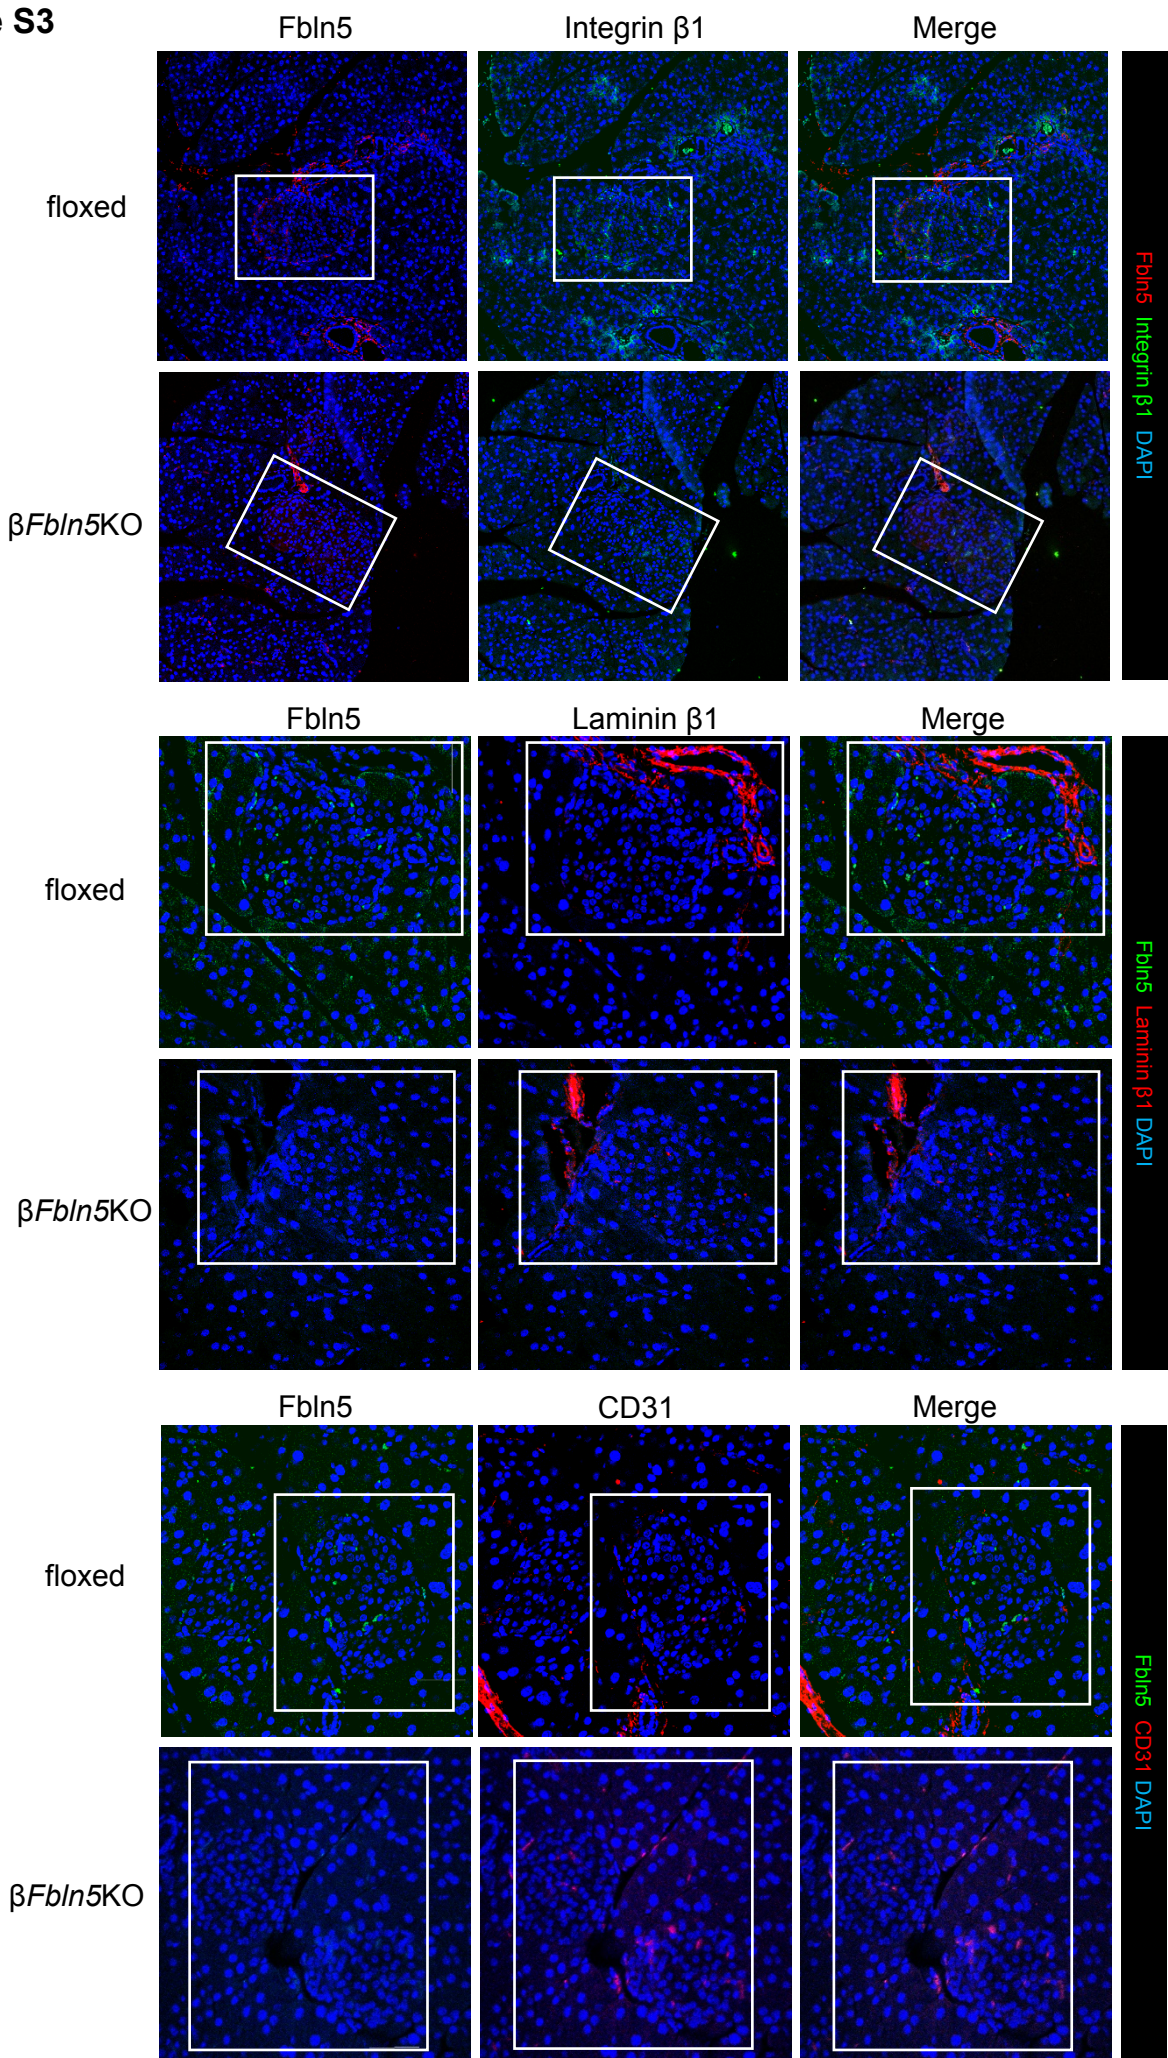

Figure S12A

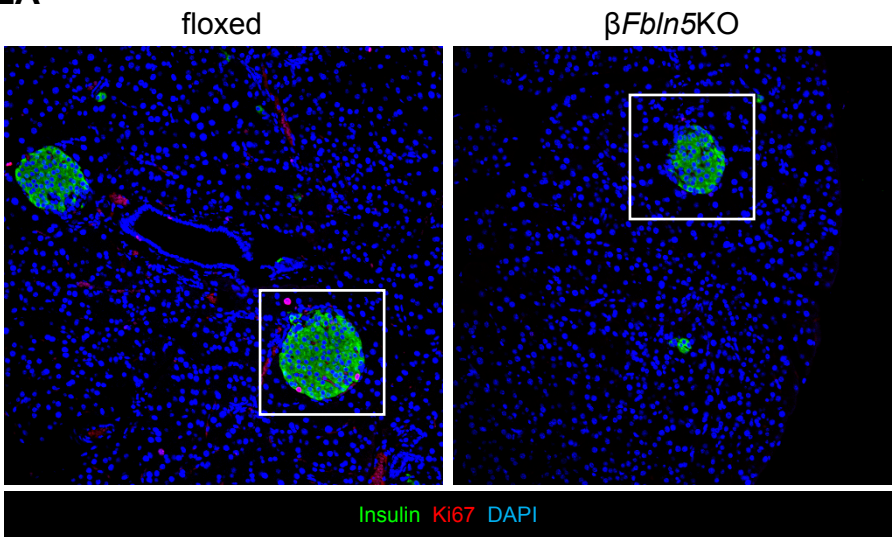

Figure S12B

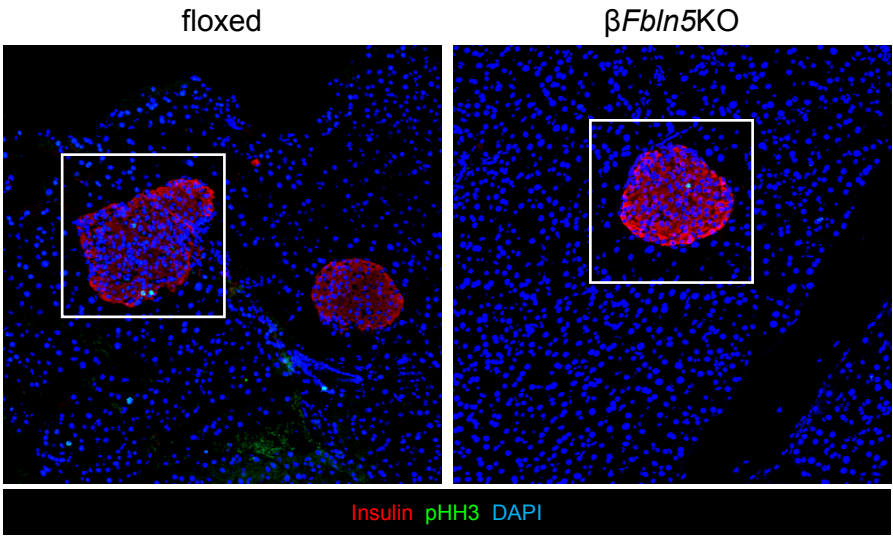

Figure S12C

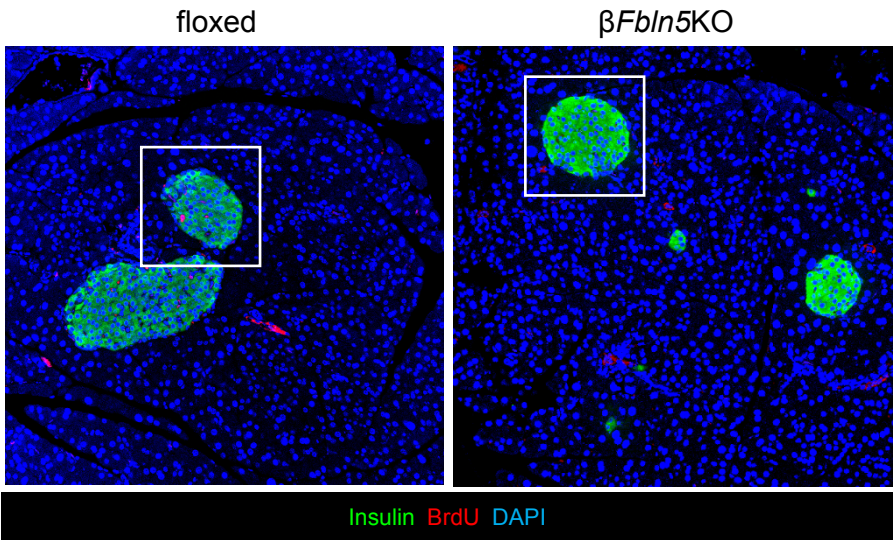

Figure S13C

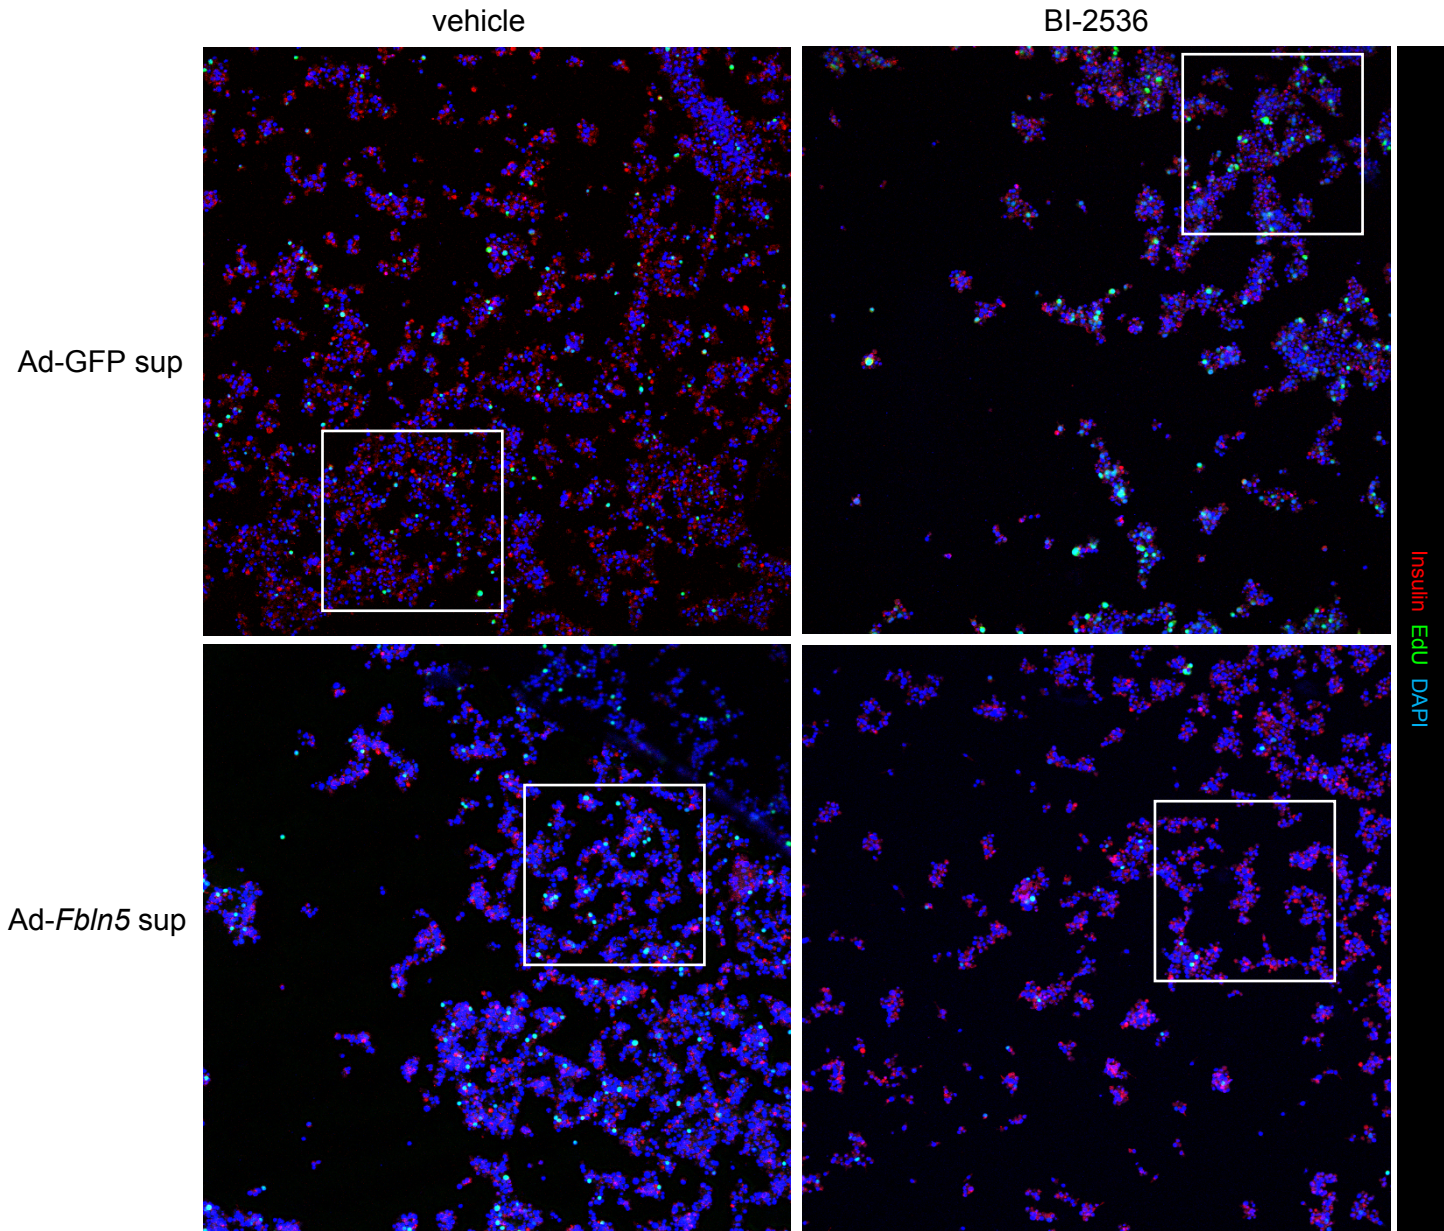

**Supplement:** Document S1. Figures S1–S13, Tables S1 and S2, and Data S1 and S2

How the deposited data were processed for this re-analysis (not part of the article)

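Islet RNA of control and βFbln5KO mice aged 11 weeks, from 4 extractions per group (150 islets each), was measured on 1 slide of 8 one-colour Agilent mouse arrays. For each array the authors deposited the scanner software's processed signal, an intensity after background subtraction and spatial detrending with default parameters, without normalization between arrays, and flags for outlier and well-above-background spots. The authors also deposited a table of 35553 probes. Its values were checked against the scanner output: each is the processed signal divided by 1 number per array, with 99.2% of values within 0.01%, and 75.0% of distinct probes lie below that number. All 35553 probes are well above background on at least 1 array. The paper's methods name GeneSpring with per-chip and per-spot normalization for the arrays, and the text names no filter on dim probes, no fold threshold and no adjustment for multiple tests for them.

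The processed signals of all 59305 non-control spots were put on the log2 scale and shifted by each array's 75th percentile, which lay between 709 and 1012 on the control arrays and between 910 and 1055 on the βFbln5KO arrays. Outlier-marked values were left out (0.356% of all values, with 125 to 175 spots per control array and 176 to 398 per βFbln5KO array), and no spot was saturated. The number of spots well above background per array ranged from 33592 to 34889 (median 34369) in control and from 31214 to 33549 in βFbln5KO. The lowest log2 signal of an array ranged from −7.35 to −7.13 in control and from −7.04 to −6.53 in βFbln5KO. The precision is limited by the number of arrays. Replicate spots of a probe were averaged, which left 56605 probes. Through their RefSeq accessions, 32994 probes (58.3%) were given the symbol of 1 of 22911 genes in the reference, and the other 23611 entered the tests without a name.

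All 4 control arrays were compared with all 4 βFbln5KO arrays with limma 3.58.1 (lmFit, eBayes with trend and without robust) in R 4.3.3, with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. Single values were compared by exact two-sided permutation tests, and gene families by Fisher's exact test on 1 brightest probe per gene. Gene sets were tested with camera (preset correlation 0.01), with an estimated correlation, and with fry. They were the mouse Reactome sets in fgsea 1.28.0, the G2/M list of Seurat 5.3.0 (54 genes) and the symbol families of cytochrome P450 and keratin genes. A fold was given only where at least 1 group had an array well above background, and as a lower bound, against the lowest well-above-background signal of each array, where the other group had none. These bounds use the floor of the dim group's own arrays, which lies between −5.01 and −4.79 in control and between −4.70 and −4.19 in βFbln5KO, and are smaller against the highest of them. No fold was given where both groups were dim, or where the mean of the brighter group was not above that lowest signal. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

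The genes named in the text were chosen by rule: Fbln5, all genes of Tables 1 and 2, 24 other genes that the paper names, and the 5 higher and 5 lower genes with the smallest limma p among probes well above background on all 8 arrays with no overlap between the groups. A gene with several probes was reported by its brightest probe. Cell type markers were read from 9 lists, for beta, alpha, delta, PP, acinar, ductal, endothelial, macrophage and mesenchymal cells. On simulated arrays with 200 of 55671 probes changed by a log2 value of 2, limma recovered 191 (95.5%) with 13 false calls, and with no change it made 0 adjusted calls and 5.04% unadjusted ones. The changed probes were drawn from those well above background on all 8 arrays. Noise was normal and independent between probes, with no difference in floor and no edge signal. The simulation therefore gives no error rate or power for dim probes or for the real arrays.

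The alternatives were normexp with an offset of 50, quantile normalization, a filter to probes well above background on at least 4 arrays, a common floor on dim signals, eBayes without trend, outlier-marked spots kept, other choices among a gene's probes, the methods' t-test, a 1.5-fold threshold, the authors' deposited table, the replicate number as a block, and each array left out in turn. Normexp used the spots' median signal, because the deposited output has no mean signal. A further setting left out the outer 16 spot rows at either edge, and others combined the deposited table or a filter on dim probes with the methods' t-test, or the deposited table with the gene's probe of the largest change. Experiments of the paper other than these arrays were not analysed here.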

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

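The test of genes next to Slc38a1, the fit with acinar markers and the choice of the outer 16 spot rows came only after the results they concern were seen; the count of bright negative control spots was set out before it was made.

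Outside the genes that the paper discusses, 3 probes passed an adjusted limma p of 0.05. Slc38a2, which lies beside Slc38a1 on chromosome 15, fell by 0.98 on the log2 scale (SE 0.078, adjusted p 0.00638, lower on 4 of 4 βFbln5KO arrays). Its probe is well above background on all 8 arrays and lies in spot row 160, away from the edges. The adjusted p of Slc38a2 ranged from 0.0025 to 0.0498 in the other settings run, and was above 0.05 with the replicate block (0.219) and in the fit with acinar markers, where it fell by 0.97 (0.0708). Of 10 neighbours of Slc38a1, 4 had an unadjusted limma p under 0.001, Slc38a2 among them, so that a change local to this part of the chromosome is a candidate explanation. A regulation by Fbln5 stays open as well, as untested. The βFbln5KO mice also carry the Cre transgene, which these arrays cannot separate from the Fbln5 deletion.

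Cd5l (chromosome 3) and A_55_P2743005, a probe with no gene name, were dim on every control array and well above background on 1 and 2 βFbln5KO arrays. The fitted differences were 2.51 (SE 0.20, adjusted limma p 0.00638) and 2.75 (SE 0.21, adjusted p 0.00613) on the log2 scale. Against the control arrays' lowest detectable levels, Cd5l was at least 1.54-fold and A_55_P2743005 at least 1.70-fold higher in βFbln5KO. Against the highest such level of the 8 arrays, −4.19, the bound is 1.05-fold for A_55_P2743005, and none can be given for Cd5l. The signals on the βFbln5KO arrays lie close to the lowest detectable levels of these arrays (−4.70 to −4.19). On 4 of 4 βFbln5KO arrays Cd5l lay between −4.34 and −4.17, against −6.89 to −6.61 in control, and A_55_P2743005 between −4.32 and −3.91, against −6.92 to −6.76. Both differences exceed the rise of 0.50 in the negative control spots of the βFbln5KO arrays, which argues against that rise as the whole source, and their spots, in rows 253 and 327, are not in the outer rows. With the acinar markers in the fit, the differences hardly moved, to 2.54 for Cd5l and 2.71 for A_55_P2743005, while the adjusted p rose to 0.0708 and 0.0699. In the main setting 5 probes were higher at an adjusted limma p under 0.05, against 2 with the common floor and 2 with the replicate block. Not all 5 calls therefore hold in those settings. The count was 5 with quantile normalization and 5 with outlier-marked spots kept. The macrophage markers did not differ between the groups (exact permutation test, p = 0.914). A biological difference between the genotypes stays open, as untested.

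Negative control spots match no mouse RNA. In the first 16 spot rows, 8 of 48 (16.7%) were well above background on the βFbln5KO arrays and 0 of 48 on the control arrays (Fisher's exact test, p = 0.00569). On the βFbln5KO arrays these were 4, 3, 0 and 1 of 12 spots on replicates 1 to 4, so that replicate 3, on which several Table 1 probes are bright, showed none. In the last 16 rows, 0 of 64 were so on the βFbln5KO arrays and 8 of 64 (12.5%) on the control arrays (Fisher's exact test, p = 0.00619). On the control arrays these were 2, 4, 0 and 2 of 16 spots on replicates 1 to 4. In the rows between, the shares were 2.41% and 0.982%. Spots on 1 array are not independent replicates. No RNA of the islets explains a signal on these spots, which is consistent with signal in the outer rows that does not come from RNA matching the probe. Since each genotype filled 1 row of the slide, whether slide position or genotype goes with the edge cannot be told apart.

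In 14 of 170 groups of 4 arrays, 1 array lay so far from the other 3 that the gap, as a share of the group's range, exceeded the 95% limit of Dixon's test. Chance gives 8.5 such groups, so single cases carry little weight. Control replicate 3 was low for Esp36 (0.8338), Olfr390 (0.8339), Olfr938 (0.8362), Olfr491 (0.8356) and Ugt1a10 (0.8298). These probes are dim on all control arrays, and control replicate 3 has the lowest signal floor (−7.35), so the level of the array is a candidate source, as for the difference of 0.50 between the groups' negative control spots. Nup98 was high on the same array (0.876). Among the arrays of its group, Olfr491 was dim only on βFbln5KO replicate 2 (0.9432) and Krt13 only on control replicate 4 (0.9418), and Slc5a2 was highest on the array labelled βFbln5KO replicate 4 (0.8752). Zfp12 was low on control replicate 2 (0.8422). Olfr491, Krt13 and Zfp12 lie in spot rows 4, 381 and 380, where bright spots vary between arrays. Ppp1r12b was high on control replicate 1 (0.8839), the alpha cell markers on control replicate 1 (0.8855), and Ppy, the only PP marker, was low on control replicate 4 (0.9569 for the gene and the list). For the values in the last sentence and for Nup98 and Slc5a2 no explanation was tested; differences between mice and between islet preparations stay open.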

How the results depend on the processing

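The settings chosen after the values were seen are leaving out the outer 16 spot rows, the deposited table with the methods' t-test or with the gene's probe of the largest change, and the filter to probes well above background on at least 1 array; the alternatives other than these were set before the data were examined. The direction of a gene set is that of camera's test, also a choice made after the values were seen, and the number given is the set's median log2 fold change, which can have the other sign.

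Slc38a1 was higher in βFbln5KO past a Benjamini-Hochberg adjusted p of 0.05 in every alternative run (on 4 of 4 βFbln5KO arrays above every control array as analysed first), with a log2 fold change from 4.91 to 5.87 and an adjusted p from 1.66e-07 to 0.0103. Over the 73 named genes and 13 settings that left out no array, 788 of 831 values kept their sign and their side of the adjusted threshold in limma or the methods' t-test, 34 changed sign with the threshold passed in neither setting, 8 passed it anew and 1 no longer passed it. The 8 new calls came with eBayes without trend. With 1 array left out, 525 of 584 values kept both, 41 changed sign and 18 passed the threshold anew, most of them without the array labelled βFbln5KO replicate 4.

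Other background corrections, normalizations and filters changed the counts of higher probes at an unadjusted p under 0.05 most. The adjusted counts moved most with eBayes without trend (6184 higher, 394 lower) and without the array labelled βFbln5KO replicate 4 (11206 and 338). Of all probes at an unadjusted p under 0.05, 83.9% were higher in βFbln5KO in the main setting, 8.54% with normexp, 27.7% after quantile normalization, 10.3% with the filter to probes well above background on at least 4 arrays, 13.1% with the common floor and 20.3% in the deposited table. These settings moved the median log2 fold change of all their probes from 0.029 to between −0.064 (normexp) and −0.0065 (quantile), so none moved it by over 0.1. The filter and the deposited table hold no probe that is dim on every array, and such probes made up 10829 of the 11730 higher ones. For normexp, quantile normalization and the floor the cause was not tested.

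With normexp on the spots' median signal (the mean signal that was set out first was not used here), 3 probes were higher at an adjusted p under 0.05, 301 higher and 3222 lower at an unadjusted p under 0.05, and 19 higher and 23 lower at that p and at least 2-fold. 10 Table 1 genes were higher at an unadjusted p under 0.05, and the medians of Tables 1 and 2 were 0.89 and −0.39. The odds ratio of olfactory receptors was 0.74. Camera's direction changed for PLK1 activity at G2/M transition (−0.0060), Nicotinate metabolism (0.016), SLC-mediated transmembrane transport (−0.032), Transmembrane transport of small molecules (−0.025), COPI-mediated transport (0.028), Mitotic cell cycle (−0.0063) and Seurat G2/M list (0.050). The adjusted camera p came to lie under 0.05 for Bile acid and bile salt metabolism (0.046) and keratin family (−0.11). Among named genes, a change of sign was seen for Sema3d (−0.16), Adcy10 (−0.14), Cdh5 (−0.014), Itgb1 (0.014), Dnm1l (0.0036), Opa1 (−0.0018) and Cdk2 (−0.11), past the threshold in neither setting. The cause was not tested.

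After quantile normalization, 5 probes were lower at an adjusted p under 0.05, 929 higher and 2424 lower at an unadjusted p under 0.05, 125 higher at that p and at least 2-fold, and 10 Table 1 genes higher. The odds ratio was 1.02 for solute carriers and 1.88 for olfactory receptors. Camera's direction changed for PLK1 activity at G2/M transition (0.016), Transmembrane transport of small molecules (0.012), COPI-mediated transport (0.071), Mitotic cell cycle (0.011) and Seurat G2/M list (0.093). The adjusted camera p came to lie under 0.05 for Bile acid and bile salt metabolism (0.13). Named genes that changed sign were Ins1 (0.11), Gcg (0.054), Sst (0.10), Ppy (0.20), Itgb1 (0.013), Ptk2 (0.0040), Dnm1l (0.0032) and Hmg20b (0.00060), past the threshold in neither setting. The cause was not tested.

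With only probes well above background on at least 4 arrays, 3 probes were higher at an adjusted p under 0.05, 227 higher and 1968 lower at an unadjusted p under 0.05, and 22 higher and 56 lower at that p and at least 2-fold. 2 Table 1 genes were higher and 4 Table 2 genes lower, with medians of 0.45 and −0.38 over the genes left. The odds ratio was 1.31 for solute carriers and 0 for olfactory receptors. Camera's direction changed for PLK1 activity at G2/M transition (0.0040), Nicotinate metabolism (−0.0070), Transmembrane transport of small molecules (−0.012), COPI-mediated transport (0.042), Mitotic cell cycle (0.0019) and Seurat G2/M list (0.073). The adjusted camera p came to lie under 0.05 for Bile acid and bile salt metabolism (0.025) and keratin family (−0.15). It no longer lay there for cytochrome P450 family (0.097). These counts rest on fewer probes by construction; for the directions the cause was not tested.

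With the common floor of −4.19 on dim signals, 2 probes were higher at an adjusted p under 0.05, 278 higher and 1841 lower at an unadjusted p under 0.05, and 22 higher and 23 lower at that p and at least 2-fold. 5 Table 1 genes were higher and 4 Table 2 genes lower, with medians of 1.14 and −0.45. The odds ratio was 1.66 for solute carriers and 0.82 for olfactory receptors. Camera's direction changed for PLK1 activity at G2/M transition (0.0054), Nicotinate metabolism (−0.0070), SLC-mediated transmembrane transport (0.0049), Transmembrane transport of small molecules (0.00030), COPI-mediated transport (0.042), Mitotic cell cycle (0.0011) and Seurat G2/M list (0.044). The adjusted camera p came to lie under 0.05 for Bile acid and bile salt metabolism (0.12) and keratin family (−0.14). The floor shortens changes below it by construction; for the directions the cause was not tested.

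With eBayes without trend, 6184 probes were higher and 394 lower at an adjusted p under 0.05, against 5 and 1 with the trend. With the methods' t-test, 82 were higher and 5 lower after Benjamini-Hochberg, 277 were higher at an unadjusted p under 0.05 and at least 2-fold, and 10 Table 1 genes were higher. At least 1.5-fold gave 2225 higher and 879 lower, which a lower fold threshold gives by construction. The cause in the first 2 settings was not tested.

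With the mean of a gene's probes, 2 genes were higher at an adjusted p under 0.05, 4020 higher and 727 lower at an unadjusted p, 266 higher and 43 lower at least 2-fold as well, and the Table 2 median was −0.99. The sign changed for Sft2d1 (1.27), Ccdc141 (0.82), Nup98 (0.044), Cd34 (0.11), Lamb1 (0.15), Opa1 (−0.0039) and Foxm1 (0.077), past the threshold in neither setting. With the brightest probe of each gene, these counts were 2, 3777, 613, 254 and 59. Both settings count 22911 genes in place of 56605 probes. With the gene's probe of the largest change, the Table 2 median was −1.69. It changed as well for Sft2d1 (1.96) and Ccdc141 (3.13), past the threshold in neither setting. The cause was not tested.

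In the authors' deposited table, 3 probes were higher at an adjusted p under 0.05, 516 higher and 2020 lower at an unadjusted p, 302 higher and 188 lower at least 2-fold as well, the Table 2 median was −1.59 and the odds ratio 1.42 for solute carriers and 4.23 for olfactory receptors. Camera's direction changed for Nicotinate metabolism (0.013), COPI-mediated transport (0.047), Mitotic cell cycle (0.0066) and Seurat G2/M list (0.092). The adjusted camera p came to lie under 0.05 for Bile acid and bile salt metabolism (0.18) and keratin family (−0.15). The camera p of PLK1 activity at G2/M transition (0.0096), which was not adjusted, rose from 0.0208 to 0.857. Named genes on the other side of 0 were Ppy (0.0026), Dnm1l (0.0055) and Hmg20b (0.00098), past the threshold in neither setting. The cause was not tested.

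The replicate numbers did not pair the arrays: the deviations from the group means over 26341 probes had correlations of 0.20, 0.30, −0.22 and −0.022 for replicates 1 to 4, inside the range of −0.29 to 0.35 for arrays with different numbers. With the replicate block, 2 probes were higher and 0 lower at an adjusted p under 0.05, and Slc38a2 (−0.98, adjusted p 0.219) was not past the threshold. Camera's direction changed for COPI-mediated transport (0.042). The adjusted camera p came to lie under 0.05 for Bile acid and bile salt metabolism (0.25). The block leaves fewer residual degrees of freedom by construction. A slide or scan block was not run, because all 8 arrays lay on 1 slide from 1 scan.

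With 1 array left out, the probes higher at an adjusted p under 0.05 ranged from 4 to 11206 and those lower from 1 to 338, the highest counts being those without the array labelled βFbln5KO replicate 4, which has the lowest floor of the βFbln5KO arrays. The probes at an unadjusted p under 0.05 and at least 2-fold ranged from 337 to 1270 higher, lowest without control replicate 3 and highest without βFbln5KO replicate 4, and from 214 to 518 lower, highest without control replicate 2. Table 1 genes higher at an unadjusted p under 0.05 ranged from 11 to 16, the Table 1 median from 2.43 to 3.31 and the Table 2 median from −1.27 to −0.88. Fbln5 ranged from −0.78 to −0.33 and passed an unadjusted limma p of 0.05 only without the array labelled βFbln5KO replicate 4 (−0.78). Among gene sets, camera's direction or call changed in some of these fits for PLK1 activity at G2/M transition (−0.014 to 0.010), Bile acid and bile salt metabolism (0.089 to 0.33), COPI-mediated transport (0.022 to 0.075), Mitotic cell cycle (−0.014 to 0.014), keratin family (−0.047 to 0.059) and Seurat G2/M list (−0.016 to 0.21). PLK1 activity lost its call without βFbln5KO replicate 1 (p 0.0988 with camera), the mitotic set without βFbln5KO replicate 1 (adjusted p 0.138) or control replicate 4 (0.235), and the bile acid set gained one without βFbln5KO replicate 3 (0.0419); the direction changed for COPI-mediated transport without control replicates 1 or 4 or βFbln5KO replicate 4, for the keratin family without control replicate 3 or βFbln5KO replicate 4, and for the Seurat list without control replicates 1 or 4 or βFbln5KO replicate 2. Among named genes, the sign changed for Sft2d1 (−0.37 to 0.023), Jakmip2 (−0.15 to 5.05), Wdsub1 (−0.18 to 0.085), Slc23a2 (−0.0062 to 0.12), Nup98 (−0.060 to 0.032), Ppy (−0.13 to 0.043), Cdh5 (−0.010 to 0.096), Mki67 (−0.10 to 0.37), Ccnd1 (−0.061 to 0.14), Itgb1 (−0.043 to 0.026), Ptk2 (−0.19 to 0.11), Lamb1 (−0.11 to 0.0095), Dnm1l (−0.031 to 0.036), Opa1 (−0.0088 to 0.049), Chek2 (−0.31 to 0.11), Cdk2 (−0.083 to 0.23), Plk1 (−0.15 to 0.24) and Hmg20b (−0.018 to 0.025). The cause was not tested.

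With the outer 16 spot rows left out, a choice made after the values were seen, 7 Table 1 genes were higher and 4 Table 2 genes lower at an unadjusted p under 0.05, with medians of 1.61 and −0.054; genes with no probe elsewhere drop out by construction. Genes with another sign were Jakmip2 (−0.28), Rbbp8nl (0.48), Adamts10 (0.93), Ppy (0.00015) and Dnm1l (0.0031), past the threshold in neither setting. Of the settings run for counts alone, also chosen after the values were seen, the deposited table with the methods' t-test gave 447 higher and 1893 lower at an unadjusted p and 117 and 128 at least 2-fold as well, or 317 and 964 with each gene counted once. Probes well above background on at least 1 array gave 506 higher and 2192 lower, and 303 and 195 at least 2-fold as well; with the methods' t-test they gave 605, 2006, 116 and 132. In the deposited table with the gene's probe of the largest change, also chosen then, 20 Table 1 genes were higher and 14 Table 2 genes lower, with medians of 3.27 and −1.80, and the sign changed for Sft2d1 (3.94) and Ccdc141 (3.84), past the threshold in neither setting.

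Signal over background limits what these arrays can show: 26612 of the 56605 probes were well above background on all 8 arrays and 18859 on none, and for the latter no fold is given. With 4 arrays per group, the smallest exact two-sided permutation p is 0.029.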

Differences from the paper's values

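The deposited table with the methods' t-test, the deposited table with the gene's probe of the largest change, the filter to probes well above background on at least 1 array and the fit without the outer rows were chosen after the values were seen; the other settings named here were set before the data were examined.

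For the tables, 19 Table 1 and 17 Table 2 genes have a fold or a bound here, and 3 and 8 of them differ from the paper's value. For 15 Table 1 and 6 Table 2 genes the value is a lower bound below the paper's fold, which tests little, and of the 4 and 11 genes with a measured fold 3 and 8 differ. Values are ratios of βFbln5KO to control for Table 1 and of control to βFbln5KO for Table 2, so that a ratio below 1 has the other direction. For Sft2d1 the paper's value is 15.38 and the value here 0.854, and for Ccdc141 the paper's is 14.28 and the value here 0.726. For both, the gene's probe with the largest change gives a lower bound that the paper's value does not contradict, and the other alternatives set before the data were examined differ. For Chrnb4 the paper's value is 6.53 and the value here 2.18, which no longer differs with outlier-marked spots kept or in the authors' deposited table, and differs in the rest of these alternatives. For Onecut1 the paper's value is 4.10 and the value here 1.97, which no longer differs only without the array labelled βFbln5KO replicate 4. That array is the only βFbln5KO array well above background for Onecut1, so without it the value is a lower bound.

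For 7 Table 2 genes, every alternative of that kind that gives a value differs as well. For Wdsub1 the paper's value is 4.67 and the value here 1.03. Its probe with the largest change gives 2.86 (log2 SE 0.68), nearer to the paper's value but counted as differing. For Slc23a2 the paper's value is 4.32 and the value here 0.953, and for Slc43a1 4.21 in the paper and 1.30 here. For Pgbd1 the paper's value is 3.79 and the value here 0.944, and for Adgb 3.74 in the paper and 1.06 here. For Ppp1r12b the paper's value is 3.30 and the value here 1.36, and for Nup98 2.93 in the paper and 1.02 here.

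In the deposited table with the gene's probe of the largest change, a setting chosen after the values were seen, the fold is within 0.01 of the paper's for 20 of 20 Table 1 genes and 13 of 20 Table 2 genes, Sft2d1, Ccdc141, Chrnb4, Wdsub1, Slc43a1 and Adgb among them. Most of these folds are taken against a group that is dim on every array and are not bounds. The other 7 genes are Sema3d, Slc23a2, Onecut1, Pgbd1, Ppp1r12b, Adcy10 and Nup98, and the table holds no probe that the reference names as Sema3d or Adcy10. The paper's fold of 19.04 for Sema3d is within 0.01 of that of 1 probe with no name in the reference, A_55_P2736540, where 0.0047 such probes are expected from the number of unnamed probes with a similar fold. For the other 6 genes an unnamed probe lies within 0.01 as well, where 0.32 (Slc23a2) to 2.00 (Nup98) are expected, so that each match alone can be chance, while 6 of 6 have a probability of 0.0193 from these densities. For the 33 genes matched by their own probe, the same densities give 8.81 genes with an unnamed probe within 0.01, and 9 have one. Which probe lies behind the paper's value of each of these 7 genes is not settled by this test, which was chosen after the values were seen.

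The paper counts 312 upregulated genes, and here 11730 probes were higher at an unadjusted limma p under 0.05. Normexp (301), the filter to probes well above background on at least 4 arrays (227) and the floor on dim signals (278) come within 1.5 times the paper's count, and the other alternatives set before the data were examined do not. With a change of at least 2-fold as well, against the same 312 of the paper, 729 probes were higher. The mean of a gene's probes (266), the brightest probe of each gene (254), the methods' t-test (277), the authors' deposited table (302), and the fits without control replicate 1 (448) and without control replicate 3 (337) come within that range, and the others do not. The paper counts 171 downregulated genes, and 2246 probes were lower at an unadjusted limma p under 0.05, which none of these alternatives brings within 1.5 times. With at least 2-fold as well the count of 223 does not differ, and neither do quantile normalization (251), eBayes without trend (210), outlier-marked spots kept (225), the methods' t-test (162), the authors' deposited table (188), and the fits without control replicate 1 (240), βFbln5KO replicate 1 (224) or βFbln5KO replicate 2 (214). The other alternatives differ: normexp and the floor on dim signals (both 23), probes well above background on at least 4 arrays (56), the mean of a gene's probes (43), the brightest probe of each gene (59), at least 1.5-fold (879), the replicate block (282), and the fits without control replicate 2 (518), 3 (318) or 4 (335) or without βFbln5KO replicate 3 (266) or 4 (349). Of the settings chosen after the values were seen, probes well above background on at least 1 array gave 303 higher and 195 lower at least 2-fold, within 1.5 times of both counts of the paper. The deposited table with the methods' t-test and each gene counted once gave 317 higher (and 964 lower, which is not within that range), and the table with that test gave 447 higher at an unadjusted p and 128 lower at least 2-fold, each within 1.5 times, but 117 higher at least 2-fold and 1893 lower at an unadjusted p, which are not. The same filter with the methods' t-test gave 132 lower at least 2-fold, also within 1.5 times, but 116 higher, which is not.

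The paper lists Slc23a2, Pgbd1, Sema3d and Adcy10 among the downregulated genes. Here the log2 signals of the probes that the reference gives them differed by 0.069, 0.084, 0.46 and 0.45, the last pair on probes not well above background on any array. The paper lists Sft2d1 and Ccdc141 among the upregulated genes, and here their log2 fold changes were −0.23 and −0.46. By the probe with the largest change, an unadjusted limma p under 0.05 was reached by 18 genes of Table 1 and 12 of Table 2, against 17 and 10 by the brightest probe.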

Other observations

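The tests of the outer spot rows and of the rows up to 144, of single spots, of the arrays' floor, of genes next to Slc38a1, of a mislabelled array and of Slc38a1 with the acinar markers in the fit were chosen only after the results they concern were seen.

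The large fold changes of the Table 1 and Table 2 genes rest mostly on dim spots. For 25 of the 40 genes the brightest probe is not well above background on any array of at least 1 group, and a common floor on dim signals shortens the median log2 fold change by a factor of 2.61 for Table 1 and 2.82 for Table 2. Of the probes with the largest change, 15 of the 20 for Table 1 lie in the first 16 spot rows and 9 of the 20 for Table 2 in the last 16, which is consistent with signal at 1 edge of the βFbln5KO arrays and at the other edge of the control arrays. Over all probes well above background on at least 1 array, 476 were at least 2-fold higher at an unadjusted limma p under 0.05, and 25.8% of them lie in the first 16 rows, which hold 4.31% of all probes. The excess is not confined to the edge, since 394 of the 476 (82.8%) lie in the first 144 rows, which hold 37.9% of all probes, and all 20 Table 1 probes lie in rows 3 to 121. In rows 17 to 144, 22 of 424 negative control spots (5.19%) were bright on the βFbln5KO arrays and 2 of 424 (0.472%) on the control arrays (Fisher's exact test, p = 2.84e-05), while receptor spots there did not differ (9.00% and 9.45%, p = 0.686), so that the source of the signal in these rows stays open. Their limit, too, was chosen after the positions were seen. Of the 193 lower ones, 17.1% lie in the last 16 rows, which hold 4.15%. Spots of olfactory and vomeronasal receptors were bright in 22.8% of cases in the first 16 rows of the βFbln5KO arrays and 10.3% on the control arrays, and in 8.67% and 23.5% in the last 16 rows. The negative control spots, which match no mouse RNA, gave 16.7% in the first 16 rows of the βFbln5KO arrays. For 4 of the genes (Sft2d1, Ccdc141, Wdsub1 and Adgb) another 5 probes are well above background on all 8 arrays, and 0 of them moved the table's way by 1 or more on the log2 scale (range −0.46 to −0.039), so a property of single spots is a candidate explanation for these genes. Slc38a1 is an exception, with 3 probes in different rows. For the genes with 1 probe, a change in their RNA stays open, as untested.

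Probes that are dim on all arrays were higher on the βFbln5KO arrays by 0.47 at the median (−6.95 ± 0.085 against −6.48 ± 0.22, SD, n = 4). The negative control spots differed by 0.50 (exact two-sided permutation test, p = 0.029), and the lowest signal of the arrays by 0.51. A higher floor of the βFbln5KO arrays is a candidate explanation for the 10829 dim probes that were called higher. On the array labelled βFbln5KO replicate 4 the negative control spots lay at −6.82, closest to the control arrays (−7.14 to −6.90). The slide row and the genotype cannot be told apart here, so whether the floor goes with position is open.

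Slc38a1 and the genes next to it differed together. Among 10 neighbours on chromosome 15 that are well above background on all 8 arrays, 4 had an unadjusted limma p under 0.001, Slc38a2 (−0.98), Slc38a4 (0.57), Amigo2 (0.92) and Pced1b (0.52), and the other 6 lay between −0.094 and 0.11. In all, 8 of 13650 such genes besides Slc38a1 had a p this small. Of 13629 genes that share no neighbour with Slc38a1, none had more than 1 such neighbour. A change local to this part of the chromosome is a candidate explanation for these genes, and which kind of change was not tested. The βFbln5KO mice also carry the Cre transgene, while the control arrays are labelled floxed. Effects of the transgene and of the Fbln5 deletion therefore cannot be told apart on these arrays. The paper names a BAC transgene and does not give its place in the genome, so genes next to Ins1 need not lie beside it. Amigo2 counts for less, because its probe lies in spot row 8, and 1 βFbln5KO array was left out for it as an outlier. The probes of Slc38a2, Slc38a4 and Pced1b lie in rows 160, 291 and 118. The genes next to Ins1 lay between −0.17 and 0.91 with an unadjusted limma p of 0.0141 or more. Besides these neighbours, the rule for the 5 higher and 5 lower genes, which leaves out probes without a gene name, gave Dlx6os2 (0.46), Gm16907 (−0.41), Mllt3 (−0.38) and Lsm14b (−0.21), each with an adjusted p of 0.0728 in limma and a change on 4 of 4 βFbln5KO arrays. It also gave Hmg20b, by a probe that fell by 0.48, while its brightest probe fell by 0.0046.

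On the array labelled βFbln5KO replicate 4, Fbln5 lay 1.13 above the mean of the other βFbln5KO arrays (−2.51). Slc38a1 on this array was 2.40, at the level of the other βFbln5KO arrays (2.40 to 2.51) and far from control (−3.70 to −2.56), which argues against a mislabelled array. The mesenchymal markers on this array had a mean of 0.754, against 0.40 to 0.60 on the other βFbln5KO arrays, so RNA of mesenchymal cells is a candidate source. The markers rose by 0.27 on average, less than Fbln5, with 0.80 for Dcn, 0.74 for Lum, 0.096 for Col1a2, the most abundant of them, and 0.017 for Acta2. This rise is too small for it to be the whole difference if all markers rise with the cells. Recombination that was less complete in this preparation stays open, as untested.

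The acinar markers were 7.06 ± 0.78 (SD, n = 4) in control and 6.28 ± 0.77 (SD, n = 4) in βFbln5KO islets (exact two-sided permutation test, p = 0.229), with Cela2a, the most abundant, at 8.65 and 8.16. With 4 arrays per group, a different share of acinar tissue and genotype cannot be told apart for the genes that differ in general, because the spread between preparations is as large as the difference. With the markers' mean in the fit, 1958 probes well above background on all 8 arrays were at an unadjusted limma p under 0.05, against 1670 without it, and 1737 went with the markers. The count did not fall, but since 4 of 35 splits of the arrays, the real one included, gave as many calls among probes well above background on at least 4 arrays, this does not decide. With the acinar markers' mean in the fit, Slc38a1 was higher by 5.52 (adjusted limma p 0.00158, on 4 of 4 βFbln5KO arrays), which argues against acinar tissue as its source. Of the 6 probes past an adjusted p of 0.05, 2 stayed past it, both of Slc38a1, and the others nearly kept their size, such as Slc38a2 (−0.98 to −0.97). For the other lists, exact two-sided permutation tests (n = 4 per group) gave p = 0.0857 for beta, 0.114 for alpha, 0.20 for delta, 1 for PP, 0.457 for ductal, 0.343 for endothelial, 0.914 for macrophage and 0.714 for mesenchymal markers. Adjusted over the 9 lists, the smallest p was 0.514. All genes of the lists other than the ductal one, with 3 of 6, were well above background on all 8 arrays, so islet preparations hold these transcripts throughout.

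The 24 other genes that the paper names had log2 fold changes between −0.37 (Foxm1) and 0.16 (Cenpa), with 0 past an adjusted p of 0.05 and a smallest unadjusted limma p of 0.123 (adjusted 0.357). The COPI-mediated transport set (10 genes) had a median of 0.042 and a mean of −0.00013, with an adjusted camera p of 0.937, and 0 genes called higher and 1 lower. The GABA receptor activation set (55 genes) had a median of −0.021 and a mean of 0.050, with an adjusted camera p of 0.591, and 6 genes called higher and 0 lower.

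Other splits of the 8 arrays into 4 and 4 tell whether chance can be excluded. For the 13976 probes at an unadjusted limma p under 0.05, the 6 at an adjusted p, the 952 of at least 2-fold and the odds ratio of olfactory receptors, 1 of 35 splits, the real one, was as extreme. That is the smallest share that these splits can give. Each measure taken alone thus passed a threshold of 0.05 and no further. The shares were not adjusted over the measures tried, so chance is not firmly excluded. The split that exchanges control replicate 4 and the array labelled βFbln5KO replicate 4 gave 12006 probes and an odds ratio of 6.09, and another split gave 5 probes at an adjusted p. Among probes well above background on at least 4 arrays, 4 of 35 splits gave as many as the real 2195 at an unadjusted p under 0.05, and for the camera p of the PLK1 set 6 of 35 were as small, so chance cannot be excluded for either.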
